# *Lrig1*-expressing quiescent stem cells maintain vocal fold mucosal homeostasis via *Notch* signaling

**DOI:** 10.1073/pnas.2513590122

**Published:** 2025-11-25

**Authors:** Vlasta Lungova, Jessica M. Fernandez, Yujia Cai, Christina Kendziorski, Susan L. Thibeault

**Keywords:** vocal folds, larynx, stem cells, homeostasis, quiescence

## Abstract

Identifying progenitor cells in laryngeal and vocal fold (VF) mucosa is essential for advancing stem cell–based therapies for VF diseases. In this study, we used *Lrig1* (leucine-rich repeats and immunoglobulin-like domains 1) gene to label tissue-resident stem cells within laryngeal and VF mucosa, aiming to investigate cellular networks underlying VF homeostasis and regeneration. *Lrig1*^+^ cells exhibited hallmark features of quiescent stem cells—including slow cycling, long-term persistence, and differentiation potential—and contributed to sustained VF regeneration and repair after naphthalene injury. By one week post injury *Lrig1*^+^ progeny restored the damaged VF epithelium. Transcriptionally, these cells suppressed cell type specific genes and proliferation while activating programs related to RNA metabolism, epigenetic regulation, and protein ubiquitination, consistent with quiescence and readiness for activation. *Lrig1*^+^ cells were enriched in basal, parabasal, and immature secretory populations within surface epithelium and submucosal glands, residing in niches characterized by transcriptional flexibility and spatial shielding from direct stress—features that likely prevent premature or chronic mobilization. Notably, analogous LRIG1 expressing cells were identified in human laryngeal and VF tissues, highlighting the translational relevance of our findings. To explore regulation of *Lrig1*^+^ cell quiescence, we conditionally deleted *Notch1,* which led to epithelial hyperplasia, expansion of secretory populations, and mucus hyperproduction. In summary, *Lrig1* marks a conserved, quiescent stem cell population in the larynx and VFs that supports long-term tissue homeostasis and repair, with quiescence maintained via *Notch1* signaling.

## Significance

*Lrig1* marks a conserved, quiescent stem cell population in laryngeal and vocal fold (VF) mucosa, essential for maintaining tissue homeostasis and repair after injury. These cells are associated with less differentiated cell types; they are positioned in locations protected from direct exposure to stress factors. Transcriptionally, they suppress cell type–specific genes and proliferation, while activating a global transcriptional program related to RNA metabolism, epigenetic regulation and protein ubiquitination—supporting quiescence and readiness for activation. Their quiescence is regulated via *Notch1* signaling. Disruption of this pathway leads to pathological epithelial remodeling and mucus hyperproduction. These findings enhance our understanding of laryngeal tissue homeostasis and offer a foundation for investigating how stem cell dysregulation may contribute to laryngeal and VF diseases.

VF mucosa is subjected to intense mechanical stress during phonation, as it undergoes rapid and repetitive vibratory cycles that can reach frequencies of many hundred times per second (1). These vibrations generate significant shearing forces, collision impact forces, and tissue deformation, particularly at the epithelial surface and within the underlying lamina propria. VF mucosa is exposed to environmental and chemical insults, further compromising tissue integrity (2). Together, these challenges necessitate mechanisms for tissue maintenance, repair, and regeneration to preserve vocal function. Tissue maintenance and regeneration rely on a population of cells with regenerative potential that possess the capacity for self-renewal and differentiation, supporting physiological turnover and facilitating tissue repair after injury. Under normal homeostatic conditions, these cells typically remain quiescent, and slow-cycling retaining DNA label, but become activated in response to damage or stress (3). Stem cell quiescence is an actively regulated state, maintained by signaling pathways that keep cells poised for rapid activation while preventing premature differentiation and/or exhaustion (4).

The identification of stem/progenitor cells within laryngeal and VF mucosa has become an emerging area of interest, with significant implications for tissue engineering and the development of stem cell–based therapies to treat various VF diseases (5). In the epithelium, slow-cycling BrdU-retaining epithelial cells have been identified in murine VFs (6), scattered across the basal and parabasal layers of the stratified squamous epithelium. Cells in the basal layer are generally considered the least differentiated (7) and exhibit stem cell–like properties (8), while parabasal cells represent a transitional population that actively regulates both the proliferation and maintenance of upstream basal cells as well as differentiation of downstream progeny (9). Despite insights into candidate progenitor populations, direct evidence linking them to mucosal maintenance, repair, and pathological mucosal remodeling remains limited. Such remodeling—characterized by epithelial hyperplasia and/or an increased mucus—is commonly observed in clinical contexts, including chronic inflammatory conditions and VF lesions (10–12).

In this study, we used the *Lrig1* (leucine-rich repeats and immunoglobulin-like domains 1) gene to label tissue-resident stem cells, within the laryngeal and VF mucosa. *Lrig1* encodes a transmembrane protein that has been extensively studied in epithelial stem cell niches across various organs, where it plays a key role in maintaining stem cell quiescence and regulating proliferation during homeostasis and in response to injury or mechanical stress (13). We hypothesize that *Lrig1*-expressing cells constitute a conserved population of quiescent stem cells in the larynx and VFs, playing a critical role in long-term tissue homeostasis and repair. Dysregulation of their quiescent state triggers pathological changes in the mucosa.

To investigate the role of *Lrig1* expressing cells in laryngeal and VF tissues, we combined lineage tracing in *Lrig1Cre^ERT2/+^; ROSA^LSL-tdTomato/+^* reporter mice with single-cell RNA sequencing (scRNA-seq) of flow cytometry-sorted *tdTomato*^+^ (*tdTom*) cells. This approach enabled spatial characterization and transcriptional profiling of *Lrig1* cells. Moreover, we performed naphthalene (NA) injury to damage the epithelium and assess regenerative contribution of *Lrig1*-expressing cells. Last, to understand the mechanism regulating *Lrig1* cell quiescence, we examined the role of *Notch1* signaling, as the *Notch* pathway has been shown to regulate progenitor activation and cell fate decisions in a cell-autonomous manner (14). Conditional deletion of *Notch1* in *Lrig1*-expressing cells primarily affected epithelial compartments, leading to an expansion of basal cells in laryngeal and VF epithelium, along with an increase in secretory cell populations. This resulted in epithelial hyperplasia, VF epithelial thickening, and excessive mucus production—changes likely to impair VF function and compromise airway patency. In summary, *Lrig1* marks a conserved dormant population of stem/progenitor cells in the larynx and VFs, with quiescence regulated by *Notch1* signaling.

## 1. Results

### 1.1. Lineage Tracing of *tdTom*-labeled *Lrig1* Cells Within Laryngeal Epithelium.

To assess the presence and fate of *Lrig1*-expressing cells in the larynx and VFs during homeostasis, we generated *Lrig1Cre^ERT2/+^; ROSA^LSL-tdTom/+^* reporter mice with *Lrig1*^+^ cells labeled with red fluorescent protein (RFP), upon tamoxifen (TX)-induced Cre activation. We used a single TX injection to activate recombinase in reporter mice (Fig. 1*A*). *Lrig1Cre^ERT2/+^; ROSA^LSL-tdTom/+^* without TX injection were controls (*SI Appendix*, Fig. S1 *D*–*G*). Whole larynges from control and reporter mice were harvested at multiple time points—6 h, 18 h, 24 h, 3 d, 1 wk, 2 wk, and 3 mo post-recombination (PR) (Fig. 1*A*). Larynges were processed and sectioned coronally; analyses focused on the mid-membranous VF region (Fig. 1*B* and *SI Appendix*, Fig. S1 *A*–*C*), given its well-established role in tissue oscillation in humans (15).

**Fig. 1.**
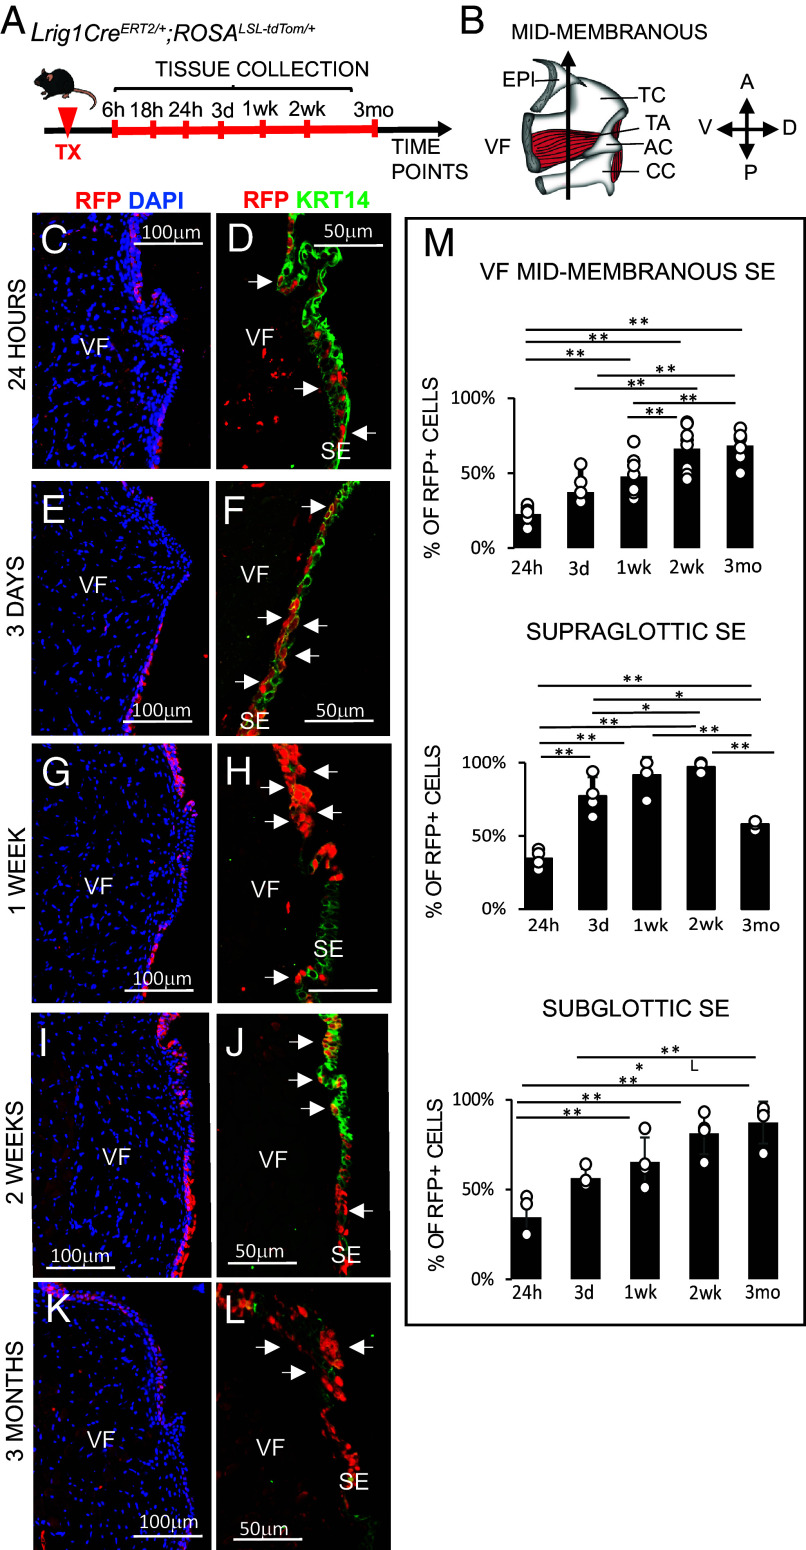
Lineage tracing using *tdTom* reporter in *Lrig1^CreERT2/+^* mice. (*A*) Schematics of experimental model and strategy. (*B*) Sagittal schematic of murine larynx showing mid-membranous VF and key laryngeal structures. Directional axes are indicated. (*C*) IF for anti-RFP (red) and DAPI in VFs 24 h PR. (*D*) IF for anti-RFP (red) and anti-KRT14 (green) showing distribution of RFP+ cells in KRT14+ epithelium. (*E*) IF for anti-RFP (red) and DAPI in VFs 3d PR. (*F*) IF for anti-RFP (red) and anti-KRT14 (green) showing distribution of RFP+ cells in KRT14+ epithelium. (*G*) IF for anti-RFP (red) and DAPI in VFs 1wk PR. (*H*) IF for anti-RFP (red) and anti-KRT14 (green) showing distribution of RFP+ cells in KRT14+ epithelium. (*I*) IF for anti-RFP (red) and DAPI in VFs 2wk PR. (*J*) IF for anti-RFP (red) and anti-KRT14 (green) showing distribution of RFP+ cells in KRT14+ epithelium. (*K*) IF for anti-RFP (red) and DAPI in VFs 3mo PR. (*L*) IF for anti-RFP (red) and anti-KRT14 (green) showing distribution of RFP+ cells in KRT14+ epithelium. White solid arrows in the panels of *D*, *F*, *H*, *J*, and *L* denote RFP+ cells in basal and parabasal cell layers in the SE. (*M*) Percentage of RFP+ cells in SE of VF mid-membranous region, supraglottis, and subglottis. Error bars with individual data points represent ± SEM. One-Way ANOVA of variance for independent or correlated samples statistical analysis along with the Plus Tukey HSD test were used to confirm statistical significance, *P ≤ 0.05 and **P ≤ 0.01. Abbreviations: A, anterior; AC, arytenoid cartilage; CC, cricoid cartilage; d, day; D, dorsal; mo, month; P, posterior; RFP, red fluorescent protein; SE, surface epithelium; SMG, submucosal glands; TC, thyroid cartilage; TA, thyroarytenoid muscle; TX, tamoxifen; V, ventral; VF, vocal fold; wk, week.

Our lineage tracing data demonstrate that RFP signaling was absent at 6 h PR but appeared in laryngeal and VF mucosa by 18 h PR (*SI Appendix*, Fig. S1 *H*–*K*), with a few RFP^+^ cells at the VF surface epithelium (SE), supraglottic and subglottic SE, and submucosal glands (SMGs). At 24 h PR, approximately 23% of RFP^+^ cells were detected in the SE of the VF (Fig. 1 *C*, *D*, and *M*), and were localized to basal and parabasal compartments (Fig. 1*D*). In the supraglottic and subglottic areas 24 h PR, RFP^+^ cells accounted for 35 and 40% of the SE respectively, with only sporadic labeling in SMGs (Fig. 1*M* and *SI Appendix*, Fig. S2 *A* and *B*). By 3d PR, the proportion of RFP^+^ cells increased across all regions, including SE and SMG (Fig. 1 *E* and *F* and *SI Appendix*, Fig. S2 *C* and *D*), with a significant rise only in the supraglottic SE (*P* = 0.009958) (Fig. 1*M*). At 1 and 2wk PR, RFP+ cells populated nearly the entire SE of the VF, supraglottis, subglottis, and SMGs, with their preferential localization in the basal and parabasal epithelial layers (Fig. 1 *G*–*J* and *SI Appendix*, Fig. S2 *E*–*H*). By 2wk PR, percentage of RFP+ cells had significantly increased to 66% in VF SE (*P* = 0.00000001747), 97% in supraglottic (*P* = 0.0000003238), and 81% of subglottic SE (*P* = 0.0002119) (Fig. 1*M*). RFP signal persisted in all regions 3 mo PR (Fig. 1 *K*–*M* and *SI Appendix*, Fig. S2 *I* and *J*). Moreover, we observed that RFP^+^ clones moved into suprabasal cell layers (Fig. 1*L* and *SI Appendix*, Fig. S2*I*) while being replaced by new cells from the basal compartment. In the supraglottis, cell replacement likely contributed to the significant decrease in percentage of RFP^+^ cells observed at 3mo PR compared to earlier time points (*P* = 0.0001002) (Fig. 1*M*). Besides epithelium, RFP^+^ signal emerged in the thyroarytenoid (TA) muscle (Fig. 1 *I* and *K*), indicating that *Lrig1* cells reside beyond the epithelial layer.

### 1.2. Characterization of *tdTom*-Labeled *Lrig1* Cells in SE and SMG Populations.

Next, we examined epithelial cell populations harboring *tdTom*-labeled *Lrig1* cells. As mentioned above, immunofluorescent (IF) staining confirmed that the majority of *Lrig1* cells were epithelial, as demonstrated by the colocalization of RFP with KRT14 (*SI Appendix*, Fig. S3 *A* and *B*). RFP-positive cells were located in basal and parabasal P63+ cell layers (*SI Appendix*, Fig. S3 *B* and *C*), but interestingly, not all P63+ or KRT14+ epithelial cells simultaneously expressed RFP. While a subset of RFP cells was proliferative, as indicated by Ki67 expression (*SI Appendix*, Fig. S3*D*), the majority of Ki67+ cells were RFP negative, consistent with the literature reporting low proliferation rates in quiescent *Lrig1+* cell populations (16). Notably, RFP cells did not overlap with mature secretory club cells, stained with anti-SCGB1A1, in SE and SMGs (*SI Appendix*, Fig. S3 *E*–*G*). Within SMGs, some RFP cells colocalized with aSMA positive myoepithelial cells (*SI Appendix*, Fig. S3 *H* amd *I*). We observed that some RFP-positive SMG likely interacted with SE, either through direct incorporation, as seen in the supraglottis (*SI Appendix*, Fig. S3 *J* and *K*), or via ductal connections in the subglottis (*SI Appendix*, Fig. S3*L*). Notably, glands located deeper within the tissue showed lower KRT14 expression compared to those situated closer to the epithelium (*SI Appendix*, Fig. S3 *J* and *K*). Together, these findings support our hypothesis that *Lrig1* preferentially labels quiescent cells and is associated with less differentiated epithelial cell types.

### 1.3. Characterization of LRIG1 Cells in Human Larynx and VF.

To investigate whether similar LRIG1+ cell populations exist in the human larynx and VFs, we harvested tissue from adult human larynges. We first performed H&E staining to provide an anatomical orientation of the larynx, and corresponding epithelial surfaces, stratified squamous epithelium (SSE) in true VFs (TVF) and pseudostratified mucociliary epithelium (PSMCE) in the false VFs (FVF), epiglottis, and subglottis (Fig. 2*A*). As expected, SMGs were primarily located in the epiglottis and FVF, with additional glands observed along the superior TVF margin and in the subglottis (Fig. 2*A*). Subsequent anti-LRIG1 staining revealed negative LRIG1 staining in FVF SMGs, which is consistent with their primary secretory function (Fig. 2 *B*, *F*, and *G*). LRIG1 positive cells were found in SE lining the superior TVF margin, where it was detected in the basal epithelial layers (Fig. 2*C*) and SMGs that extended into the VF contact zone (Fig. 2*D*). Notably, signal diminished within SE basal layers of the VF contact zone but re-emerged in the subglottis (Fig. 2 *D* and *E*), where it was also detected in SMGs (Fig. 2*E*).

**Fig. 2.**
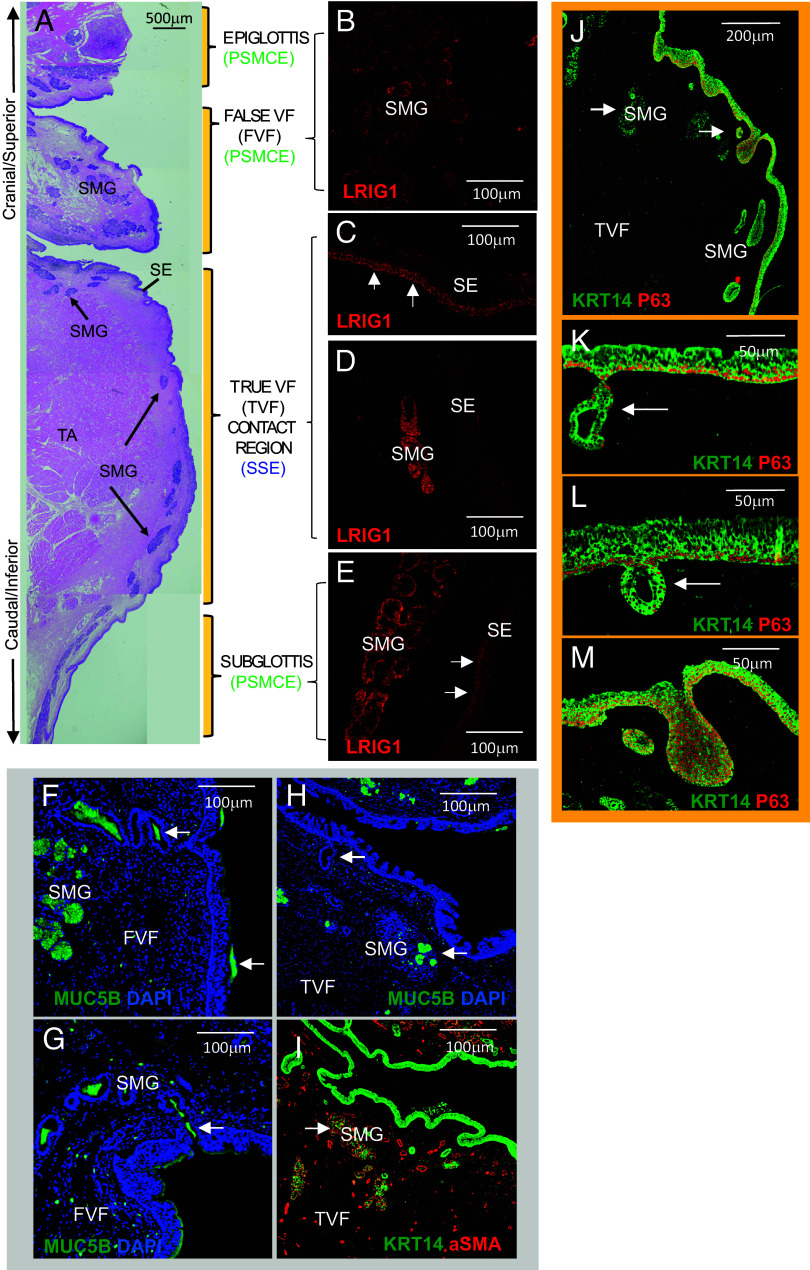
LRIG1+ cells in human larynx and VFs. (*A*) H&E coronal mid membranous human larynx shows epiglottis, FVF, and TVF with distinct epithelial linings. (*B*–*E*) IF for anti-LRIG1 (red) in SMGs in FVFs and along the superior margin of TVFs (*B* and *C*), VF contact region (*D*) and subglottis (*E*). (*F*–*H*) Anti-MUC5B staining in SMGs in FVFs (*F* and *G*) and along the superior margin of TVFs (*H*). Solid white arrows denote MUC5B^+^ cells a dashed white arrow indicates and SMGs lacking MUC5B expression. (*I*) Costaining for αSMA and KRT14 in the superior margin of the TVFs. Solid white arrows denote αSMA^+^/KRT14^+^ double-positive SMG cells. (*J*–*M*) Costaining for P63 and KRT14 in the superior margin of the TVF. A solid white arrow denotes P63^+^/KRT14^+^ double-positive SMG cells located near the SE, and weak P63^+^/KRT14^+^ staining in SMGs deeper within the tissue. Abbreviations: PSMCE, pseudostratified mucociliary epithelium; SE, surface epithelium; SMG, submucosal glands; SSE, stratified squamous epithelium; FVF, false vocal folds; TA, thyroarytenoid muscle; TVF, true vocal folds.

We investigated potential interactions between SMGs and SE by staining for MUC5B, P63, and KRT14 (Fig. 2 *F*–*M*). Our data show that MUC5B^+^ SMGs interacted with epithelium, contributing to surface lubrication (Fig. 2 *F*–*H*). Interestingly, while glands in the FVF primarily expressed MUC5B, glands in the superior VF margin showed partial MUC5B expression, and no MUC5B expression was detected in glands adjacent to the SE, suggesting a potential dual role for these glands (Fig. 2*H*). Deeper glands contained aSMA^+^ myoepithelial cells and exhibited lower expression of KRT14/P63 compared to those near SE (Fig. 2 *I* and *J*). Additional evidence supporting incorporation of SMGs into SE was provided by anti-P63 and anti-KRT14 staining (Fig. 2 *K*–*M*). Together, these findings suggest that LRIG1^+^ cells in the human larynx and VFs may support long-term mucosal homeostasis and repair, underscoring the translational relevance of our work.

### 1.4. Molecular Profiling of Murine *Lrig1*^+^ and *Lrig1^−^* Cell Populations.

#### 1.4.1. Pseudobulk differential gene expression and gene set enrichment analysis of *Lrig1*^+^ and *Lrig1^−^* cell populations.

To validate the stem/progenitor-like phenotype of *Lrig1^+^* cells in the murine larynx/VFs, we performed single-cell RNA sequencing (scRNA-seq) on flow cytometry-sorted *tdTom—*positive cells (*SI Appendix*, Fig. S4). 

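The libraries hold cells of *Lrig1Cre ERT2/+; ROSA LSL-tdTom/+* mice, in which tamoxifen lets cells that express *Lrig1* switch on the red reporter tdTomato, sorted for tdTomato 1 day after recombination. Each of 3 libraries came from 10 pooled larynges of 5 male and 5 female mice, so the library is the replicate and n = 3 throughout. The authors aligned the reads to GRCm39 with Cell Ranger and deposited, without normalization, the number of unique molecular identifiers (UMIs) counted on each gene in each barcode called as a cell. Libraries 1, 2 and 3 held 18068, 10816 and 31646 barcodes with 211727921, 147898790 and 413632222 UMIs. Neither tdTomato nor Cre is among the 33696 features, so the sort could not be checked in the counts. Barcodes with 500 to 8000 detected genes, 1000 to 40000 UMIs and at most 8% mitochondrial UMIs were kept, the reading of the limits that Fig. S4C shows. Barcodes that resembled simulated doublets were then removed, 1030, 326 and 3495 of them. The remaining 13222, 7201 and 24119 cells had a median of 10726.5, 14236 and 10426 UMIs and of 3804, 4471 and 3970 detected genes. For comparisons between groups of cells, UMI counts were summed per library and group, since cells are not replicates. The sums were compared with edgeR's quasi-likelihood test, two-sided, after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. As both groups of a library share its number, the fit was repeated with the library as a replicate block.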

In line with our lineage tracing experiments, we first generated *Lrig1Cre^ERT2/+^; ROSA^LSL-tdTom/+^* reporters, then activated Cre using two TX injections for two consecutive days and collected tissues one day PR. Larynges were then dissociated, and cells were sorted based on *tdTom*^+^ signal (*SI Appendix*, Fig. S4*A*). Wild-type (WT) and *ROSA^LSL-tdTom/+^* larynges were used as negative and background controls, respectively (*SI Appendix*, Fig. S4*B*). To obtain sufficient number of *tdTom*^+^ cells for scRNA-seq, we pooled 10 larynges per biological replicate (n = 10 per replicate; 5 males and 5 females). In total, three biological replicates (BR) were used.

Following quality control (*SI Appendix*, Fig. S4 *C* and *D*), a total of 45,680 cells were recovered, with 49.6% (22,627 cells) classified as *Lrig1^+^* (*Lrig1* expression > 0), and 50.4% (23,053 cells) as *Lrig1^−^* (*Lrig1* expression = 0, below detection threshold). 

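*Lrig1* (ENSMUSG00000030029) lies on chromosome 6 of GRCm39 from 94581510 to 94677242, on the reverse strand. The files held 60530 barcodes, of which 49393 passed the quality limits and 44542 remained after doublet removal. At least 1 *Lrig1* UMI was counted in 5436, 4131 and 12112 cells of libraries 1, 2 and 3, or 41.1% (95% Wilson confidence interval 40.3 to 42.0, counting error only), 57.4% (56.2 to 58.5) and 50.2% (49.6 to 50.8). The mean over the libraries was 49.6% ± 8.15 (SD, n = 3), and over all cells together 21679 cells, or 48.7%, were *Lrig1*+. The differences between the libraries were larger than their confidence intervals. A total of 46711 *Lrig1* UMIs stood behind these calls, and in 23.7% of all cells the call rested on exactly 1 UMI. In Macrophage-like cells, taken as a type that should lack the gene, 4.88% of 164 cells had a *Lrig1* UMI at a median of 13038 UMIs per cell, against a median of 11120 over all cells. In Endothelial-like cells the share was 7.75% of 542 cells at a median of 7511 UMIs. The share of *Lrig1*+ cells rose with the depth of the cell, from 11.0% of the 2997 cells with 1000 to 2000 UMIs to 74.2% of the 8724 cells with 20000 to 40000 UMIs. Of the alternatives, thinning each cell to 2000 UMIs moved the share most, to a mean of 14.3%; at 5000 UMIs it was 30.8%, over the 35664 cells that reach this depth. With the quality limits exactly as the SI words them, 14253 cells remained and the mean share was 27.7%.

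**Figure D1:**
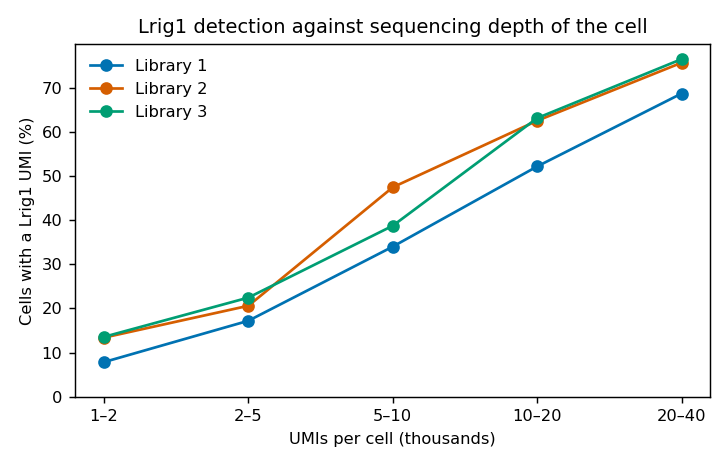
Share of cells with at least 1 *Lrig1* UMI (percent, vertical axis) by UMIs per cell (horizontal axis, in units of 1000 UMIs, 5 ranges), 1 line per library. In each library the share rises from range to range; over all cells together it is 11.0% in the shallowest range and 74.2% in the deepest.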

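All cells were clustered together on the genes other than *Lrig1*, and a cluster was named after a cell type, as X-like, only from marker genes fixed in advance. If every cell of a cluster and library had the same *Lrig1* rate per UMI, Poisson sampling alone would leave 54.4%, 36.5% and 44.2% of the cells of libraries 1, 2 and 3 without a *Lrig1* UMI. The observed shares without a UMI were 58.9%, 42.6% and 49.8%, a difference of 5.39 percentage points ± 0.804 (SD, n = 3). Over 86 pairs of cluster and library, the observed share differed from the Poisson share by at most 5 points in 43 and lay above it in 78, with a median difference of 5.03 points and a range from -1.16 to 16.5. For cells with fewer than 2 *Lrig1* UMIs, in place of those without any, the mean difference from Poisson sampling was 2.55 points. With the SI's wording of the quality limits, the mean difference for cells without a UMI was 1.98 points. Both groups held cells of every named class. The *Lrig1*+ share was 59.2% ± 8.30 (SD, n = 3) in Basal-like cells, 62.1% ± 2.67 in Secretory-like cells, 43.0% ± 8.64 in Muscle satellite-like cells and 31.2% ± 4.62 in Fibroblast-like cells, at median depths of 16173, 13250, 6891 and 10154 UMIs. After thinning each cell to 5000 UMIs, these shares were 30.4%, 35.7%, 35.2% and 17.4%. Muscle satellite-like cells then no longer lay below Basal-like cells, and Fibroblast-like cells still did. Suprabasal squamous-like cells went from 49.8% ± 17.0 (SD, n = 3), at a median of 24385 UMIs, to 13.9% ± 3.32. Their mean after thinning lay below that of Fibroblast-like cells, so not every epithelial class stood above them.

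**Figure D2:**
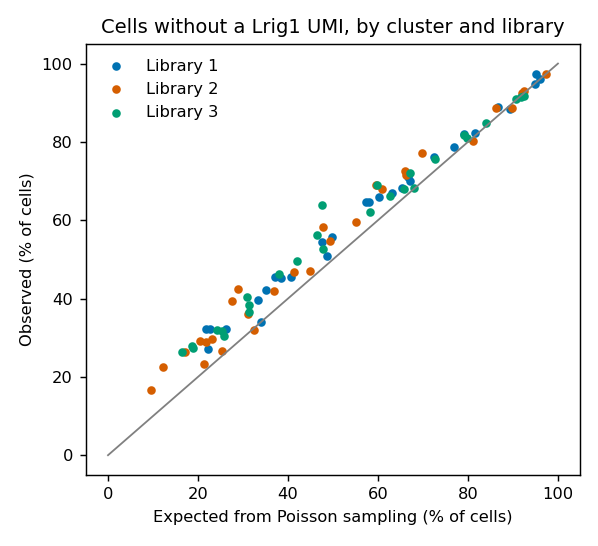
Cells without a *Lrig1* UMI (percent, vertical axis) against the percentage that Poisson sampling gives at the cells' depths (horizontal axis), 1 point per cluster and library, coloured by library, with the line of equality in grey. Of the 86 points, 78 lie above the line and 43 lie within 5 percentage points of it.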

Uniform Manifold Approximation and Projection (UMAP) using Seurat package (v5.1.0) shows *Lrig1^+^* and *Lrig1^−^* cells were distributed across the same cell populations (*SI Appendix*, Fig. S5*A*), suggesting that differences in *Lrig1* expression may reflect varying activation states rather than distinct cell types. This interpretation was further supported by pseudobulk differential gene expression (DEG) analysis between *Lrig1^+^* and *Lrig1****^−^*** groups, which revealed that *Lrig1*^+^ cells significantly downregulated many cell type–specific genes—including *Acta2, Myh1, S100a9, Tagln, Dcpp2,* and *Il1b*—compared to *Lrig1^−^* cells, consistent with a quiescent transcriptional state (*SI Appendix*, Fig. S5*C*). Additionally, *Lrig1^+^* cells exhibited higher overall RNA counts (*SI Appendix*, Fig. S5*B*), which could be attributed to technical aspects of the sequencing method or, alternatively, to underlying biological differences between the two groups. 

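None of the 19672 genes tested passed the threshold between *Lrig1*+ and *Lrig1*- sums in edgeR's quasi-likelihood test (smallest adjusted p = 0.412, 3 sums against 3), with 2318 genes at an unadjusted p under 0.05. With the replicate block, which moved the count most of the alternatives set in advance, 4217 genes passed, 1912 higher and 2305 lower in *Lrig1*+ cells. With the block and library 2 left out, 294 genes passed, and without library 3 the count was 2191. DESeq2 without the block called 601 genes, 179 higher and 422 lower, and 514 genes were called both by it and by edgeR with the block.
*Acta2* (ENSMUSG00000035783, chromosome 19, 34217737 to 34232990) had a log2 fold change of -1.83 (standard error 0.321, adjusted p = 0.412) and, with the block, of -1.77 (0.144, adjusted p = 0.00652). *Tagln* (ENSMUSG00000032085, chromosome 9, 45840909 to 45847404) changed by -2.18 (0.741, adjusted p = 0.412), and by -1.99 with the block (0.381, adjusted p = 0.0288). *Il1b* (ENSMUSG00000027398, chromosome 2, 129206490 to 129213059) changed by -5.45 (1.25, adjusted p = 0.412), and by -4.64 with the block (0.920, adjusted p = 0.0310). *Dcpp2* (ENSMUSG00000096278, chromosome 17, 24099850 to 24119762) changed by -4.37 (0.463, adjusted p = 0.412), and by -4.45 with the block (0.416, adjusted p = 0.00779); it overlaps its paralog *Dcpp1* on the same strand, so how its reads were assigned is uncertain. *Myh1* (ENSMUSG00000056328, chromosome 11, 67089132 to 67116631) was low, at 0.0921 to 0.935 CPM over the 6 sums, and changed by -1.68 (0.534, adjusted p = 0.412), with the block by -1.69 (0.294, adjusted p = 0.0236). *S100a9* (ENSMUSG00000056071, chromosome 3, 90599931 to 90603071) changed by -5.92 (2.43, adjusted p = 0.424), with the block by -3.76 (1.89, adjusted p = 0.222). Its change came from library 1, at 72.2 CPM in *Lrig1*- and 0.711 in *Lrig1*+ cells; without that library the log2 fold change was 0.25. All 6 genes were lower in *Lrig1*+ cells. Adjusted over the list alone, all 6 passed without the block and 5 with it, which is not independent evidence since the study chose these genes on the same libraries. When *Lrig1*- cells were matched to *Lrig1*+ cells on library, cluster and UMI count, 4 of 5 tested genes were lower and 0 of them passed in edgeR, with 92 genes in all at an unadjusted p under 0.05. With the matched cells and the block together, chosen after seeing the data, 1 of the 5 passed. Among genes at 10 CPM or more that passed with the block, the largest falls were of *Retnla* (-5.82), *Mrc1* (-4.86), *Tyrobp* (-4.62), *C1qb* (-4.47) and *Dcpp2*. The first 4 stood at only 0.229 to 0.633 CPM in *Lrig1*- cells of library 3. *Retnla* stood there at 156 CPM in library 1 and 10.8 CPM in library 2. *C1qb* was a naming marker of Macrophage-like cells, 8 *Lrig1*+ and 156 *Lrig1*- cells, so cell composition may account for its fall. The largest rises were of *Sult1b1* (1.53), *Atp6v0a4* (1.37), *Kcnj16* (1.20), *Nsun7* (1.15) and *Hpgds* (1.13).
From the fall of cell type genes such as *Acta2*, the paper proposes a quiescent transcriptional state of *Lrig1*+ cells. It takes this as support for reading the *Lrig1* difference as varying activation of the same cell types.

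**Figure D3:**
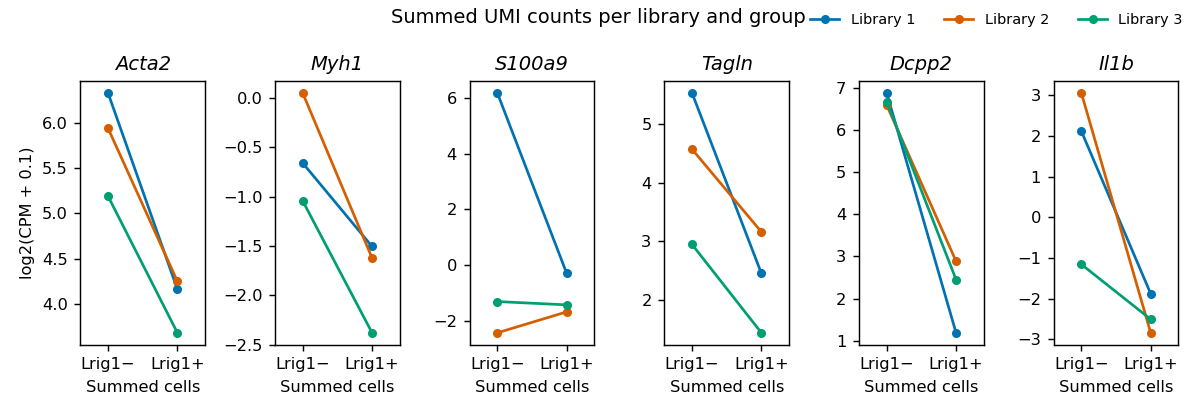
Log2 of CPM plus 0.1 (vertical axis, with its own range in each panel) of *Acta2*, *Myh1*, *S100a9*, *Tagln*, *Dcpp2* and *Il1b* in the summed *Lrig1*- and *Lrig1*+ cells, with 1 line joining the sums of each library. *S100a9* stands high only in the *Lrig1*- cells of library 1, at 72.2 CPM.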

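The median number of UMIs per cell was 14999.5, 17845 and 14515.5 in *Lrig1*+ cells of libraries 1, 2 and 3, and 7351, 9765 and 6381 in *Lrig1*- cells. The ratio of the medians was 2.05 ± 0.224 (SD, n = 3) and above 1 in 3 of 3 libraries, where an exact sign test cannot go below p = 0.25. With all barcodes and no quality limits the mean ratio was 3.06, and with the SI's wording of the limits 1.25. The cells were also split by each of 50 other genes, drawn from 1125 genes detected in a share of cells within 5 percentage points of that of *Lrig1*. For all 50 the cells with a UMI of the gene had the higher UMI counts; the median ratio was 2.19, the range 1.44 to 2.34, and for 43 of the 50 genes the ratio was at least as large as for *Lrig1*.

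**Figure D4:**
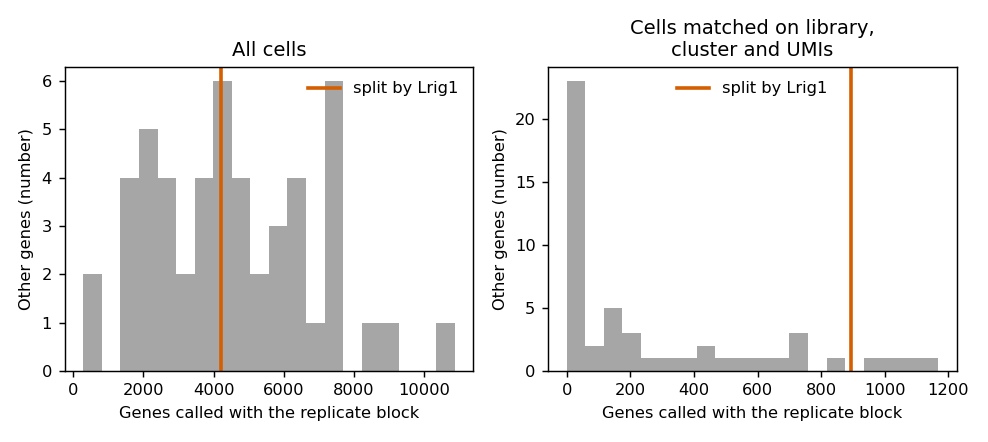
Histograms of the number of genes called with the replicate block (horizontal axis) when the cells are split by each of 50 other genes (vertical axis, number of other genes), for all cells and for cells matched on library, cluster and UMIs. The orange line is the split by *Lrig1*. In all cells, at least as many genes are called for 25 of the 50 other genes as for *Lrig1*.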

Biologically, quiescent stem cells often retain higher RNA content due to their larger size and distinct metabolic state (4).

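Gene lists were written by hand for the gene families that the paper names, since no Gene Ontology annotation was at hand, and tested with camera over the sums of *Lrig1*+ and *Lrig1*- cells, with a preset correlation between genes of 0.01 and adjustment over 16 lists. Genes of chromatin regulators (133 genes) had a median log2 fold change of 0.09 (adjusted p = 8.8e-04), small RNA silencing (22 genes) of 0.12 (adjusted p = 0.00618), tRNA modification (73 genes) of 0.08 (adjusted p = 0.0187), mRNA decay (72 genes) of 0.06 (adjusted p = 0.0188) and ubiquitin enzymes (251 genes) of 0.05 (adjusted p = 0.0188), where the median over all genes was 0.01. The test called 12 of the 16 lists in all. Camera sets a list against the other genes, while fry tests a list by itself, so the 2 answer different questions. Under fry, none of the 16 was called without the replicate block. With the block only small RNA silencing and the collagen list passed, both at an adjusted p of 0.0340 in fry. Matching the cells on library, cluster and UMI count moved this family of results most: camera then called 0 of the 16 lists, and the median of tRNA modification was -0.02. With matched cells and the block together, chosen after seeing the data, it called 5, of which chromatin regulators were higher (median 0.02, adjusted p = 0.00487). Among the splits by 50 other genes of like detection, list medians were compared less the median over all genes of the same split. A value at least as high as under the *Lrig1* split was reached by 3 genes for chromatin regulators, by 3 for small RNA silencing and by 3 for ubiquitin enzymes. For mRNA decay it was reached by 13 and for tRNA modification by 17.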

Gene set enrichment analysis (GSEA) confirmed that silencing of cell type–specific genes in *Lrig1*^+^ cells is accompanied by the activation of a global transcriptional program related to RNA metabolism, epigenetic regulation and protein ubiquitination (*SI Appendix*, Fig. S6). 

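*Lrig1* High cells were taken as the *Lrig1*+ cells above the median normalized *Lrig1* value of the *Lrig1*+ cells of their library, and *Lrig1* Low cells as all others. In edgeR's quasi-likelihood test none of 19313 genes passed the threshold between these groups (smallest adjusted p = 0.277), with 1975 genes at an unadjusted p under 0.05. With the replicate block 4363 genes passed, 1806 higher and 2557 lower in *Lrig1* High cells; without library 2 the count was 1623 and without library 3 it was 2822. DESeq2 called 366 genes, and 312 were called by both. Reactome pathways were tested over the same sums: without the block 42 of 717 were called between *Lrig1*+ and *Lrig1*- cells, all of them lower, and 121 of 714 between *Lrig1* High and *Lrig1* Low cells, 11 of them higher. With the block the first comparison called 64 pathways, 19 of them higher, and the other 138, of which 5 were higher.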

We performed GSEA comparing *Lrig1*^+^ and *Lrig1^−^* populations (*SI Appendix*, Fig. S6), as well as comparing *Lrig1^High^* cells (with expression levels above the median *Lrig1* expression) and *Lrig1^Low^* cells (with downregulated *Lrig1* expression equal to and below the median threshold) (*SI Appendix*, Fig. S7). 

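Between *Lrig1* High and *Lrig1* Low sums, genes of small RNA silencing had a median log2 fold change of 0.15 (camera, adjusted p = 5.5e-05), mRNA decay of 0.05 (adjusted p = 0.00602) and tRNA modification of 0.04 (adjusted p = 0.0358), against a median of -0.02 over all genes. Genes encoded by the mitochondria rose too, by a median of 0.24 (13 genes, adjusted p = 1.5e-05), and by 0.20 between *Lrig1*+ and *Lrig1*- cells (adjusted p = 3.0e-04), but fell by 0.18 there with all barcodes and no quality limits. Genes of ribosomal proteins (79 genes) were not called in either comparison (adjusted p = 0.101 for *Lrig1*+ cells and 0.714 for *Lrig1* High cells); with the replicate block they passed for *Lrig1*+ cells, at a median of 0.07 (adjusted p = 7.2e-04), which was -0.04 in matched cells.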

In *Lrig1^+^* and *Lrig1^High^* groups, RNA metabolism–related processes encompassed both coding and noncoding RNAs, including their processing, modification, degradation, and the biogenesis of ribonucleoprotein complexes. 

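Chromatin regulators had a median log2 fold change of 0.11 between *Lrig1* High and *Lrig1* Low sums (133 genes, camera, adjusted p = 2.6e-07), stem cell maintenance of 0.09 (65 genes, adjusted p = 0.00184) and ubiquitin enzymes of 0.06 (251 genes, adjusted p = 3.7e-04). For *Lrig1*+ against *Lrig1*- cells, the stem cell maintenance list was called higher (adjusted p = 0.0365) with a median of 0.08 but a mean of -0.02, so the direction depends on the summary. Between *Lrig1* High and *Lrig1* Low cells, camera called chromatin regulators higher in 21 of 21 alternatives, some chosen after seeing the data, among them matched cells (median 0.03, adjusted p = 0.0368), and stem cell maintenance in 19 of 21, matched cells not among them. Fry called neither list, nor ubiquitin enzymes, with the replicate block or without it. The difference between the 2 comparisons was itself not tested.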

Epigenetic regulatory mechanisms—including DNA methylation, heterochromatin formation, and chromatin remodeling—were particularly prominent in the *Lrig1^High^* group (*SI Appendix*, Fig. S7), along with gene sets related to stem cell population maintenance, regulation of cell number, and protein ubiquitination. These processes are hallmarks of stem cell quiescence and supportive mechanisms of stem cell function (4).

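Families of axon guidance genes, the list closest to axonogenesis (77 genes), had a median log2 fold change of -0.17 in *Lrig1*+ against *Lrig1*- cells and were not called by camera (adjusted p = 0.116). In *Lrig1* High against *Lrig1* Low cells the median was -0.04 (adjusted p = 0.603). With the SI's wording of the quality limits the first of these medians was 0.03. Genes of synapses had no list of their own.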

We observed that *Lrig1*^+^ and *Lrig1^High^* cells were enriched for gene expression programs related to synapses, and axonogenesis suggesting potential interactions with the autonomic nervous system. Such neural regulation has been reported to modulate stem cell activation in hair follicle (17) and intestinal stem cells (18). In contrast, *Lrig1^−^* and *Lrig1^Low^* cells activated gene programs primarily linked to their functional roles, including, ECM organization, innate immune responses, and regulation of angiogenesis. In addition, they upregulated proliferation-related pathways, such as microtubule bundle formation (*SI Appendix*, Fig. S7), indicating a transition from quiescence toward differentiation, maturation, and proliferation.

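Between *Lrig1*+ and *Lrig1*- sums, collagen genes fell by a median of 1.04 on the log2 scale (62 genes, camera, adjusted p = 1.2e-11), leukocyte chemotaxis genes by 1.66 (53 genes, adjusted p = 1.4e-08) and angiogenesis genes by 1.26 (41 genes, adjusted p = 3.9e-08). For *Lrig1* High against *Lrig1* Low sums the medians were -0.70 (adjusted p = 1.9e-05), -1.33 (adjusted p = 2.6e-07) and -0.96 (adjusted p = 1.7e-04). In cells matched on library, cluster and UMI count, no list passed for *Lrig1*+ cells without the replicate block, and for *Lrig1* High cells the collagen median was 0.02. With the block added to the matched *Lrig1*+ and *Lrig1*- cells, chosen after seeing the data, the angiogenesis list passed at a median of -0.09 (adjusted p = 0.0160), and the collagen list (adjusted p = 0.0693) and the leukocyte chemotaxis list (adjusted p = 0.103) did not. Of the splits by 50 other genes of like detection, 43 called the collagen list lower, 35 the angiogenesis list and 12 the leukocyte chemotaxis list. A median as low as under the *Lrig1* split, less that over all genes, was reached by 8, 3 and 3 of them.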

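Axoneme genes, which build the microtubule bundles of cilia (103 genes), had a median log2 fold change of 0.01 in *Lrig1*+ against *Lrig1*- cells (camera, adjusted p = 0.624) and of -0.72 in *Lrig1* High against *Lrig1* Low cells (adjusted p = 1.4e-13). With a library left out in turn the first of these medians lay between -0.23 and 0.24, and in matched cells the other was 0.05. Genes of the G2 and M phases (54 genes) were lower in *Lrig1*+ cells, with a median of -0.39 (adjusted p = 0.0188), and in *Lrig1* High cells, with a median of -0.78 (adjusted p = 2.2e-06), which was 0.02 in matched cells. Genes of the S phase (43 genes) had medians of -0.14 (adjusted p = 0.0365) and -0.21 (adjusted p = 0.00429). Of 50 other genes of like detection, none reached as low a median, less that over all genes, as the *Lrig1*+ comparison for either cell cycle list. In matched cells neither list was called for *Lrig1*+ cells. The medians there were -0.03 for the G2 and M phases (camera, adjusted p = 0.557) and -0.05 for the S phase (adjusted p = 0.133). As low a median, less that over all genes, was then reached by 3 and 7 of the 50 other genes. *Mki67* (ENSMUSG00000031004, chromosome 7, 135291513 to 135318299) had a log2 fold change of -0.40 in *Lrig1*+ cells (edgeR, adjusted p = 0.895; with the replicate block -0.41, adjusted p = 0.264); with cells matched on library, cluster and UMI count it was 0.06. A *Mki67* UMI was seen in 3.95% ± 2.82 (SD, n = 3) of *Lrig1*+ and 4.30% ± 3.93 of *Lrig1*- cells, against 1.69% of Muscle satellite-like cells. After thinning to 5000 UMIs, which leaves 11072 *Lrig1*+ and 24592 *Lrig1*- cells, the shares were 2.17% ± 2.35 and 3.04% ± 2.79, higher in *Lrig1*- cells in 3 of 3 libraries and against a background of 0.934%. Without the barcodes of cluster 1, a setting chosen after seeing the data, the order over all cells turned, to 3.44% of *Lrig1*+ and 3.21% of *Lrig1*- cells, with *Lrig1*- cells higher in 1 of 3 libraries, and at 5000 UMIs it stayed, at 1.35% and 2.20%. For *Top2a* the shares over all cells were 5.67% and 5.73%, and without cluster 1 they were 4.89% and 4.07%; at 5000 UMIs they were 3.09% and 3.80%, and 1.91% and 2.50% without cluster 1, higher in *Lrig1*- cells in 3 of 3 libraries both times.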

#### 1.4.2. Cell type identification and transcriptional profiling of *Lrig1^+^* and *Lrig1^−^* cells.

We applied unsupervised clustering to *Lrig1*^+^ and *Lrig1*^−^ groups and generated UMAPs for each population (Figs. 3 and 4). 

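No cluster labels per cell were at hand, so cells were clustered again, all together and each group on its own. Leiden clustering at resolution 1 on 2000 variable genes and 15 principal components gave 30 clusters in *Lrig1*+ cells and 34 in *Lrig1*- cells. Clusters were named only where at least 3 markers of a class, and at least 40% of them, were raised by a log2 fold of 0.5, and other classes did not lead the cluster's top genes. Cells of unnamed clusters made up 38.4% ± 3.43 (SD, n = 3) of *Lrig1*+ and 39.2% ± 6.04 of *Lrig1*- cells. The rebuilt classes are not the paper's, so their shares have other borders than those of Figs. 3 and 4.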

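Among *Lrig1*+ cells, clusters of all cells were named for Basal-, Suprabasal squamous-, Secretory-, Serous gland-, Ciliated- and Neuroendocrine-like cells among epithelial classes. Serous gland-like cells held 13 *Lrig1*+ and 151 *Lrig1*- cells, and their *Lrig1*+ share was 7.55% ± 4.47 (SD, n = 3) at a median of 5417.5 UMIs. After thinning to 5000 UMIs, 2.27% of 88 Serous gland-like cells had a *Lrig1* UMI, against 2.29% of 131 Macrophage-like cells. The share is therefore not told from background. Neuroendocrine-like cells held 98 *Lrig1*+ cells, 42.7% ± 13.2 of the class. A Goblet-like cluster was named at the higher clustering resolution, and when *Lrig1*+ cells were clustered on their own.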

In the *Lrig1^+^* group, we identified 18 distinct cell types (Fig. 3 *A* and *B*) which preferentially included epithelial cell populations, such as basal epithelial cells 1, 2, and 3 (BEC1, BEC2, and BEC3); suprabasal epithelial cells (SBEC); secretory epithelial cells 1, 2, 3, and 4 (SEC1—club cell 1, SEC2—club cell 2, SEC3—goblet cell, and SEC4—serous cells in SMGs); ciliated epithelial cells (CEC) and neuroendocrine cells (NEC). 

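Named nonepithelial classes were Fibroblast-, Muscle satellite-, Endothelial-, Macrophage- and Pericyte or smooth muscle-like cells, with 1397, 1191, 42, 8 and 20 *Lrig1*+ cells. Proliferating-like cells, a single cluster whose naming markers include *Mki67* and *Top2a*, held 127 *Lrig1*+ cells, and 32.4% ± 2.47 (SD, n = 3) of the class were *Lrig1*+ at a median of 17439.5 UMIs. After thinning to 5000 UMIs the share was 14.2%. Cluster 1 raised 8 of the 9 naming markers and stayed unnamed, since another class led its top genes. At the higher clustering resolution 3 clusters raised all 9, and 2 of them were named.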

Then, we identified two proliferating cell populations (PC1 and PC2), and nonepithelial cell types, such as fibroblasts 1 and 2 (FB1, and FB2), endothelial cells (EC), and skeletal muscle satellite cells (SkMuSaC), pericyte (smooth muscle cell, SmMuC), and others. 

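The *Lrig1*+ class with the most cells was Secretory-like, with 4834 cells or 20.6% ± 6.36 (SD, n = 3 libraries) of *Lrig1*+ cells, followed by Basal-like, with 4526 cells; Basal-like had the higher mean share. Suprabasal squamous-like cells made up 1.24% ± 1.09, or 363 cells. These shares count all 21679 *Lrig1*+ cells, named and unnamed.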

In terms of cell counts and proportions, *Lrig1*^+^ cells were most abundant in the SEC1 (3,461 cells; 15.70%) and SBEC (2,813 cells; 12.80%) (Fig. 3*B*). SEC1 cells likely represent an immature secretory population, characterized by high expression of *Trp63*—a marker of early-stage secretory cells—and low expression of *Scgb1a1*, which marks mature secretory differentiation (Fig. 3*C*). 

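*Trp63* (ENSMUSG00000022510, chromosome 16, 25502513 to 25710852) and *Scgb1a1* (ENSMUSG00000024653, chromosome 19, 9061000 to 9065326) were among the markers used to name Basal- and Secretory-like cells, so their levels there are in part the reason for the names. *Trp63* stood at 720 CPM ± 58.0 (SD, n = 3) in Secretory-like and at 900 CPM ± 173 in Basal-like *Lrig1*+ cells, a log2 ratio of -0.31 ± 0.277. At the higher clustering resolution this ratio was -0.59, and with *Lrig1*+ cells clustered on their own -0.68. *Scgb1a1* stood at 169 CPM ± 96.6 in Secretory-like *Lrig1*+ cells and at 2711 CPM ± 2473 in Secretory-like *Lrig1*- cells, and at 15.4 CPM ± 12.2 in Basal-like *Lrig1*+ cells. Within Secretory-like cells the log2 fold change of *Scgb1a1* between *Lrig1*+ and *Lrig1*- sums was -4.12 (edgeR, adjusted p = 0.199; with the replicate block -3.81, adjusted p = 0.00387). Between all *Lrig1*+ and *Lrig1*- sums it was -1.43 (edgeR, adjusted p = 0.422, and with the replicate block -1.11, adjusted p = 0.211). The Secretory-like class includes cluster 25, where 91.0% to 94.7% of the cells of a library had no *Lrig1* UMI. Differences between the clusters of the class may thus account for the fall inside it.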

SBEC showed high *Trp63* expression, consistent with a parabasal epithelial identity (Fig. 3*C*). 

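In Suprabasal squamous-like *Lrig1*+ cells *Trp63* stood at 400 CPM ± 51.9 (SD, n = 3), below the Secretory-like level and far above that in Fibroblast-like cells, 12.8 CPM ± 2.43. Between all *Lrig1*+ and *Lrig1*- sums its log2 fold change was 0.37 (edgeR, adjusted p = 0.517; with the replicate block 0.38, adjusted p = 0.0240), and -0.02 with cells matched on library and cluster, a setting chosen after seeing the data.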

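Basal-like cells made up 22.1% ± 7.85 (SD, n = 3 libraries) of *Lrig1*+ cells and 14.7% ± 4.59 of *Lrig1*- cells, higher among *Lrig1*+ cells in 3 of 3 libraries, where an exact sign test cannot go below p = 0.25. After thinning each cell to 5000 UMIs, which leaves out shallower cells and turns cells that lose their *Lrig1* UMIs into *Lrig1*- cells, the shares were 21.5% and 21.7%.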

Other highly represented *Lrig1*^+^ populations included basal epithelial cells—BEC1 (2,554 cells, 11.6%), BEC2 (2,254 cells, 10.2%), and BEC3 (1,923 cells, 8.7%). On the other hand, *Lrig1^+^* expressing PCs and FBs were less abundant and highly specialized epithelial populations such as CEC, SEC4, and NEC, were relatively rare (Fig. 3*B*), We also evaluated expression of *Notch1* in *Lrig1*^+^ cells, given its role in regulating epithelial cell fate (19). 

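Of *Lrig1*+ cells, 6.68% ± 3.25 (SD, n = 3 libraries) were Muscle satellite-like, 2.67% ± 1.37 Ciliated-like, 0.618% ± 0.422 Neuroendocrine-like, 0.499% ± 0.258 Proliferating-like and 0.0580% ± 0.0339 Serous gland-like. Ciliated-like cells were 37.9% ± 10.1 *Lrig1*+ at a median of 7888 UMIs, and 22.3% after thinning to 5000 UMIs.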

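*Notch1* (ENSMUSG00000026923) lies on chromosome 2 from 26347915 to 26406675. In *Lrig1*+ cells it stood at 121 CPM ± 3.30 (SD, n = 3) in Suprabasal squamous-like, 103 CPM ± 2.94 in Secretory-like and 89.5 CPM ± 7.55 in Basal-like cells, and at 80.8 CPM ± 2.40 in Proliferating-like cells of the 2 libraries that held enough of them. It stood at 58.1 CPM ± 21.6 in Muscle satellite-like, 18.7 CPM ± 1.99 in Fibroblast-like, 13.4 CPM ± 2.96 (2 libraries) in Neuroendocrine-like and 9.89 CPM ± 2.61 in Ciliated-like cells. The Suprabasal squamous-, Secretory- and Basal-like levels lay above those of the latter 3 classes, of which Neuroendocrine- and Ciliated-like are epithelial too, by more than the spread between libraries. In *Lrig1*- cells the levels were 88.5 CPM ± 7.72 in Basal-like and 96.3 CPM ± 2.18 in Secretory-like cells, and 200 CPM ± 24.7 (2 libraries) in Endothelial-like cells. Between all *Lrig1*+ and *Lrig1*- sums the log2 fold change of *Notch1* was 0.22 (standard error 0.112, edgeR, adjusted p = 0.483; with the replicate block 0.22, adjusted p = 0.0293). It was -0.04 with cells matched on library, cluster and UMI count.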

We found that all less differentiated epithelial cell types, along with PCs, exhibited high *Notch1* expression (Fig. 3*C*).

**Fig. 3.**
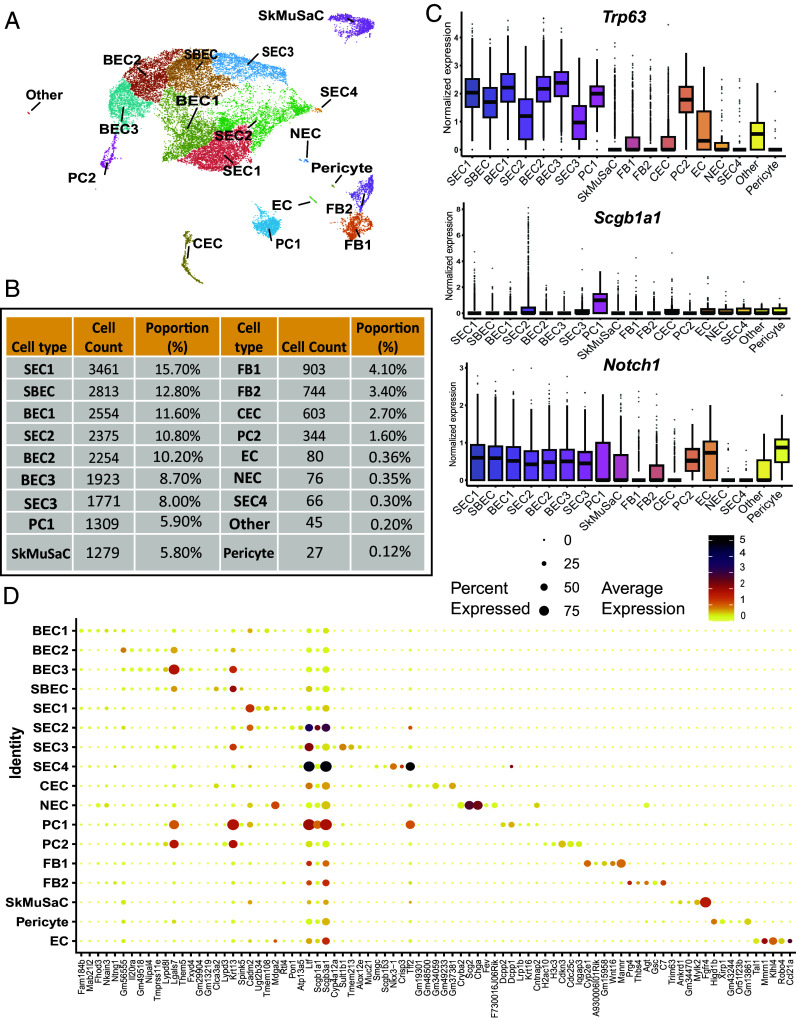
Main cell types and gene expression for *Lrig1*^+^ populations. (*A*) UMAP visualization of the *Lrig1*^+^ cell population. (*B*) Summary table of cell types identified in *Lrig1*^+^ population, including total cell counts and exact proportions for each cell type. (*C*) Box plots displaying expression levels of *Trp63*, *Scgb1a1*, and *Notch1* across all identified cell types. (*D*) Dot plot showing top 5 differentially expressed genes that define each cluster. Dot size represents percentage of cells expressing the gene in each cluster, and color scale indicates average gene expression levels. Abbreviations: BEC, basal epithelial cell; CEC, ciliated epithelial cell; EC, endothelial cell; FB, fibroblast; NEC, neuroendocrine cell; PC, proliferating cell; SEC, secretory epithelial cell, SBEC, suprabasal epithelial cell; SkMuSaC, skeletal muscle satellite cell.

**Fig. 4.**
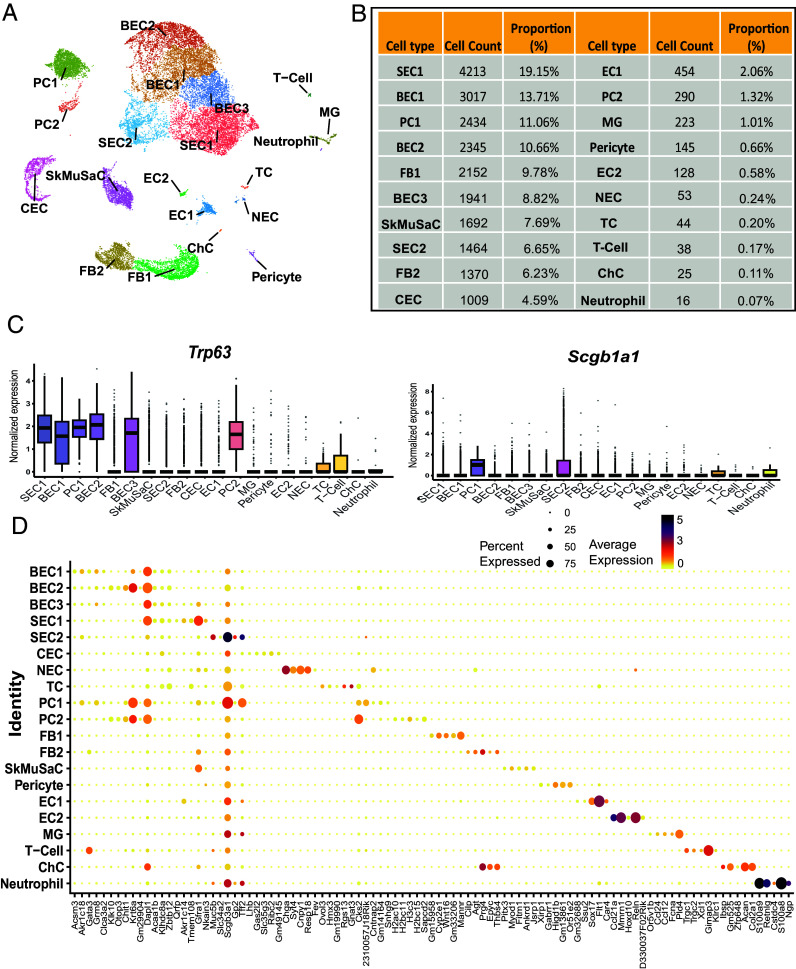
Main cell types and gene expression for *Lrig1*^−^ populations. (*A*) UMAP visualization of the *Lrig1*^−^ cell population. (*B*) Summary table of all cell types identified within the *Lrig1*^−^ population, including total cell counts and exact proportions. (*C*) Box plots displaying expression levels of *Trp63*, and *Scgb1a1* across all identified cell types. (*D*) Dot plot showing top 5 differentially expressed genes that define each cluster. Dot size represents percentage of cells expressing the gene in each cluster, and color scale indicates average gene expression levels. Abbreviations: BEC, basal epithelial cell; CEC, ciliated epithelial cell; ChC, chondroblast; EC, endothelial cell; FB, fibroblast; MG, macrophage; NEC, neuroendocrine cell; PC, proliferating cell; SEC, secretory epithelial cell, SBEC, suprabasal epithelial cell; SkMuSaC, skeletal muscle satellite cell; TC, tuft cell.

Looking deeper into cell identities, we examined gene expression patterns across all *Lrig1*^+^ clusters by generating a Dot-Plot of the top five differentially expressed genes (DEGs) per cluster (Fig. 3*D*). In this graph, we excluded the cluster annotated as “Other” due to its negligible abundance. Overall, *Lrig1*^+^ populations exhibited low expression of lineage-defining genes. 

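The markers of each class, which also gave the classes their names, were compared between *Lrig1*+ and *Lrig1*- cells of the same class. The mean log2 difference was -0.07 ± 0.0195 (SD, n = 3) in Basal-like cells, lower in *Lrig1*+ cells in 3 of 3 libraries, -1.06 ± 0.536 in Secretory-like cells (3 of 3), -0.10 ± 0.0162 in Ciliated-like cells (3 of 3), 0.05 ± 0.103 in Fibroblast-like cells (1 of 3) and 0.04 ± 0.0600 in Muscle satellite-like cells (1 of 3). Over cells matched on library, cluster and UMI count it was -0.11 ± 0.0443 in Basal-like cells (3 of 3), -0.27 ± 0.270 in Secretory-like cells (3 of 3), -0.01 ± 0.0353 in Ciliated-like cells (2 of 3), -0.02 ± 0.0368 in Fibroblast-like cells (2 of 3) and 0.07 ± 0.0294 in Muscle satellite-like cells (0 of 3). Fitted within each class, edgeR called 0 genes in Basal-, Ciliated-, Fibroblast- and Muscle satellite-like cells, with 164, 2566, 183 and 81 genes at an unadjusted p under 0.05, and 10 genes in Secretory-like cells, all lower in *Lrig1*+ cells. With the replicate block it called 598, 2828, 8, 11 and 526 genes in these 5 classes, in the order Basal-, Ciliated-, Fibroblast-, Muscle satellite- and Secretory-like. With the block in cells thinned to 5000 UMIs, chosen after seeing the data, it called 355, 99, 8, 5 and 889, in the same order. The large Ciliated-like count thus did not hold at equal depth.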

Many of the top DEGs began with “Gm-” or ended with “-Rik”—corresponding to protein-coding RNAs, long noncoding RNAs, and antisense transcripts consistent with enhanced RNA metabolism (https://useast.ensembl.org/). 

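Genes whose name begins with Gm or ends in Rik made up 25 of the 150 leading genes by fold, the top 5 of each of 30 *Lrig1*+ clusters, and 22 of 170 in the 34 *Lrig1*- clusters. Among the top 100 per cluster they made up 9.97% ± 6.44 (SD over clusters) in *Lrig1*+ and 8.32% ± 6.54 in *Lrig1*- clusters, a difference smaller than the spread between clusters. Of all genes that reach 10% of a cluster's cells they made up a mean of 3.59% in *Lrig1*+ and 2.55% in *Lrig1*- clusters. Ranked by Wilcoxon score instead, the top 100 held 1.53% and 1.32%.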

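*Lgals7* (ENSMUSG00000053522, chromosome 7) stood at 1002 CPM ± 231 (SD, n = 3) in Suprabasal squamous-like, 988 CPM ± 6.59 (2 libraries) in Proliferating-like and 338 CPM ± 136 in Basal-like *Lrig1*+ cells, and at 8.69 CPM ± 4.64 in Secretory-like cells. *Krt13* (ENSMUSG00000044041, chromosome 11), a naming marker of the Suprabasal squamous-like class, stood there at 5264 CPM ± 2049, at 1112 CPM ± 388 in Proliferating-like, 329 CPM ± 210 in Basal-like and 14.5 CPM ± 9.58 in Secretory-like cells. Against *Lrig1*- cells as a whole, *Lgals7* had a log2 fold change of -0.61 (edgeR, adjusted p = 0.631; with the replicate block -0.57, adjusted p = 0.0116) and *Krt13* of -0.28.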

Among cell-identity-associated genes, we observed slight upregulation of *Lgals7* and *Krt13*, which were enriched in BEC2, BEC3, SBEC, and PC clusters, suggesting an association with VF SSE. Secretoglobin family genes, including *Scgb1a1*, *Scgb3a1*, and *Ltf*, were prominent in secretory epithelial clusters, with SEC4 representing the most mature secretory state. 

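*Scgb1a1*, *Scgb3a1* and *Ltf* were among the naming markers of Secretory- or Serous gland-like cells. In Secretory-like *Lrig1*+ cells, *Scgb3a1* (ENSMUSG00000064057) stood at 207 CPM ± 71.6 (SD, n = 3) and *Ltf* (ENSMUSG00000032496) at 140 CPM ± 18.2. The Serous gland-like class held too few *Lrig1*+ cells for a value; in its *Lrig1*- cells, *Ltf* stood at 32856 CPM ± 8430 and *Scgb3a1* at 43274 CPM ± 25947. Between all *Lrig1*+ and *Lrig1*- sums, the log2 fold change of *Scgb3a1* was -1.35 (with the replicate block -1.23, edgeR, adjusted p = 0.0483) and that of *Ltf* -0.77 (with the block -0.77, adjusted p = 0.0294).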

NEC showed expression of lineage-specific markers *Scg2* and *Chga*, encoding secretogranin and chromogranin, respectively. 

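Both *Scg2* (ENSMUSG00000050711) and *Chga* (ENSMUSG00000021194) were naming markers of Neuroendocrine-like cells. In the *Lrig1*+ cells of this class they stood at 1960 CPM ± 1277 and 1367 CPM ± 647 (SD, 2 libraries), and in Basal-like *Lrig1*+ cells at 0.0286 and 0.143 CPM.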

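Clustering of all cells gave 2 clusters that carry genes the paper shows for its proliferating populations. Proliferating-like cells (cluster 26) had the highest level of all genes shown for PC2 in Figs. 3D and 4D, *H3c3*, *H2ac10*, *H2bc11*, *H2bc15*, *Cdkn3*, *Cdc25c*, *Iqgap3* and *Sapcd2*. Of the genes shown for PC1, *Lrp1b*, *Gm14164* and *Snhg9* were highest in cluster 1, and *Cks2*, *Cntnap2*, *Krt16* and *Dcpp2* ranked 2 there. Cluster 1 held 3895 barcodes, all from library 3, of which 1242 were *Lrig1*+ and 2653 *Lrig1*-, and its lower and upper quartiles of 5122 and 6075 UMIs lay close together around a median of 5711. *Krt5* was detected in 99.3% of its barcodes, *Ltf* in 98.5%, *Scgb3a1* in 97.4% and *Krt13* in 96.7%. The fibroblast gene *Dcn* was detected in most of them, at 638 CPM against 863 CPM in the rest of the library, and *Col1a1* in 48.6%. The variance of its counts between barcodes was 1.01 times the Poisson variance (median over 300 genes), against 1.54 to 5.96 times in 69 other pairs of cluster and library. Cell cycle genes shown for PC2 had a median level in cluster 1 of 2.61% of that in Proliferating-like cells.

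**Figure D5:**
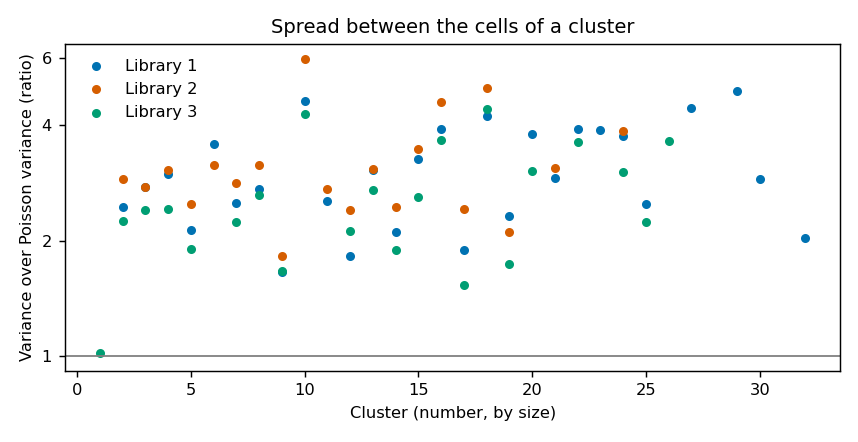
Median ratio of the variance between barcodes to the Poisson variance (vertical axis) on a log axis, by cluster number in order of size (horizontal axis), 1 point per cluster and library, with a grey line at 1. Cluster 1, from library 3, lies at 1.01, and all other points lie between 1.54 and 5.96.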

PC1 and PC2 likely represented a mixed population of dividing cells (Fig. 3 *C* and *D*).

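Brush cells were sought by their own markers, since no cluster was named for them. At the higher clustering resolution, a cluster of 200 cells raised 4 of 10 tuft cell markers. It stayed unnamed, since none of these was among its top genes. At least 3 of 10 tuft cell markers were detected in 45 cells, 18, 3 and 24 of libraries 1, 2 and 3, at a median of 24137 UMIs, and 25 of these cells lay in the Neuroendocrine-like cluster. At least 5 markers were detected in 14 cells.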

In the *Lrig1^−^* group, we identified 20 distinct cell types (Fig. 4*A*), including epithelial cells—BEC1–3, SEC1 (club cells), SEC2 (goblet cells)—and specialized types—NEC, CEC, and newly identified Tuft cells (TC), also known as brush cells. We identified PC1 and PC2 and nonepithelial populations, including FB1, FB2, chondroblasts, endothelial cells (EC1—blood vessels; EC2—lymphatic vessels), skeletal and smooth muscle-associated cells (SkMuSaC, pericyte), and immune cells—macrophages (MG), T-cells, and neutrophils. 

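Other rare types were also sought cell by cell. At least 3 markers were detected for chondrocytes in 24 cells, all of library 1 and all *Lrig1*-, for T cells in 5 cells, of which 2 were *Lrig1*+, and for neutrophils in 3 cells, all *Lrig1*-. Macrophage-like cells held 156 *Lrig1*- cells, Endothelial-like 500 and Pericyte or smooth muscle-like 124. All but 2 of the Endothelial-like and all but 2 of the Macrophage-like cells came from libraries 1 and 2.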

In terms of differentiation, SEC1 expressed high levels of *Trp63* and low levels of *Scgb1a1*, indicating an early stage of differentiation, while SEC2 downregulated *Trp63* and upregulated *Scgb1a1*, consistent with a more mature phenotype (Fig. 4*C*). 

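In Secretory-like *Lrig1*- cells *Trp63* stood at 613 CPM ± 35.5 (SD, n = 3), against 911 CPM ± 151 in Basal-like *Lrig1*- cells. *Scgb1a1* there differed widely between libraries, at 2127, 5424 and 584 CPM, against 80.4, 155 and 272 CPM in the Secretory-like *Lrig1*+ cells of libraries 1, 2 and 3. In Basal-like *Lrig1*- cells it stood at 17.7 CPM ± 13.0.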

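Basal-like cells held 3157 and Secretory-like cells 3014 of the 22863 *Lrig1*- cells, the Secretory-like share being 12.1% ± 2.91 (SD, n = 3 libraries). Proliferating-like cells held 271, or 0.997% ± 0.551, and this share was higher than among *Lrig1*+ cells in 3 of 3 libraries, by 0.498 percentage points ± 0.380. After thinning to 5000 UMIs the shares were 0.818% in *Lrig1*- and 0.243% in *Lrig1*+ cells. The barcodes of cluster 1, all from library 3, made up 7.37% ± 12.8 of *Lrig1*- and 3.42% ± 5.92 of *Lrig1*+ cells.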

Cell counts demonstrated the highest numbers in SEC1 (4,213 cells, 19.15%), BEC1 and BEC2 (3,017 and 2,345 cells, 13.71 and 10.66%, respectively), and PCs (2,434 cells, 11.06%). We observed a significant increase in nonepithelial populations, especially FBs (FB1:2152 cells, 9.78%; FB2:1370 cells, 6.23%) (Fig. 4*B*).

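Fibroblast-like cells made up 14.1% ± 7.76 (SD, n = 3 libraries) of *Lrig1*- cells, 3242 of them, and 6.74% ± 4.33 of *Lrig1*+ cells. The difference within a library was 7.34 percentage points ± 3.61, higher in *Lrig1*- cells in 3 of 3, where an exact sign test cannot go below p = 0.25. It was 6.94 points after thinning to 5000 UMIs. Muscle satellite-like cells made up 8.37% ± 3.25 of *Lrig1*- cells, Endothelial-like 2.34% ± 3.21, Macrophage-like 0.921% ± 0.790 and Pericyte or smooth muscle-like 0.578% ± 0.578, each share higher than among *Lrig1*+ cells in 3 of 3 libraries. For Muscle satellite-like cells the order turned after thinning to 5000 UMIs, to 8.23% of *Lrig1*+ and 6.46% of *Lrig1*- cells.

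**Figure D6:**
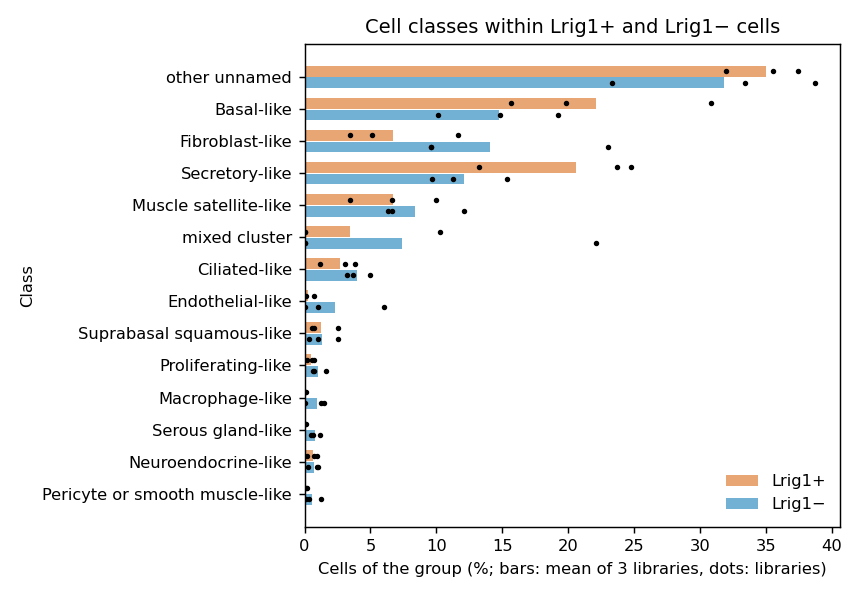
Share of each class (vertical axis), of the unnamed clusters and of the mixed cluster in percent of the group's cells (horizontal axis), among *Lrig1*+ cells (orange) and *Lrig1*- cells (blue). Bars are means of the 3 libraries and dots the libraries. Fibroblast-like cells make up 14.1% of *Lrig1*- and 6.74% of *Lrig1*+ cells.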

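Within Neuroendocrine-like cells, the class markers were compared between *Lrig1*+ and *Lrig1*- cells in the 2 libraries that held at least 20 of each, and the mean log2 difference, 0.18 ± 1.69 (SD), was smaller than the spread between them. In Suprabasal squamous-like cells it was -0.04 ± 0.165 (2 libraries), and in Endothelial-like cells -0.34 in the only library with enough cells, so with no replicate check. In Proliferating-like cells it was 0.17 ± 0.122 (2 libraries), lower in *Lrig1*+ cells in 0 of 2. The Secretory-like class had the largest fall of its markers in *Lrig1*+ cells among the classes compared in all 3 libraries. The class joins clusters of unlike *Lrig1* detection. In cluster 25, 94.7%, 93.1% and 91.0% of the cells of libraries 1, 2 and 3 had no *Lrig1* UMI, against 32.3%, 29.6% and 31.7% in cluster 3. In cells matched on library, cluster and UMI count the fall was -0.27 ± 0.270, so differences between clusters of the class may account for part of it. After thinning each cell to 5000 UMIs, edgeR called 8 genes within Secretory-like cells, all lower in *Lrig1*+ cells. With the replicate block it called 526 genes in this class, 168 higher and 358 lower, and with the block in thinned cells, chosen after seeing the data, 889, of which 480 were higher and 409 lower.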

A Dot-Plot for the *Lrig1*^−^ group confirmed activation and increased transcriptional activity of cell identity genes across most cell types, particularly those with specialized functions, such as SEC2, NEC, TC, EC, chondroblasts, and immune cells (Fig. 4*D*). 

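*Wnt16* (ENSMUSG00000029671, chromosome 6, 22288221 to 22298521) stood at 129 CPM ± 23.8 (SD, n = 3) in Fibroblast-like *Lrig1*- cells and at 97.2 CPM ± 16.8 in Fibroblast-like *Lrig1*+ cells, and at most at 1.35 CPM in *Lrig1*- cells of the other named classes with values from 3 libraries. Over all cells its log2 fold change in *Lrig1*+ against *Lrig1*- sums was -1.61 (edgeR, adjusted p = 0.414; with the replicate block -1.76, adjusted p = 0.0164). Of 24 cells with at least 3 chondrocyte markers, 23 lay in Fibroblast-like clusters, 19 of them in 1 cluster.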

In FBs, we identified a clear distinction between *Wnt16*-expressing FB1 and FB2, which expressed chondroblast associated markers, suggesting that FB2 may be localized in the perichondrium. 

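*Krt6a* (ENSMUSG00000058354, chromosome 15) stood at 273 CPM ± 111 (SD, n = 3) in Basal-like *Lrig1*- and at 166 CPM ± 71.8 in Basal-like *Lrig1*+ cells. Over all cells its log2 fold change in *Lrig1*+ against *Lrig1*- sums was -0.79 (edgeR, adjusted p = 0.645; with the replicate block -0.69, adjusted p = 0.0171). *Dapl1* (ENSMUSG00000026989, chromosome 2) stood at 292 CPM ± 4.24 in Basal-like *Lrig1*- and 280 CPM ± 13.1 in Basal-like *Lrig1*+ cells, a difference within the spread between libraries, and at 344 CPM ± 9.79 and 380 CPM ± 37.0 in Secretory-like cells. Over all cells the log2 fold change of *Dapl1* was 0.33, higher in *Lrig1*+ cells (edgeR, adjusted p = 0.428). With the block it was 0.35 (adjusted p = 0.0227). Its sign was not kept in every setting, with a range from -0.24 to 0.41.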

In less differentiated epithelial populations—BEC1, BEC2, BEC3, SEC1, and proliferating cells—we observed upregulation of genes like *Krt6a* and *Dapl1*. The *Dapl1* gene is predicted to enable ribosome binding activity and acts upstream of or within proliferation and differentiation https://www.ncbi.nlm.nih.gov/gene/76747. In the context of *Lrig1*^−^ cells, *Dapl1* upregulation may reflect enhanced growth and differentiation, suggesting a shift toward active proliferation and maturation, even within less differentiated cells.

#### 1.4.3. Developmental trajectories within *Lrig1^+^* cell populations.

To explore dynamic progression of epithelial cell states within *Lrig1*^+^ cells, we performed pseudotime analysis to reconstruct developmental trajectories (*SI Appendix*, Fig. S8). 

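*Lrig1*+ epithelial cells, 16885 cells in 17 clusters, were ordered by diffusion pseudotime, rooted in the cluster with the most *Krt5* and *Krt14*, as Monocle3 was not at hand. Pseudotime runs from 0 at the root. The root cluster, Basal-like, had a median pseudotime of 0.0608 ± 0.00223 (SD, n = 3), the other 3 large Basal-like clusters 0.0991, 0.114 and 0.134, and the Suprabasal squamous-like cluster 0.139 ± 0.0123. The Suprabasal squamous-like cluster lay beyond the last of these in 3 of 3 libraries, by a mean difference under either cluster's SD. A small Basal-like cluster of 151 cells lay beyond both, at 0.279 ± 0.0607. A Goblet-like cluster lay last, at 0.646 ± 0.0497. No test was made.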

We first assessed the SSE lineage, following the BEC3 → BEC2 → SBEC → SEC3 trajectory (*SI Appendix*, Fig. S8 *A* and *B*), which reflected cell hierarchy observed in the VF epithelium (7). The identity of the SSE lineage was further supported by the expression of genes associated with SSE identity and differentiation, including *Tmprss11a, Krt14, Tmprss11b, and Krt13* (20) (*SI Appendix*, Fig. S8*E*). 

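In Suprabasal squamous-like *Lrig1*+ cells *Tmprss11a* (ENSMUSG00000072845) stood at 573 CPM ± 158 (SD, n = 3), *Tmprss11b* (ENSMUSG00000035861) at 93.3 CPM ± 19.7 and *Krt14* (ENSMUSG00000045545) at 1367 CPM ± 785. In Basal-like *Lrig1*+ cells *Tmprss11a* stood at 452 CPM ± 44.4, *Tmprss11b* at 46.0 CPM ± 19.0 and *Krt14* at 1316 CPM ± 335, and in Secretory-like *Lrig1*+ cells the 3 genes stood at 102, 11.7 and 94.3 CPM. All of these but the Secretory-like values belong to classes that the genes helped to name. The log2 fold change between *Lrig1*+ and *Lrig1*- sums was 0.88 for *Tmprss11b* (with the replicate block 0.90, edgeR, adjusted p = 0.00668), 0.55 for *Tmprss11a* (with the block 0.58, adjusted p = 0.0173) and -0.49 for *Krt14* (with the block -0.46, adjusted p = 0.0172); none passed without the block.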

Next, we focused on the pseudostratified epithelial lineage, beginning with BEC1 → SEC1 (club1) → SEC2 (club2) or BEC1 → SEC1 (club1) → SEC4 (goblet), which captures the progression of major cell types within the pseudostratified epithelium (*SI Appendix*, Fig. S8 *C* and *D*). 

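On the same scale of pseudotime, the 2 Secretory-like clusters of *Lrig1*+ cells lay at 0.332 ± 0.0110 and 0.362 ± 0.0107 (SD, n = 3), beyond 4 of the 5 Basal-like clusters in each library. The other Basal-like cluster, with 151 cells, lay at 0.279 ± 0.0607, and in library 3 at 0.349, beyond the first Secretory-like cluster there (0.327). *Scgb3a2* stood at 3058 CPM in the first Secretory-like cluster, 605 CPM in the other and 4242 CPM in the Goblet-like cluster, against 44.6 CPM at the root, and *Trp63* fell to 13.9 CPM in the Goblet-like cluster. Of 5 unnamed clusters beyond a pseudotime of 0.25, 4 had over 500 CPM of *Trp63*.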

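In the clustering of all cells, Ciliated-like cells (1300 cells) and Neuroendocrine-like cells (236 cells) each formed a class apart. Cluster 27, the only Neuroendocrine-like one, was mixed: it also held 25 of the cells with tuft cell markers, 12 with at least 3 glial markers and 11 with at least 3 ionocyte markers.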

CEC and NEC formed distinct clusters; indicative of unique transcriptional programs associated with their specialized functions. TC were exclusively detected in the *Lrig1^−^* population. This pseudostratified lineage and associated secretory phenotype were further supported by the expression of airway epithelial markers such as *Nkx2-1, Scgb3a2, Aldh1a7, and Scnn1a* (20) (*SI Appendix*, Fig. S8*F*). 

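Of the 45 cells with at least 3 tuft cell markers, 29 were *Lrig1*+, or 64.4% (95% Wilson confidence interval 49.8 to 76.8), and 22 of these had at least 2 *Lrig1* UMIs. With at least 5 markers, chosen after seeing the data, 5 of 14 were *Lrig1*+, or 35.7% (16.3 to 61.2). Both shares lay above those of Macrophage- and Endothelial-like cells, at a greater depth than either.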

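*Nkx2-1* (ENSMUSG00000001496) stood at 148 CPM ± 28.8 (SD, n = 3) in Secretory-like *Lrig1*+ cells and 46.9 CPM ± 21.2 in Basal-like *Lrig1*+ cells. *Scgb3a2* (ENSMUSG00000038791) stood at 1192 CPM ± 68.9 and 97.8 CPM ± 48.5, *Aldh1a7* (ENSMUSG00000024747) at 69.6 CPM ± 7.31 and 5.06 CPM ± 2.85, and *Scnn1a* (ENSMUSG00000030340) at 132 CPM ± 23.0 and 74.2 CPM ± 35.4. The first 3 were naming markers of the Secretory-like class. Between all *Lrig1*+ and *Lrig1*- sums the log2 fold changes were 0.05, -0.29, 0.34 and 0.28, in that order, and none passed in edgeR without the replicate block. Each of these genes passed in some other setting. Over the settings only *Scgb3a2* kept its sign, from -1.34 to -0.06.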

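*Dmbt1* (ENSMUSG00000047517, chromosome 7, 130633776 to 130723357) and *Ltf* were naming markers of the Serous gland-like class. In its *Lrig1*- cells *Dmbt1* stood at 6716 CPM ± 4628 (SD, n = 3) and *Muc5b* (ENSMUSG00000066108) at 3651 CPM ± 3673, against 70.8 CPM ± 21.3 and 44.2 CPM ± 16.1 in Secretory-like *Lrig1*- cells. Among *Lrig1*+ cells, these genes and *Scgb3a1* stood highest in unnamed clusters other than cluster 1, with *Dmbt1* at 210 CPM ± 77.2, *Muc5b* at 109 CPM ± 21.4, *Ltf* at 2681 CPM ± 474 and *Scgb3a1* at 1786 CPM ± 246. The log2 fold change between all *Lrig1*+ and *Lrig1*- sums was -0.98 for *Dmbt1* (with the replicate block -1.05, edgeR, adjusted p = 0.0264) and -1.07 for *Muc5b* (with the block -0.96, adjusted p = 0.0559).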

Expression of *Dmbt1*, a marker of SMGs, further suggests that SEC4 may correspond to serous cells within these glands, as they also express *Ltf, Muc5b*, and *Scgb3a1* (*SI Appendix*, Fig. S8*G*). Overall, pseudotime analysis of *Lrig1*^+^ epithelial cells revealed distinct differentiation trajectories toward both stratified squamous and pseudostratified secretory lineages, with many cells occupying early stages of differentiation.

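Of *Lrig1*+ epithelial cells, 49.5% ± 7.75 (SD, n = 3 libraries) had a pseudotime under 0.25, a limit without a biological meaning of its own, and the median over all of these cells was 0.244.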

### 1.5. *Lrig1*-Expressing Cells Repopulate Laryngeal and VF Epithelium in Response to Injury.

To investigate whether *Lrig1*^+^ cells possess progenitor-like properties and are capable of repairing damaged epithelium, we performed naphthalene (NA)-induced injury. Previous studies in the larynx have demonstrated that NA exposure affects the stratified VF epithelium and secretory cells (21). To examine this, we generated *Lrig1Cre^ERT2^;ROSA^LSL-tdTom/+^* reporter mice. These mice received TX via two consecutive injections, followed by a single dose of NA (Fig. 5*A*). Mice injected with corn oil served as controls. Laryngeal tissues were collected at 24 h, 3d, and 1wk post–NA injury (post-NAi) (Fig. 5 *B*–*M*). Our data demonstrate successful induction of epithelial injury (Fig. 5 *B*–*E*). At 24 h post-NAi, VF epithelial cells were visibly damaged and began sloughing off, with cellular debris evident in the lumen compared to controls. By 3d and 1 wk post-NAi, we observed pronounced epithelial folding and expansion Fig. 5 *H*, *I*, *L*, and *M*), relative to uninjured controls (Fig. 5 *F*, *G*, *J*, and *K*). Lineage tracing confirmed that epithelial shedding had occurred in the VF region at 24 h post-NAi, with faint background staining detected in the VF, supraglottis, and subglottis compared to controls (Fig. 6 *A*–*H*). In the epiglottis and subglottis, new *Lrig1*-derived cells began repopulating surface epithelium (SE) (Fig. 6 *G* and *H*). By 3d and 1wk post-NAi, we observed near-complete repopulation of SE with RFP^+^ cells in VFs, supraglottis, and subglottis (Fig. 6 *I*–*P* *SI Appendix*, Fig. S9 *A*–*L*).

**Fig. 5.**
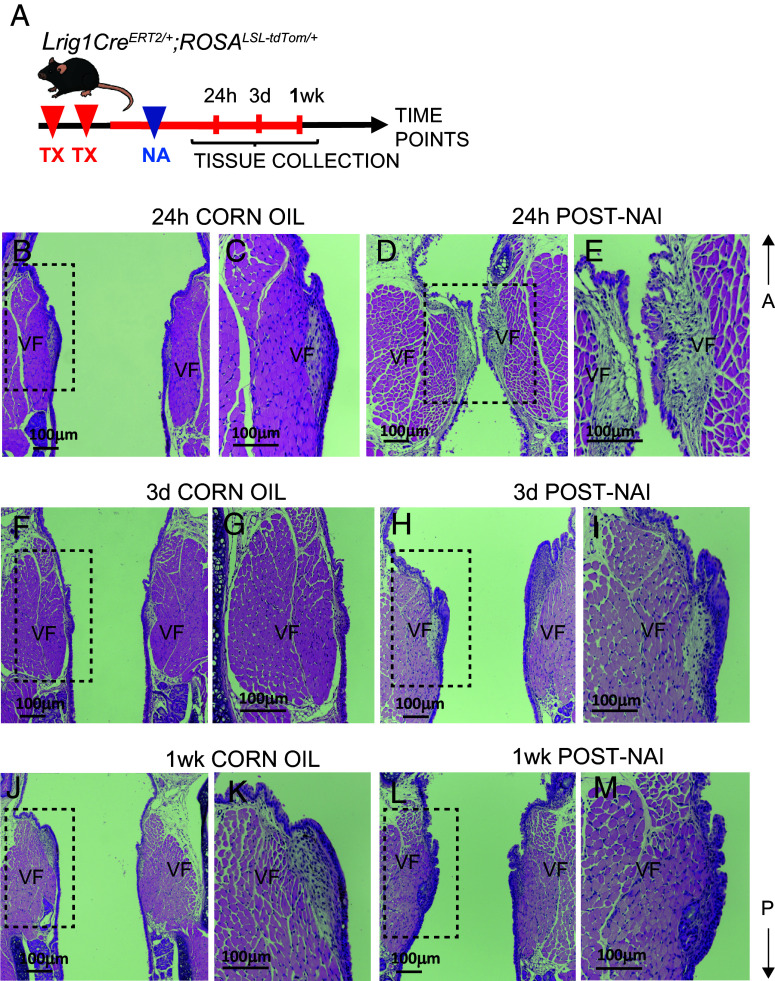
Assessment of morphology following NA injury in *Lrig1^CreERT2/+^*; *ROSA^LSL-tdTom/+^*mice. (*A*) Schematic of experimental model and strategy. (*B*–*M*) H&E coronal sections through mid-membranous VF region in control and NA injected mice 24 h post-NAi (*B*–*E*); 3d post-NAi (*F*–*I*) and 1wk post-NAi (*J*–*M*). Abbreviations: A, anterior; mo, month; NA, naphthalene; NAi, naphthalene injury; P, posterior; TX, tamoxifen; V, ventral; VF, vocal fold; wk, week.

**Fig. 6.**
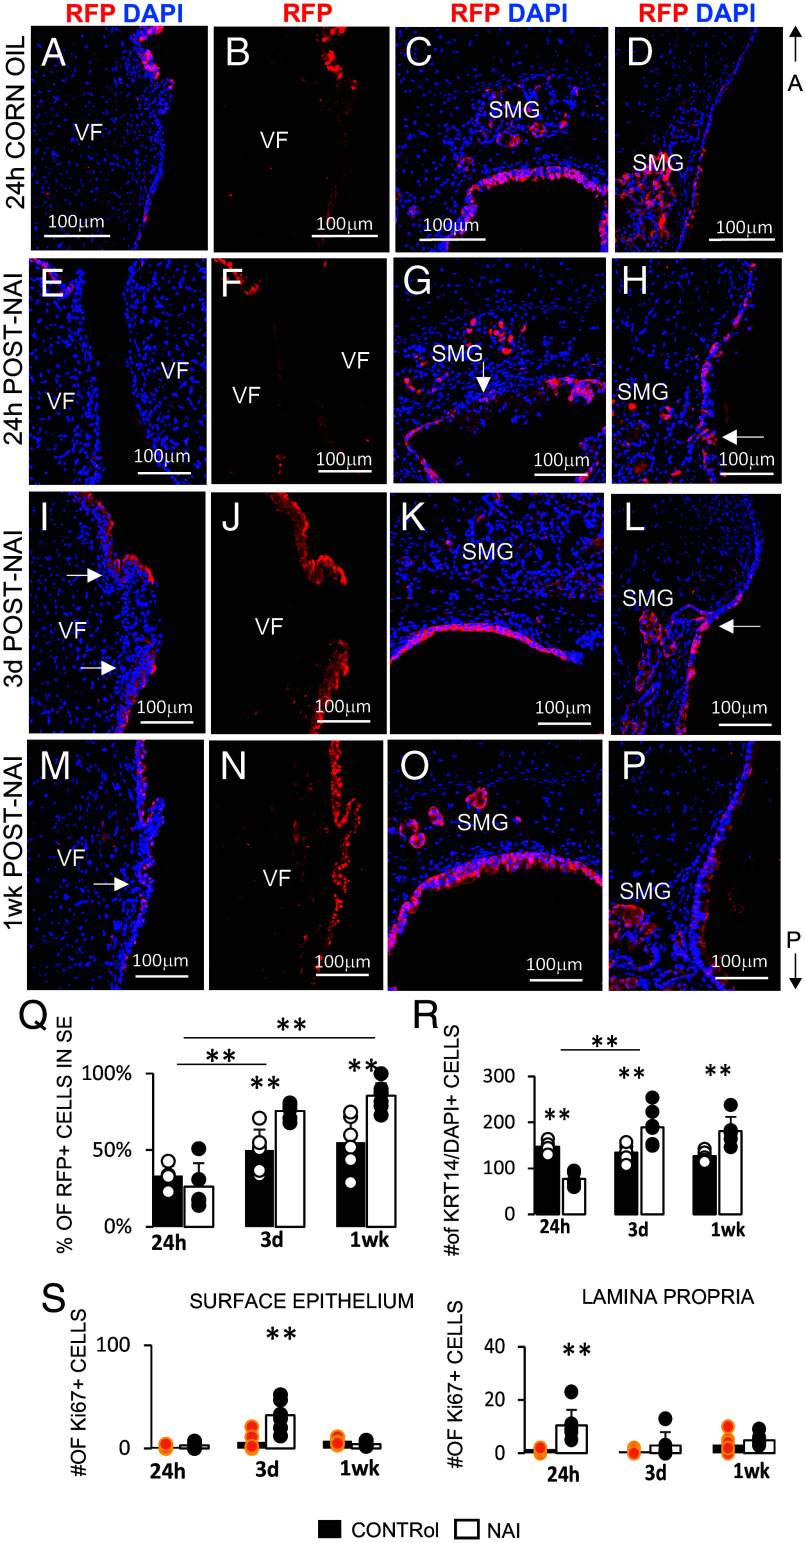
Lineage tracing in *Lrig1^CreERT2/+^*; *ROSA^LSL-tdTom/+^* mice following NA injury. (*A*–*D*) IF for anti-RFP (red) and DAPI in VFs (*A* and *B*), supraglottis (*C*), and subglottis (*D*) in control mice 24 h post corn oil injection. (*E*–*H*) IF for anti-RFP (red) and DAPI in VFs (*E* and *F*), supraglottis (*G*), and subglottis (*H*) in mice 24 h post-NAi. (*I*–*L*) IF for anti-RFP (red) and DAPI in VFs (I and *J*), supraglottis (*K*), and subglottis (*L*) in mice 3d post-NAi. (*M*–*P*) IF for anti-RFP (red) and DAPI in VFs (*M* and *N*), supraglottis (*O*), and subglottis (*P*) in mice 1wk post-NAi. White solid arrows in *G*–*I*, *L*, and *M* denote incorporated RFP+ cell into SE. (*Q*) Percentage of RFP+ cells in SE of VF mid-membranous region across timepoints in control and NA injured mice. (*R*) Number of KRT14+ DAPI cells in SE of VF mid-membranous region across timepoints in control and NA injured mice. (*S*) Number of Ki67 cells in SE and Lamina propria of VF mid-membranous region across timepoints in control and NA injured mice. Data presented were obtained from 3 biological replicates (n = 3). Error bars with individual data points represent ± SEM. One-Way ANOVA of variance for independent or correlated samples statistical analysis along with the Plus Tukey HSD test were used to confirm statistical significance, *P ≤ 0.05 and **P ≤ 0.01 (**). Abbreviations: A, anterior; h, hour; d, day; NAi, naphthalene injury; P, posterior; RFP, red fluorescent protein; SE, surface epithelium; SMG, submucosal glands; VF, vocal fold; wk, week.

We quantified percentage of RFP^+^ cells in the VF SE (Fig. 6*Q*) and found a significant increase from 23% at 24 h post-NAi to 76% at 3d (*P* = 0.000001479) and 86% at 1wk post-NAi (*P* = 0.00000001759), consistent with RFP^+^ cell repopulation observed in histological sections. Additionally, we observed a significant elevation of RFP^+^ cells within the injured VF SE compared with controls at 3d (*P* = 0.008613) and 1wk (*P* = 0.0008522) post-NAi (Fig. 6*Q*), correlating with epithelial expansion in injured tissues. To further address this, we quantified KRT14^+^/DAPI^+^ epithelial cells in VF SE (Fig. 6*R* and *SI Appendix*, Fig. S10 *A*–*F*). At 24 h post-NAi, the number of KRT14^+^/DAPI^+^ cells in injured larynges were significantly reduced compared with controls (*P* = 0.000615), consistent with epithelial sloughing. By contrast, at 3d and 1wk post-NAi, the number of KRT14^+^/DAPI^+^ cells were significantly elevated compared with controls (*P* = 0.004582 and *P* = 0.0008522, respectively), correlating with epithelial folding and expansion. Finally, we assessed whether this epithelial expansion at later recovery stages was associated with increased cell proliferation by quantifying Ki67^+^ cells in VF epithelium and lamina propria (Fig. 6*S*). We found a significant enrichment of Ki67^+^ cells in epithelium at 3d post-NAi, which was preceded by a significant enrichment of Ki67^+^ cells in lamina propria at 24 h post-NAi, as further confirmed by histological staining (*SI Appendix*, Fig. S10 *G*–*L*). Together, these results demonstrate that *Lrig1*^+^ cells contribute to epithelial repair in the larynx/VF following NA-induced injury, with early cell loss followed by expansion and proliferation that restore SE.

### 1.6. *Notch1* Signaling Maintains Quiescence in *Lrig1*^+^ Epithelial Stem/Progenitor Cells.

To investigate potential contribution of *Lrig1+* cells to VF disease, we disrupted *Notch1* signaling, a critical regulator of cell fate determination and differentiation (19). To conditionally delete *Notch1* in *Lrig1*^+^ expressing cells, we generated *Lrig1Cre^ERT2/+^; Notch1^F/+^* and *Lrig1Cre^ERT2/+^; Notch1^F/F^* conditional mutants by mating *Lrig1Cre^ERT2/+^* mice with *Notch1^F/F^* mice. These mice were injected with two TX doses (Fig. 7). *Lrig1Cre^ERT2+/−^* mice were used as controls. Whole larynges were collected at 1wk, 2wk, and 2mo PR in heterozygote animals (Fig. 7*A*). Due to the lethality of extended mouse maintenance in *Lrig1Cre^ERT2/+^; Notch1^F/F^* mutants, tissues were collected only at 3d PR (Fig. 7*R*).

**Fig. 7.**
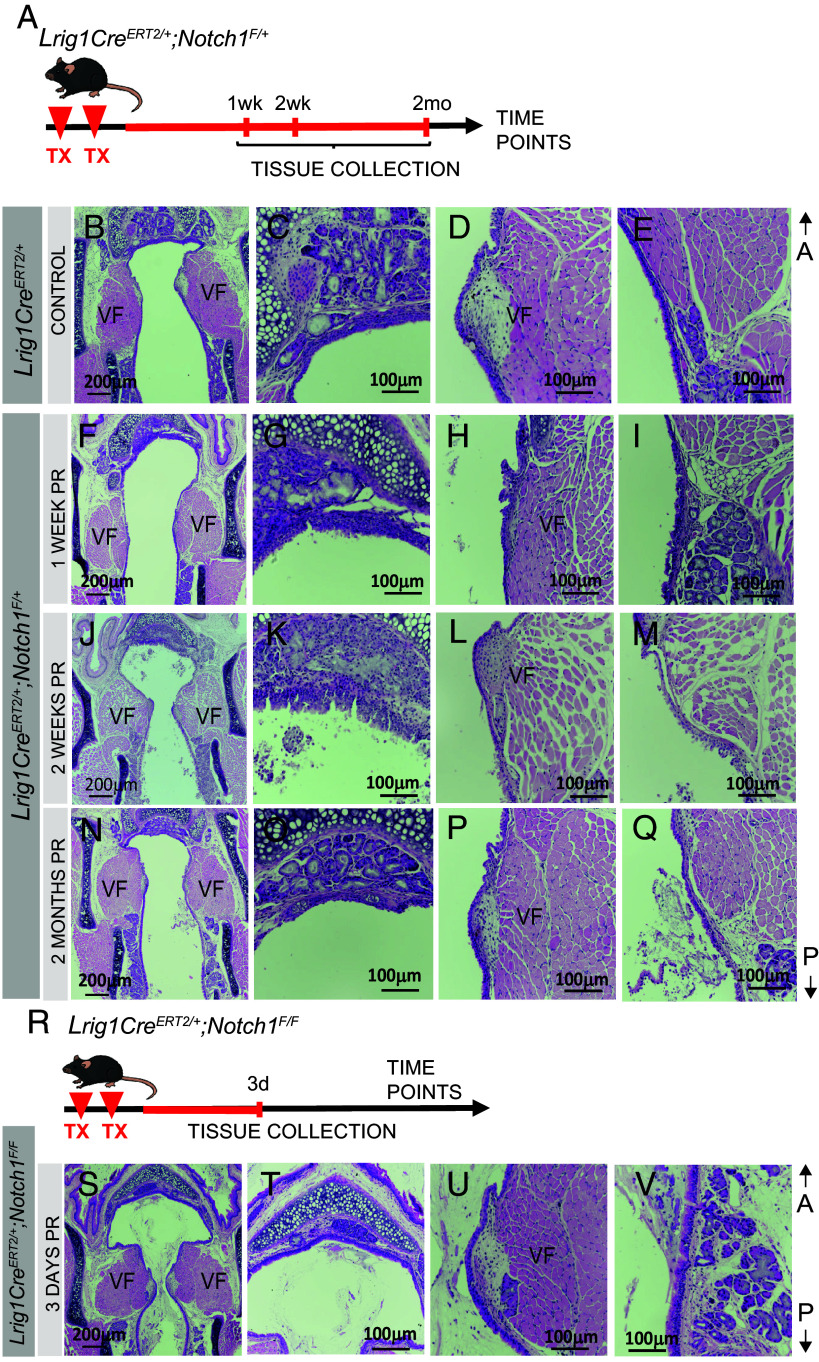
Assessment of morphology following conditional deletion of *Notch1* in *Lrig1^CreERT2/^*^+^ mice. (*A*) Schematic of the experimental model and strategy. Directional axes are indicated. (*B*–*E*) H&E coronal sections through mid-membranous VF region in control mice, showing entire larynx (*B*), supraglottis (*C*), VFs (*D*), and subglottis (*E*). (*F*–*I*) H&E coronal sections through mid-membranous VF region in *Lrig1^CreERT2/+^*; *Notch1^F/+^* heterozygous mice 1-week post-recombination, showing entire larynx (*F*), supraglottis (*G*), VF (*H*), and subglottis (*I*). (*J*–*M*) H&E coronal sections through mid-membranous VF region in *Lrig1^CreERT2/+^*; *Notch1^F/+^* heterozygous mice 2-weeks post-recombination, showing entire larynx (*J*), supraglottis (*K*), VF (*L*), and subglottis (*M*). (*N*–*Q*) H&E coronal sections through mid-membranous VF region in *Lrig1^CreERT2/+^*; *Notch1^F/+^* heterozygous mice 2-wk post-recombination, showing entire larynx (*N*), supraglottis (*O*), VF (*P*), and subglottis (*Q*). (*R*) Schematic of the experimental model. (*S*–*V*) H&E coronal sections through mid-membranous VF region in *Lrig1^CreERT2/+^*; *Notch1^F/F^* homozygote mice 3 d post-recombination, showing entire larynx (*S*), supraglottis (*T*), VF (*U*), and subglottis (*V*). Abbreviations: A, anterior; mo, month; P, posterior; TX, tamoxifen; V, ventral; VF, vocal fold; wk, week.

In heterozygous mutants, the most prominent epithelial changes were observed at 2 wk PR (Fig. 7 *B*–*Q*). These changes included uncontrolled epithelial growth leading to epithelial hyperplasia, primarily localized to the supraglottis, accompanied by abundant cellular debris within the lumen. In contrast, both control and 1wk heterozygous larynges showed no notable alterations in laryngeal or VF morphology. By 2mo PR, aberrant epithelium in heterozygotes had largely resolved, although some debris persisted in the lumen. In homozygous mutants, we observed pronounced mucus accumulation and cellular debris in the laryngeal lumen, along with markedly enlarged VFs that significantly narrowed the airway entrance down through to the trachea (Fig. 7 *S*–*V*).

To better characterize epithelial phenotype, we performed IF staining to assess overall epithelial integrity and potential expansion of basal and secretory cells. In control mice, double staining for P63 and KRT14 revealed normal morphology of the basal P63^+^/KRT14^+^ cell layer in the supraglottis, VFs, and subglottic area (*SI Appendix*, Fig. S11 *A*–*F*) and low proliferation activity (*SI Appendix*, Fig. S11*J*). In the mid-membranous VFs specifically, P63^+^ basal cells were arranged in a single layer with relatively weak staining intensity (*SI Appendix*, Fig. S11*D*). Epithelium appeared compact, as evidenced by strong E-cadherin (ECAD) staining (*SI Appendix*, Fig. S11 *G*–*I*). SCGB1A1 expression was observed in the SMGs, as well as in the SE, particularly in the subglottis (*SI Appendix*, Fig. S11 *K*–*N*).

In heterozygous mice at 1wk PR, we observed early signs of epithelial thickening and P63+ cell expansion in the supraglottic and subglottic areas, accompanied by increased cell proliferation (*SI Appendix*, Fig. S12 *A*–*G* and *J*). P63^+^ basal cells lining the VFs remained organized in a single layer, but their expression intensity was noticeably stronger (*SI Appendix*, Fig. S12*D*) compared to controls (*SI Appendix*, Fig. S11*D*). E-cadherin (ECAD) staining revealed compact epithelium (*SI Appendix*, Fig. S12 *H* and *I*). Anti-SCGB1A1 staining showed positive staining in SMGs and SE (*SI Appendix*, Fig. S12 *K*–*N*). In heterozygous mutants at 2wk PR, IF revealed random and excessive accumulation of P63^+^ cells within KRT14^+^ epithelium (Fig. 8 *A*–*F*), particularly in the supraglottis. The expansion of P63+ cells was accompanied by compromised cell junctions (Fig. 8 *G*–*I*), leading to formation of noticeable gaps that facilitated epithelial sloughing. Additionally, SMGs were enlarged and incorporated into SE, contributing to increased mucus production and debris accumulation (Fig. 8 *C*, *D*, and *I*). In mid-membranous VFs, P63^+^ basal cells remained organized in a single layer, but their expression was noticeably stronger, and cells appeared more tightly packed (Fig. 8*E*) compared to controls (*SI Appendix*, Fig. S11*D*). We observed a marked expansion of SCGB1A1^+^ secretory cells in luminal SE lining the supraglottis (Fig. 8 *J*–*L*). In homozygous animals, IF confirmed massive mucus accumulation and marked expansion of SCGB1A1^+^ secretory cells (Fig. 9 *A*–*I*). We observed P63+ cell expansion in the supraglottis and mid-membranous VFs (Fig. 9 *E*–*H*), accompanied by increased proliferation (Fig. 9*J*). Epithelium appeared more compact as compared to heterozygotes (Fig. 9 *K*–*M*). In conclusion, our study demonstrates that disruption of *Notch1* signaling in *Lrig1*^+^ cells significantly impairs laryngeal/VF tissue homeostasis, affecting epithelial thickness, adherens junctions, mucus production, and compromising airway patency.

**Fig. 8.**
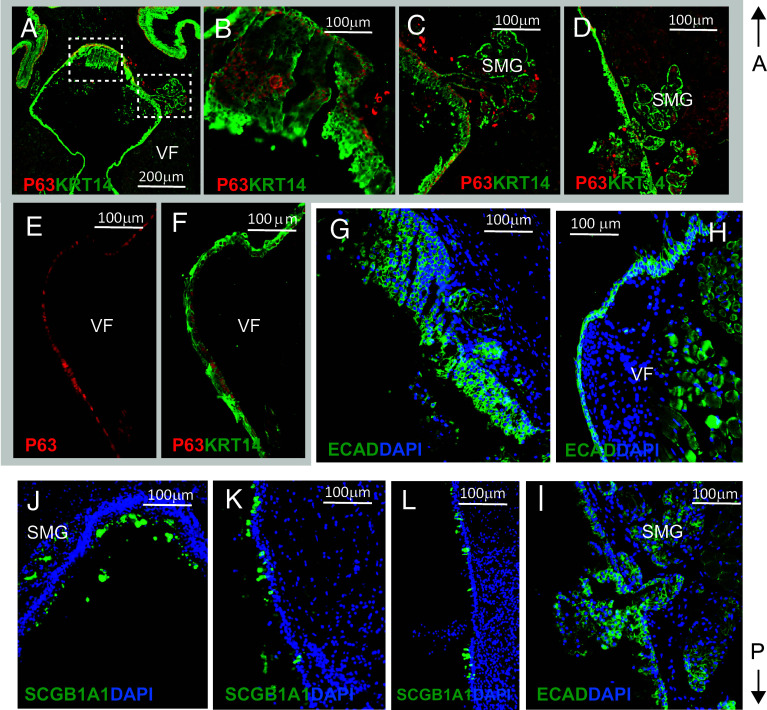
IF for assessment of epithelial integrity and cell type distribution in heterozygous *Lrig1^CreERT2/+^*; *Notch1^F/+^* mice 2 wk PR. (*A*–*F*) Double IF with anti-P63 (red) and anti-KRT14 (green) showing morphology of P63+ basal cell layer in the larynx (*A*), supraglottis (*B* and *C*), subglottic region (*D*), and VFs (*E* and *F*). Bracketed regions in panel *A* are shown at higher magnification in panels *B* and *C*, respectively. (*G*–*I*) IF staining with anti-E-cadherin (ECAD, green) and DAPI (blue) showing disruption of epithelial adherens junctions in supraglottis (*G*), VFs (*H*), and subglottis (*I*). (*J*–*L*) IF staining with anti-SCGB1A1 (green) and DAPI (blue) showing the distribution of secretory cells within the SE and SMGs in the supraglottis (*J*), VFs (*K*), and subglottic region (*L*). Abbreviations: SE, surface epithelium; SMG, submucosal glands; VF, vocal fold.

**Fig. 9.**
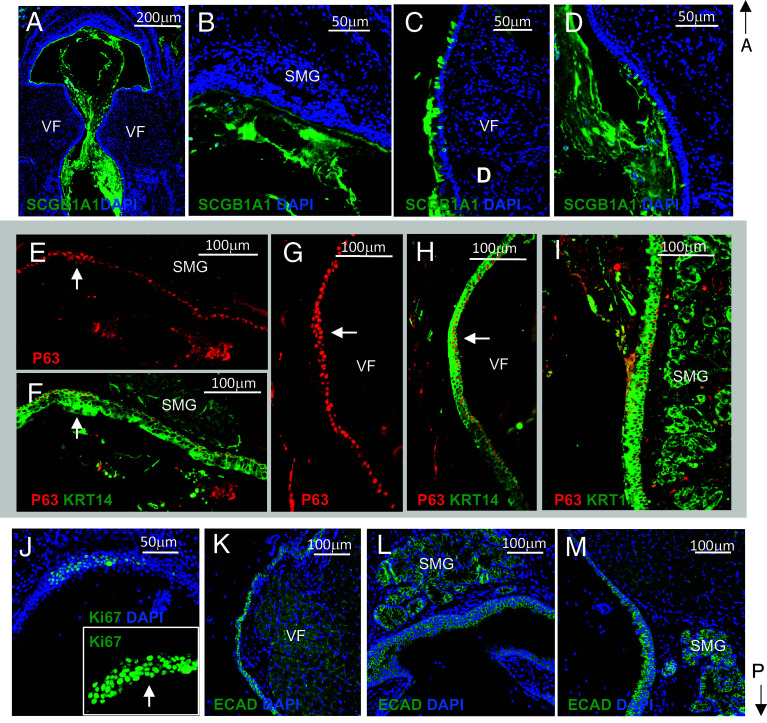
IF for assessment of epithelial integrity and cell type distribution in homozygous *Lrig1^CreERT2/+^*; *Notch1^F/F^* mice 3 d PR. (*A*–*D*) IF with anti-SCGB1A1 (green) and DAPI (blue) showing massive expansion of secretory cells and massive accumulation of mucus and cell debris in laryngeal lumen (*A*), supraglottis (*B*), VFs (*C*), and subglottic region (*D*). (*E*–*I*) Double IF with anti-P63 (red) and anti-KRT14 (green) showing morphology of P63+ basal cell layer in the supraglottis (*E* and *F*), VFs (*G* and *H*), and subglottic region (*I*). White solid arrows in *E*, *F*, *G*, and H denote P63 cell expansion. (*J*) Anti-Ki67 IF staining (green) and DAPI in supraglottis. The white solid arrow denotes Ki67 cell expansion. (*K*–*M*) IF staining with anti-E-cadherin (ECAD, green) and DAPI (blue) showing compactness of the epithelium in VFs (*J*), supraglottis (*K*), and subglottis (*L*). Abbreviations: SMG, submucosal glands; VF, vocal fold.

## 2. Discussion

We have significantly advanced understanding of candidate laryngeal and VF stem cells by defining their identity, characterizing their properties, and investigating their potential contributions to tissue repair and aberrant mucosal remodeling. Our findings support our hypothesis that *Lrig1* marks quiescent cells that contribute to long-term laryngeal and VF homeostasis and tissue repair. Through a combination of lineage tracing and scRNA-seq, we identified multiple distinct *Lrig1*-expressing populations. These populations overlapped with *Lrig1*-derived (*Lrig1*^−^) cells, highlighting significant heterogeneity and potential functional specialization within laryngeal and VF tissues. Each major cell type contains a subset of quiescent stem cells that preferentially contribute to tissue renewal and repair in response to physiological demands or injury (*SI Appendix*, Fig. S13). Importantly, analogous LRIG1^+^ populations were detected in the human larynx and VF mucosa, underscoring their potential relevance to human VF biology and disease.

Our findings revealed that *Lrig1*^+^ cell populations are enriched among less differentiated epithelial cell types, including basal, parabasal, and immature secretory (club) cells within SE and SMGs. These populations exhibit both transcriptional flexibility and protective spatial localization. They are strategically positioned within niches that are shielded from direct environmental and mechanical stressors, creating a microenvironment that supports cellular quiescence and a low proliferative state. In stratified epithelia, basal and parabasal layers lie beneath the luminal surface, protecting resident stem cells from mechanical abrasion, pathogens, and inflammatory insults (22) (*SI Appendix*, Fig. S13). This protected location may facilitate rapid response upon tissue injury, as these cells can proliferate and replenish the stem cell pool. Similarly, in pseudostratified epithelia, immature club cells have been shown to serve as facultative progenitors, capable of transitioning from a quiescent to an active state in response to injury or physiological demand (8, 23).

In addition to the spatial distribution of *Lrig1^+^* cells, we demonstrated that *Lrig1*^+^ cells—particularly the *Lrig1^High^* group—exhibited a transcriptional profile distinct from *Lrig1^−^* and *Lrig1^Low^* cells, characteristic of a reversible cell cycle arrest (G_0_ phase) (4). This state is defined by suppression of cell type–specific differentiation genes and a concurrent upregulation of genes involved in RNA metabolism, epigenetic regulation and protein ubiquitination. Such a profile supports stem cell function, longevity, and transcriptional flexibility without committing to differentiation (23). As reported elsewhere, quiescent stem cells are known to express a repertoire of RNA-binding proteins and regulatory noncoding RNAs, which play crucial roles in preserving stemness and fine-tuning gene expression (24). Similarly, epigenetic regulation plays a pivotal role in maintaining stem cell identity, while protein ubiquitination functions as a crucial mechanism of protein quality control in stem cells, safeguarding stem cell function, survival, and proper differentiation (25, 26). Conversely, *Lrig1^−^* and *Lrig1^Low^* cells prioritized expression of lineage-specific effector genes, reflecting a shift toward terminal differentiation. These cells also exhibited a higher proliferation rate, supporting their active role in tissue turnover and maturation (16). Consequently, their transcriptome is narrower and enriched for terminal differentiation markers.

### 2.1. *Lrig1* Expression in Epithelial Cell Populations.

Our results align with the literature, supporting the role of *Lrig1* as a marker of quiescent stem cells in epithelial cell populations. In the esophagus, which shares similar SSE with VFs, *Lrig1* marks a subset of basal cells scattered throughout the epithelium that contribute to esophageal growth and homeostasis (27). Following radiation injury, *Lrig1*-positive cells persist and expand to repopulate the damaged epithelium. Similarly, in oral SSE, *Lrig1*-enriched basal cells are located in regions with low rates of cell proliferation and enter the cell cycle during wound healing or in response to masticatory stress (13). Last, in the airway epithelium, *Lrig1* is heterogeneously expressed during homeostasis and labels a subpopulation of basal cells with enhanced proliferative and self-renewal capacity in mice and humans (28, 29).

### 2.2. *Lrig1* Expression in Nonepithelial Cell Populations.

We identified *Lrig1*-expressing cells in nonepithelial populations, suggesting potential roles beyond its established function in epithelial stem cell regulation. Only one study has reported *Lrig1* expression in mesenchymal compartments: Seidel et al. (30) identified *Lrig1* as a marker of both epithelial and mesenchymal stem cells in the adult mouse incisor. The presence of *Lrig1*^+^ mesenchymal cells in both mechanically active tissues raise possibility that similar progenitor populations in the larynx contribute to lamina propria maintenance and regeneration under mechanical stress imposed by VF vibration. Our data revealed *Lrig1* expression in EC, suggesting a previously underappreciated role for *Lrig1* progenitor cells in vascularization. Though not traditionally linked to endothelial biology, *Lrig1* has been implicated in angiogenesis and vascular remodeling in other tissues (31). *Lrig1^+^* presence in EC in VF mucosa indicates possible involvement in vascular homeostasis or repair, especially during inflammation or injury. Neovascularization plays a key role in VF pathologies, particularly those involving chronic inflammation, mechanical stress, or neoplastic transformation. Some VF lesions show increased capillary density, vascular remodeling, and upregulation of *VEGF* and *bFGF*, promoting inflammation and ECM remodeling (32).

### 2.3. Role of *Lrig1*^+^ Cells in Epithelial Repair Following Injury.

We have demonstrated that *Lrig1*^+^ cells play an important role in epithelial repopulation in response to injury. To specifically evaluate epithelial repair, we employed NA injection, a well-established model that selectively ablates Clara/club-like epithelial cells through cytochrome P450–mediated metabolism of NA, thereby allowing the assessment of stem cell contributions to epithelial regeneration (33). Our data suggest that the source of the *Lrig1*^+^ progenitor pool is not limited to SE but may also include SMGs. This finding is consistent with previous studies in trachea and other airway regions, which demonstrate that SMGs serve as a reservoir of progenitor cells contributing to epithelial regeneration following damage (34).

### 2.4. Disruption of Quiescence.

Regulation of stem cell quiescence is crucial for maintaining tissue homeostasis and ensuring proper stem cell function over time. Proper regulation of quiescence prevents premature differentiation or excessive proliferation, both of which could compromise tissue integrity or lead to tumorigenesis and/or stem cell depletion. In this study, we used conditional ablation of *Notch1* in *Lrig1*-expressing cells to drive them out of quiescence. Our scRNA-seq data revealed that *Notch1* was predominantly active in BEC, SBEC, and SEC. Upon *Notch1* inactivation, we observed significant changes in epithelial compartments, including hyperplasia, disruption of cell junctions, and expansion of secretory cells. Homozygous mutants exhibited most severe phenotypes, including mucus accumulation that obstructed the airway, which likely contributed to lethality.

Aberrant distribution or increased mucus production and hyperplastic epithelial changes are common concerns in laryngology, often associated with chronic inflammatory conditions such as chronic laryngitis and VF benign lesions (11). In these contexts, epithelial remodeling, mucus hyperproduction, and impaired clearance of mucus can lead to symptoms like throat clearing, chronic cough, voice changes, and airway obstruction (10). Pathologically, this can reflect hyperplasia of mucus-secreting cells or SMG enlargement. In SSE, genetic ablation of *Notch1* in adult basal cells of mouse epidermis and cornea leads to epithelial thickening, deregulated squamous cell differentiation, hyperkeratosis, dermal inflammation, and eosinophilic infiltrates, all of which disrupt tissue homeostasis, barrier function, and promote inflammatory responses (14, 35). Similarly, in human airway epithelium, activation of *Notch* receptors shifts basal epithelial cells toward a secretory lineage, disrupting the normal balance of cell types and potentially impairing barrier defense mechanisms (36). Besides genetic ablation, *Notch1* can be regulated by mechanical forces and/or inflammation. In EC, *Notch1* functions as a mechanosensor, integrating laminar shear stress cues to maintain junctional integrity, suppress proliferation, and regulate intracellular calcium signaling (37). Given the high mechanical demand of the VFs, this suggests a potential role for *Notch1* in mediating the relationship between mechanical forces and epithelial/mucosal homeostasis with implications for understanding stress-induced VF tissue remodeling.

### 2.5. Conclusions.

In conclusion, our study identifies *Lrig1^+^* cells and *Notch* signaling as key regulators of VF mucosal homeostasis and secretion. *Lrig1^+^*cells serve as quiescent stem cells supporting long-term tissue repair, with *Notch* signaling guiding their activity. Disruption of this axis leads to epithelial changes and mucus imbalance. These findings lay the groundwork for future strategies to modulate stem cell quiescence and explore alternative activation pathways—such as mechanical stress and inflammation, with broad relevance to regenerative medicine.

## 3. Materials and Methods

Detailed descriptions mouse models, tissue harvesting, generation of transgenic and mutant mouse models, naphthalene treatment, histology and immunofluorence, cell count quantification, single cell dissociation, flow cytometry, single cell library construction and sequencing, sequencing, preprocessing, data analysis, classification and assessment of *Lrig*^+^ and *Lrig1*^−^ and *Lrig1*^+^ cell populations, differential expression analysis with cell type annotation and trajectory inferences are provided in *SI Appendix*.

## Supplementary Material

Appendix 01

## Data Availability

Gene expression data have been deposited in NCBI Geo (GSE298629) (38).

# Supplementary material for: Lrig1-expressing quiescent stem cells maintain vocal fold mucosal homeostasis via Notch signaling
**Source:** Proc Natl Acad Sci U S A. 2025 Nov 25;122(48):e2513590122. doi: 10.1073/pnas.2513590122
**Supplement:** Supplementary file 1 — Appendix 01

## Material and Methods

### Mouse Models and Tissue Harvesting.

*Lrig1*<sup>Cre<sup>ERT2</sup></sup> (JAX # 018418), *Notch1*<sup>tm2Rko/GridJ</sup> (*Notch1*<sup>LoxP/loxP</sup> also known as *Notch1*<sup>F/F</sup>) (JAX # 006951), and *ROSA26*<sup>CAG-loxp-stop-loxp-tdTomato</sup> (JAX #007909) were used. Data reported herein have been compiled from, *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup>, heterozygous, and conditional knockout animals.

### Generation of Transgenic and Mutant Mouse Models.

*Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup> mice were maintained by crossing female heterozygotes *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup> with WT male littermates on a C57BL/6 J background. *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup> mice exhibited normal phenotypes and were identical to WT colony controls (21). *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup> females were crossed to *ROSA26*<sup>CAG-LSL-tdTom/tdTom</sup> males to generate *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup>; *ROSA26*<sup>CAG-LSL-tdTomato/+</sup> (here referred to as *ROSA*<sup>LSL-tdTom/+</sup>) reporter mice. *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup>; *ROSA26*<sup>LSL-tdTom/+</sup> without TX injection and *ROSA*<sup>LSL-tdTom/+</sup> were used as controls to establish the baseline *tdTom* levels for lineage tracing experiments and FASC. *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup> females were mated with *Notch1*<sup>F/F</sup> males to generate *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup>; *Notch1*<sup>F/+</sup> heterozygotes. *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup>; *Notch1*<sup>F/+</sup> were crossed to *Notch1*<sup>F/F</sup> to generate conditional homozygote mutants *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup>; *Notch1*<sup>F/F</sup>. *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup> mice were used as controls for these experiments.

### Naphthalene Treatment.

Mice received 0.275 mg/per gram body weight of Naphthalene (Millipore Sigma) interperitoneally.

### Histology and Immunofluorescence.

Mice and human larynges were fixed in 4% paraformaldehyde and processed for immunostaining. Primary antibodies were incubated overnight at 4 °C, followed by secondary antibodies for 1.5 h at room temperature (RT). Slides were mounted with DAPI and stored at 4 °C. Imaging was performed using a Nikon Eclipse Ti2 inverted microscope with DS-Ri2 camera and NIS Elements software (v5.21.01).

### Cell Count Quantification.

Total DAPI+ epithelial cells, as well as RFP+, KRT14+, and Ki67+ labeled cells were manually counted using ImageJ. For RFP+, we calculated the percentage of RFP+ cells, normalized to total DAPI+ epithelial cells, for comparisons at 24 h, 1 d, 3 d, 1 wk, 2 wks, and 3 mo. For the injury model, we analyzed sections at 24 h, 3 d, and 1 wk post-NAi.

### Statistical Analysis.

One-way ANOVA was used to compare group means for percentage of RFP+ as well as relative abundance of Ki67+ and KRT14/DAPI with Tukey's HSD post hoc test to determine pairwise comparisons. Results are reported as mean ± SD and were considered statistically significant at \**P* ≤ 0.05 or \*\**P* ≤ 0.01.

### Single Cell Dissociation and Flow Cytometry Cell Sorting.

Larynges were collected from *Lrig1*<sup>Cre<sup>ERT2</sup>/+</sup>; *ROSA26*<sup>LSL-tdTom/+</sup> mice, WT controls, and *ROSA26*<sup>LSL-tdTom/+</sup> mice. Tissues were minced, dissociated, and pooled. After centrifugation, supernatants were discarded and cells filtered through a strainer to remove aggregates. Pellets were resuspended in ACK lysing buffer to eliminate erythrocytes. For flow cytometry, cells were washed, centrifuged, resuspended, and passed through a strainer before sorting on a FACSria2. WT and *ROSA26*<sup>LSL-tdTom/+</sup> cells served as negative and background controls. FACS data were analyzed using J Flow software.

### Single-Cell RNA-Seq Library Construction and Sequencing.

scRNA-seq libraries were prepared using Chromium GEM-X 3' v4 Reagent Kit (10x Genomics). Reverse transcription and barcoding were followed by cDNA amplification and purification with SPRIselect beads, quantified via Bioanalyzer 2100. Libraries were sequenced on an Illumina NovaSeq X + using 150 bp paired-end reads.

### Preprocessing of 10x scRNAseq and Data Analysis.

Raw reads from 10x single-cell RNA-seq were aligned to the mouse genome (GRCm39) using Cell Ranger v8.0.1. 

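The limits are worded for UMI counts and detected genes the other way round from Fig. S4C, which shows up to 8000 genes and 40000 UMIs per cell. Read as the figure shows them, 14252, 7527 and 27614 barcodes of libraries 1, 2 and 3 passed; read as worded, 4432, 1549 and 9914 did. The mitochondrial limit removes cells whose cytoplasm has leaked out, and the lower limits remove droplets with little RNA. In the deposited barcodes the median mitochondrial share was 2.93%, 3.24% and 3.04%.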

Low-quality cells were filtered based on >8% mitochondrial content, <500 or >8,000 UMI counts, or <1,000 or >40,000 detected genes. Doublets were removed using DoubletFinder v2.0.4. 

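A doublet is a droplet that held 2 cells. DoubletFinder makes artificial doublets by adding up pairs of cells and scores each barcode by how many of them are among its nearest neighbours. As it was not at hand, the same kind of score was computed on 30 principal components, and the highest-scoring barcodes were removed in each library at a rate of 0.4% per 1000 barcodes. This gave rates of 7.23%, 4.33% and 12.7%. Removed barcodes had a median of 11764.5, 16378 and 16443 UMIs. Without doublet removal, the mean *Lrig1*+ share was 50.1%, and 24492 of 49393 cells, or 49.6%, were *Lrig1*+.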

Batch effects across three biological replicates were well controlled. 

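Some clusters were drawn mainly from certain libraries. Cluster 1 came from library 3 alone. Cluster 11 held 907, 1004 and 2 cells of libraries 1, 2 and 3, cluster 23 held 505, 35 and 2, cluster 21 held 564, 166 and 2, and cluster 6 held 870, 1434 and 79. No batch other than the library is named in the labels, and the libraries were not integrated before clustering. Within each library the 2 groups of cells were summed separately, so the fit with the replicate block compares them inside libraries.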

Data were normalized, scaled, and variable genes selected using Seurat v5.1.0, with log-normalization performed via NormalizeData (scale factor = 10,000).

### Classification of Cells Based on the *Lrig1* Gene.

Cells were grouped by normalized *Lrig1* expression: zero-expression cells were labeled *Lrig1*<sup>-</sup>, and those with any expression were *Lrig1*<sup>+</sup>. For further analysis, cells were classified as *Lrig1*<sup>High</sup> or *Lrig1*<sup>Low</sup>. All *Lrig1*<sup>-</sup> cells were assigned to *Lrig1*<sup>Low</sup>. Among *Lrig1*<sup>+</sup> cells, those above the sample-specific median were *Lrig1*<sup>High</sup>, those at or below were *Lrig1*<sup>Low</sup>.

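With this rule, *Lrig1* Low holds cells without a *Lrig1* UMI together with those in which *Lrig1* made up a small part of the UMIs. The normalized value divides by the cell's total, so a cell with 1 UMI counts as *Lrig1* High if its total is small. In the deepest cells, those with 20000 to 40000 UMIs, 68.7%, 75.7% and 76.5% had a *Lrig1* UMI in libraries 1, 2 and 3.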

### Assessment of *Lrig1*<sup>-</sup> and *Lrig1*<sup>+</sup> Cell Populations.

PCA was performed using Seurat's RunPCA, and top 10 components were used to generate UMAP embeddings. Gene expression was aggregated into pseudobulk matrices at sample and group levels. Differential expression between *Lrig1*<sup>-</sup> and *Lrig1*<sup>+</sup> groups was analyzed using *Lrig1* DESeq2 (v1.44.0). DE results were mapped to Entrez IDs via org.Mm.eg.db (v3.19.1) and used for gene set enrichment analysis (GSEA) with clusterProfiler (v4.12.6) using the gseGO function and GO Biological Process ontology.

### Dimensionality Reduction and Clustering.

Dimensionality reduction and clustering for *Lrig1*<sup>-</sup> and *Lrig1*<sup>+</sup> groups were performed using Monocle3 (v1.3.7). Data subsets were processed into separate cds objects, and PCA was run with preprocess\_cds(norm\_method = "none", num\_dim = 15). UMAP embeddings were generated via reduce\_dimension(umap.n\_neighbors = 15, umap.min\_dist = 0.1). Clustering was performed using t Leiden algorithm (cluster\_cells) on a k-nearest neighbor graph (k = 15), with clusters identified by optimizing partition modularity.

### Differential Expression Analysis.

Differential expression analysis was performed using Seurat's FindAllMarkers with the Wilcoxon rank-sum test and Bonferroni correction. Genes expressed in ≥10% of cells and absolute average log<sub>2</sub> fold change >0.25 were considered differentially expressed.

### Cell Type Annotation and Cell Proportion.

Manual cell type annotation was performed using cluster-specific marker genes. For each cluster, top 100 upregulated genes (ranked by adjusted *P*-value and log<sub>2</sub> fold change) were matched to known cell-type profiles via CellKb (v2.10). Annotated cell type proportions were calculated within *Lrig1*<sup>-</sup> and *Lrig1*<sup>+</sup> groups for downstream comparison.

### Trajectory Inference and Pseudotime Analysis.

We used Monocle3 for cell trajectory analysis to infer lineage relationships among *Lrig1*<sup>+</sup> clusters.

---

**Supplementary materials: Lungova et al.**

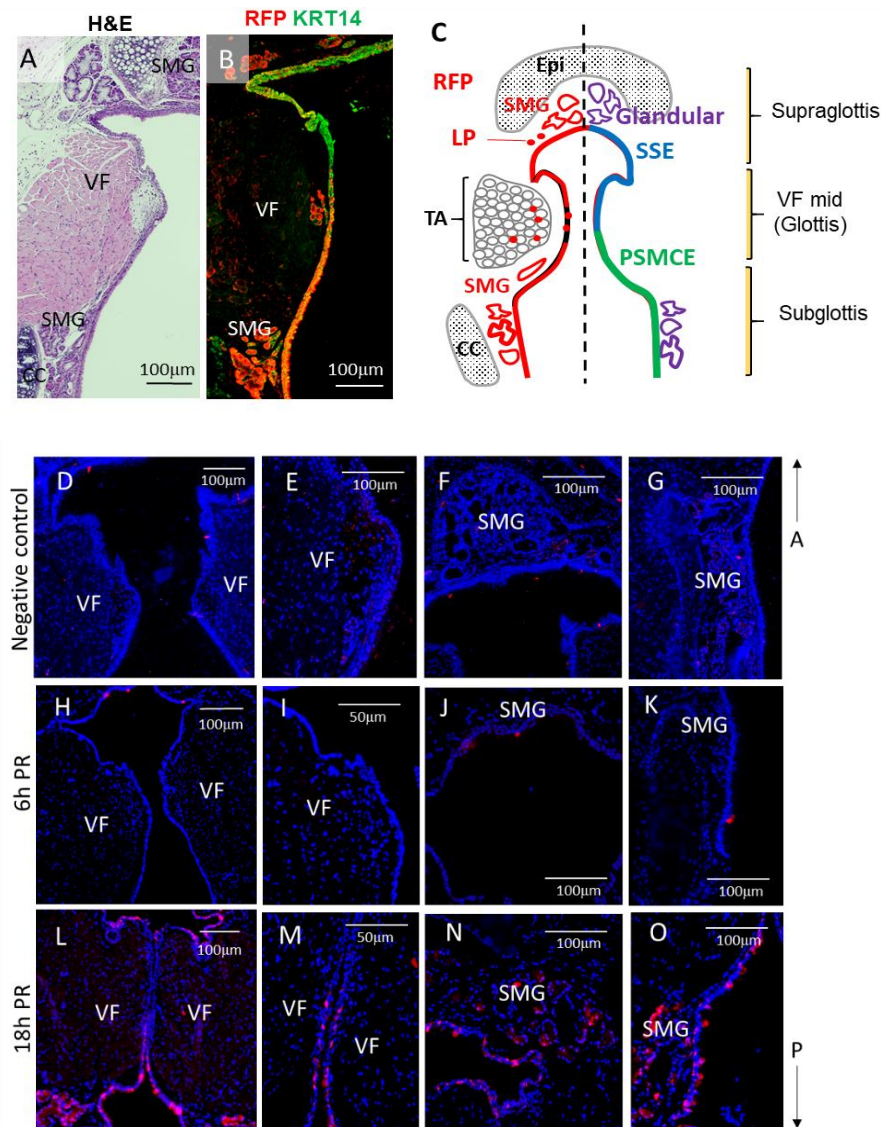

**Supplementary Figure 1: Early-Stage Lineage tracing in *tdTomato* red fluorescent reporter in *Lig1<sup>CreERT2/+</sup>* mice.** (A, B) H&E staining and IF staining with anti-RFP and anti-KRT14 in the coronal mid-membranous VF sections in *Lig1<sup>CreERT2/+</sup>; ROSA<sup>tdTom/+</sup>* mice, showing tissue morphology and co-localization of RFP+ and KRT14 in SMGs and SE. (C) Schematic illustration summarizing RFP+ cell distribution and epithelial organization in the coronal mid-membranous section of the larynx. Left panel depicts the distribution of RFP+ cells in SE, SMGs, with some sporadic staining seen in lamina propria, and TA muscle. Right panel provides regional orientation through the larynx, highlighting corresponding epithelial types in each region. (D-G) Assessment of the VF Region (D, E), the supraglottis (F), and the subglottis (G) in negative control mice without tamoxifen injection. (H-K) Assessment of the VF Region (H, I), the supraglottis (J), and the subglottis (K) in mice 6h post recombination. (L-O) Assessment of the VF Region (L, M), the supraglottis (N), and the subglottis (O) in mice 18h post recombination. Histological analyses were performed in two biological replicates (n=2). Abbreviations: A, anterior; h, hour; CC, cricoid cartilage; Epi, epiglottis; LP, lamina propria; PSMCE, pseudostratified mucociliary epithelium; SMG,

submucosal glands; SSE, stratified squamous epithelium; VF, vocal folds; P, posterior; PR, post-recombination; TA, thyroarytenoid muscle.

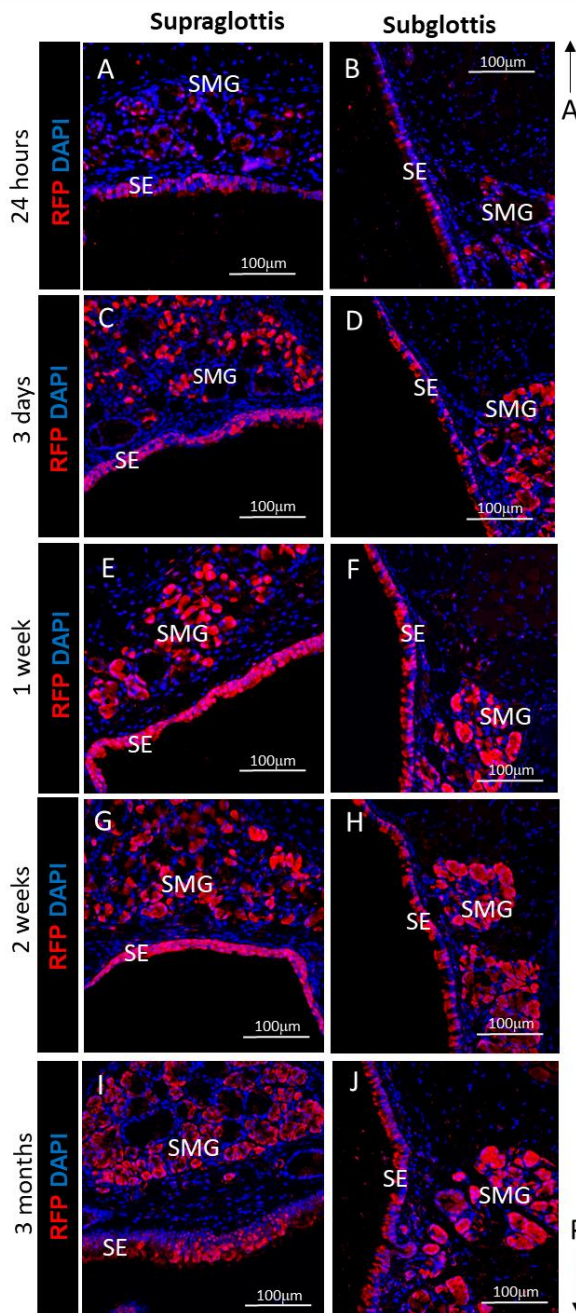

**Supplementary Figure 2: Lineage tracing in *tdTomato* red fluorescent reporter in *Lrig1<sup>CreERT2/+</sup>* mice in supraglottic and subglottic regions.** (A, B) Assessment of *tdTom* expressing *Lrig1* cells in supraglottic and subglottic regions 24h PR; (C, D) 3d PR; (E, F) 1wk PR; (G, H) 2wk PR; and (I, J) 3 mo PR. Directional axes are provided. Histological analyses were performed in three biological replicates (n=3). Abbreviations: A, anterior; SE, surface epithelium; SMG, submucosal glands; VF, vocal folds; P, posterior; PR, post-recombination.

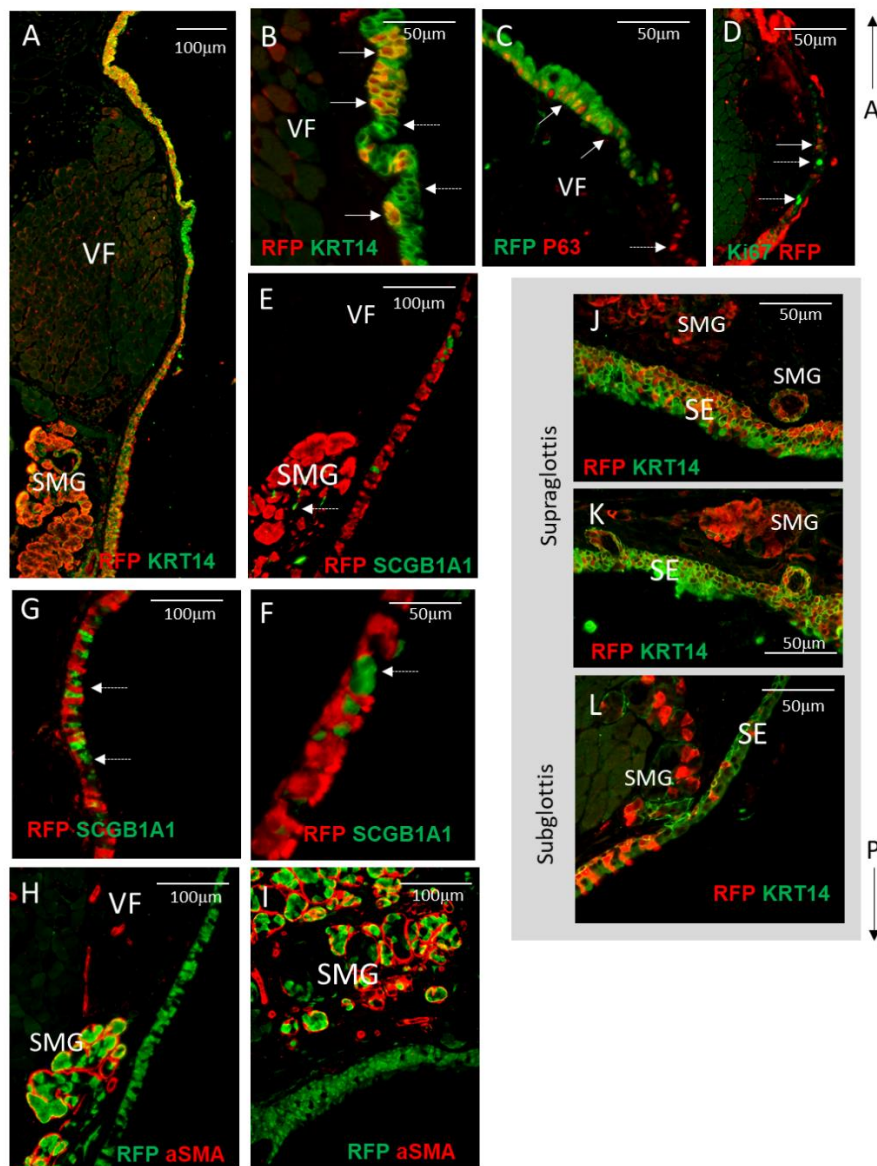

**Supplementary Figure 3: Assessment of cell populations containing RFP+ cells.** (A, B) Co-localization of RFP (red) with cytokeratin KRT14 (green), indicating that RFP+ cells were primarily of epithelial origin. White solid arrows denote RFP+ cells in the basal and suprabasal cell layers. White dashed arrows denote RFP- KRT14+ cells. (C) Co-localization of RFP (red) with P63+ cells (green) along the superior margin of the VFs, indicated by solid white arrows. (D) Co-localization of RFP (red) with Ki67+ cells (green) in the VFs. White solid arrows denote RFP+ Ki67+ cells. White dashed arrows denote RFP- Ki67+ cells. (E-G) Co-localization of RFP (red) with SCGB1A1 cells (green) in the subglottis. White dashed arrows denote lack of RFP signal in SCGB1A1+ cells. (H,I) Co-localization of RFP (green) with aSMA myoepithelial cells (red) in submucosal glands in the supraglottis (H) and subglottis (I). (J-L) Double immunofluorescent staining for anti-RFP and anti-KRT14 showing interaction between SMGs and the SE in the supraglottic (J, K) and subglottic regions (L). All histological analyses were performed on three biological replicates (n=3). Abbreviations: SE, surface epithelium; SMG, submucosal glands; VF, vocal folds.

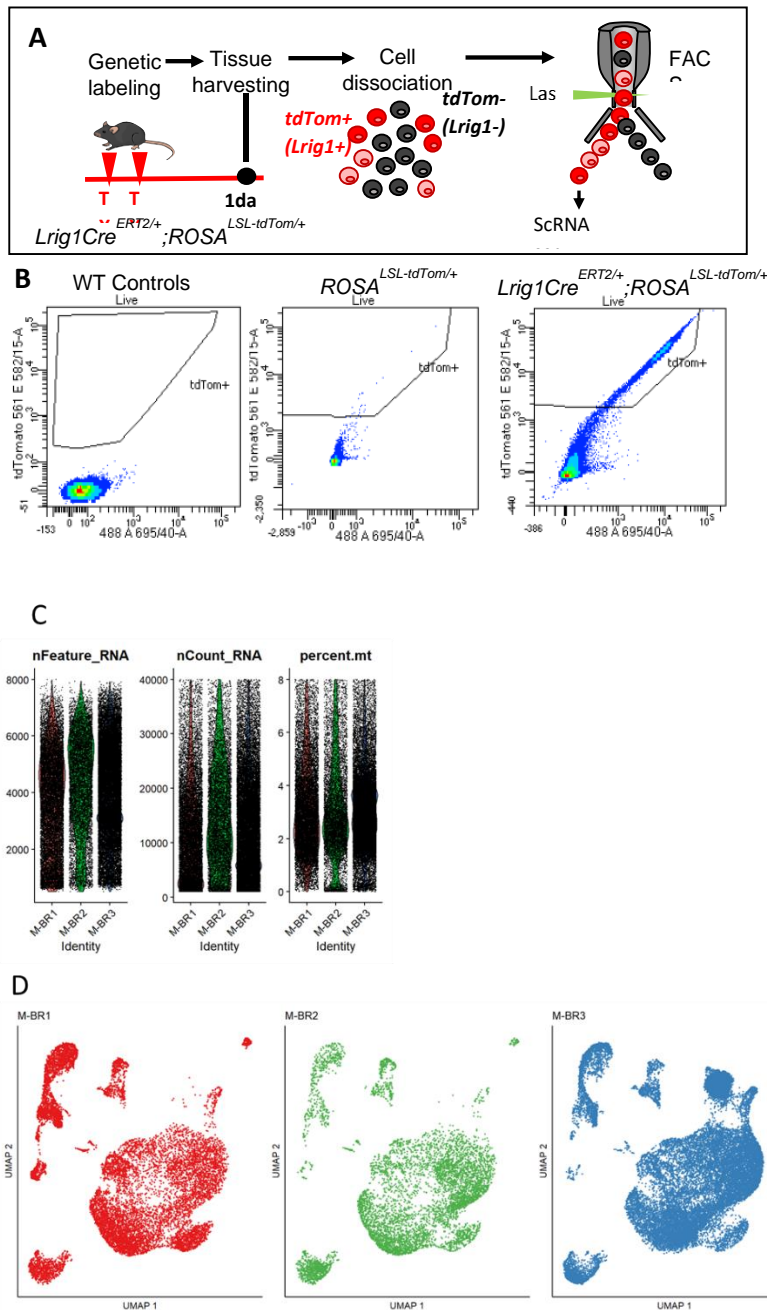

**Supplementary Figure 4: Single cell RNA sequencing strategy.** (A) Schematic illustration of the workflow for harvesting murine laryngeal tissue, isolating *tdTomato*<sup>+</sup> (*tdTom*<sup>+</sup>) cells, followed by enzymatic dissociation and flow cytometry-mediated cell sorting. (B) Flow cytometry gating strategy for sorting *tdTom*<sup>+</sup> cells, including negative controls: wild-type (WT) and background signal control from *ROSA<sup>LSL-tdTom/+</sup>* mice. (C) Quality control and batch assessment. Violin plots showing quality control summaries for each group: number of detected genes per cell (nFeature\_RNA), total UMI counts (nCount\_RNA), and percentage of mitochondrial reads (percent.mt). (D) UMAP projections of each group (M-BR1, M-BR2, M-BR3) showing similar cell distributions across groups.

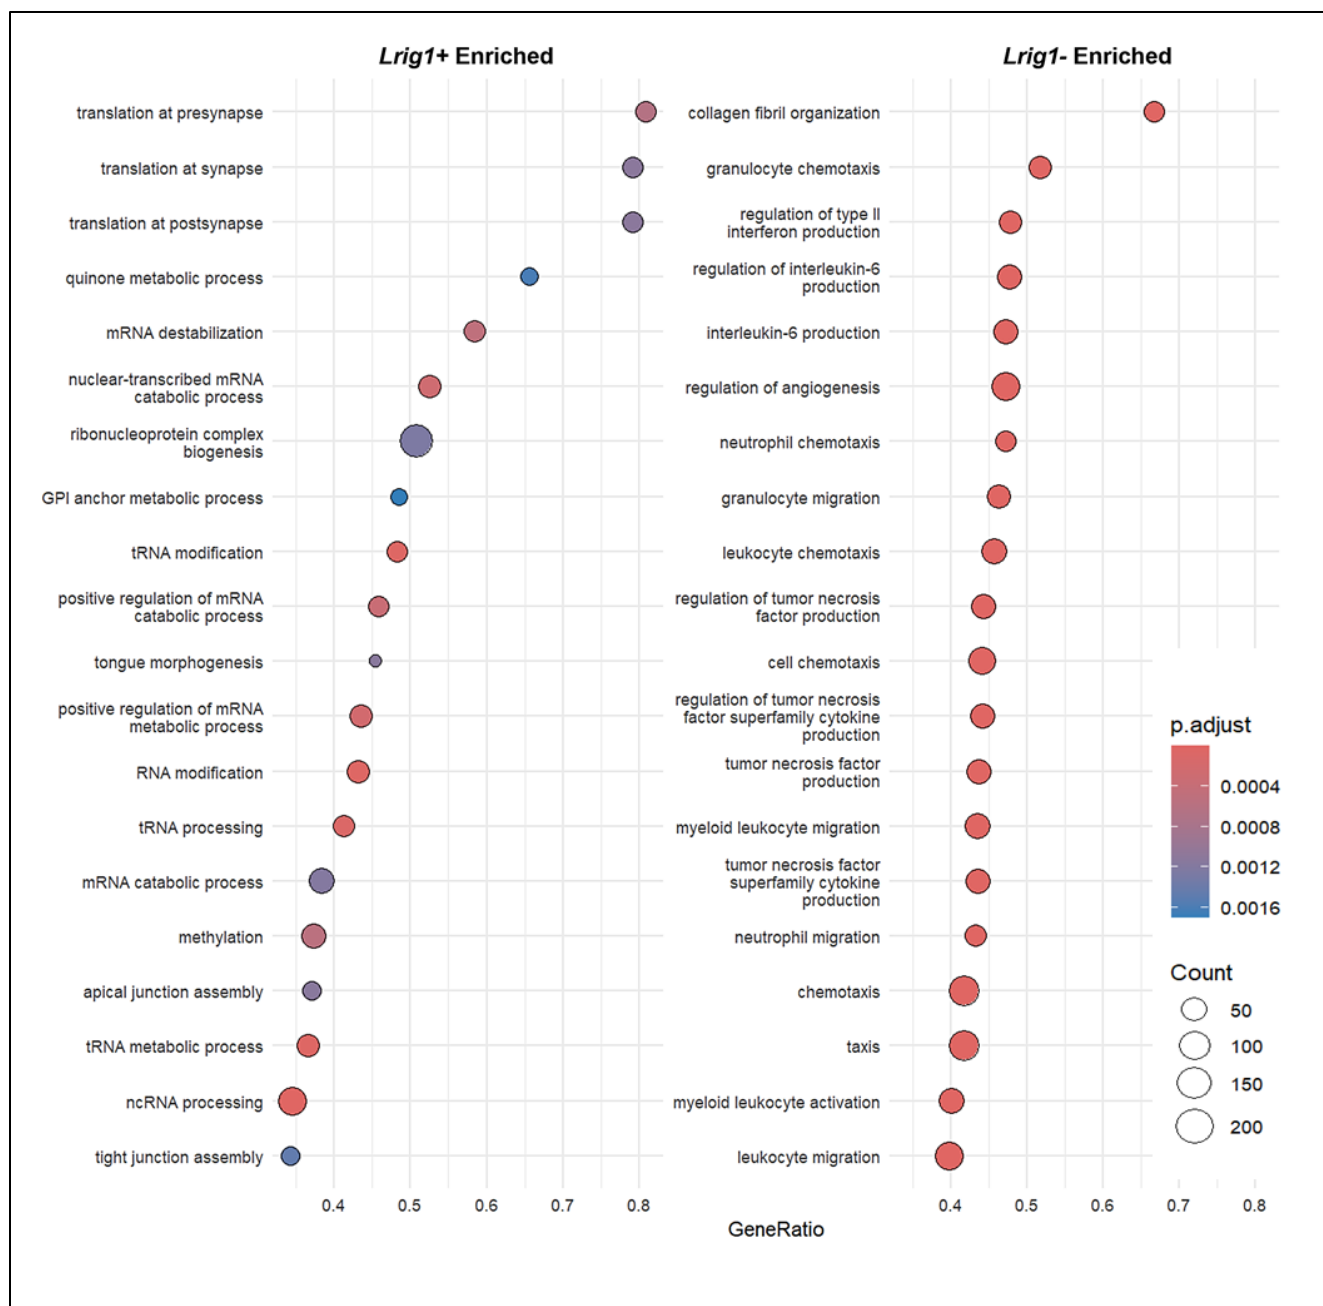

**Supplementary Figure 6: Gene set enrichment analysis of *Lrig1*<sup>+</sup> and *Lrig1*<sup>-</sup> cell populations.** Dot plot of top enriched GO biological processes based on genes ranked by test statistic from the pseudobulk comparison. Pathways enriched toward *Lrig1*<sup>+</sup> (left) relate to RNA activity. Pathways enriched toward *Lrig1*<sup>-</sup> (right) involve immune responses and chemotaxis. Dot size indicates gene set size, color reflects adjusted *P*-value, and the x-axis shows the gene ratio.

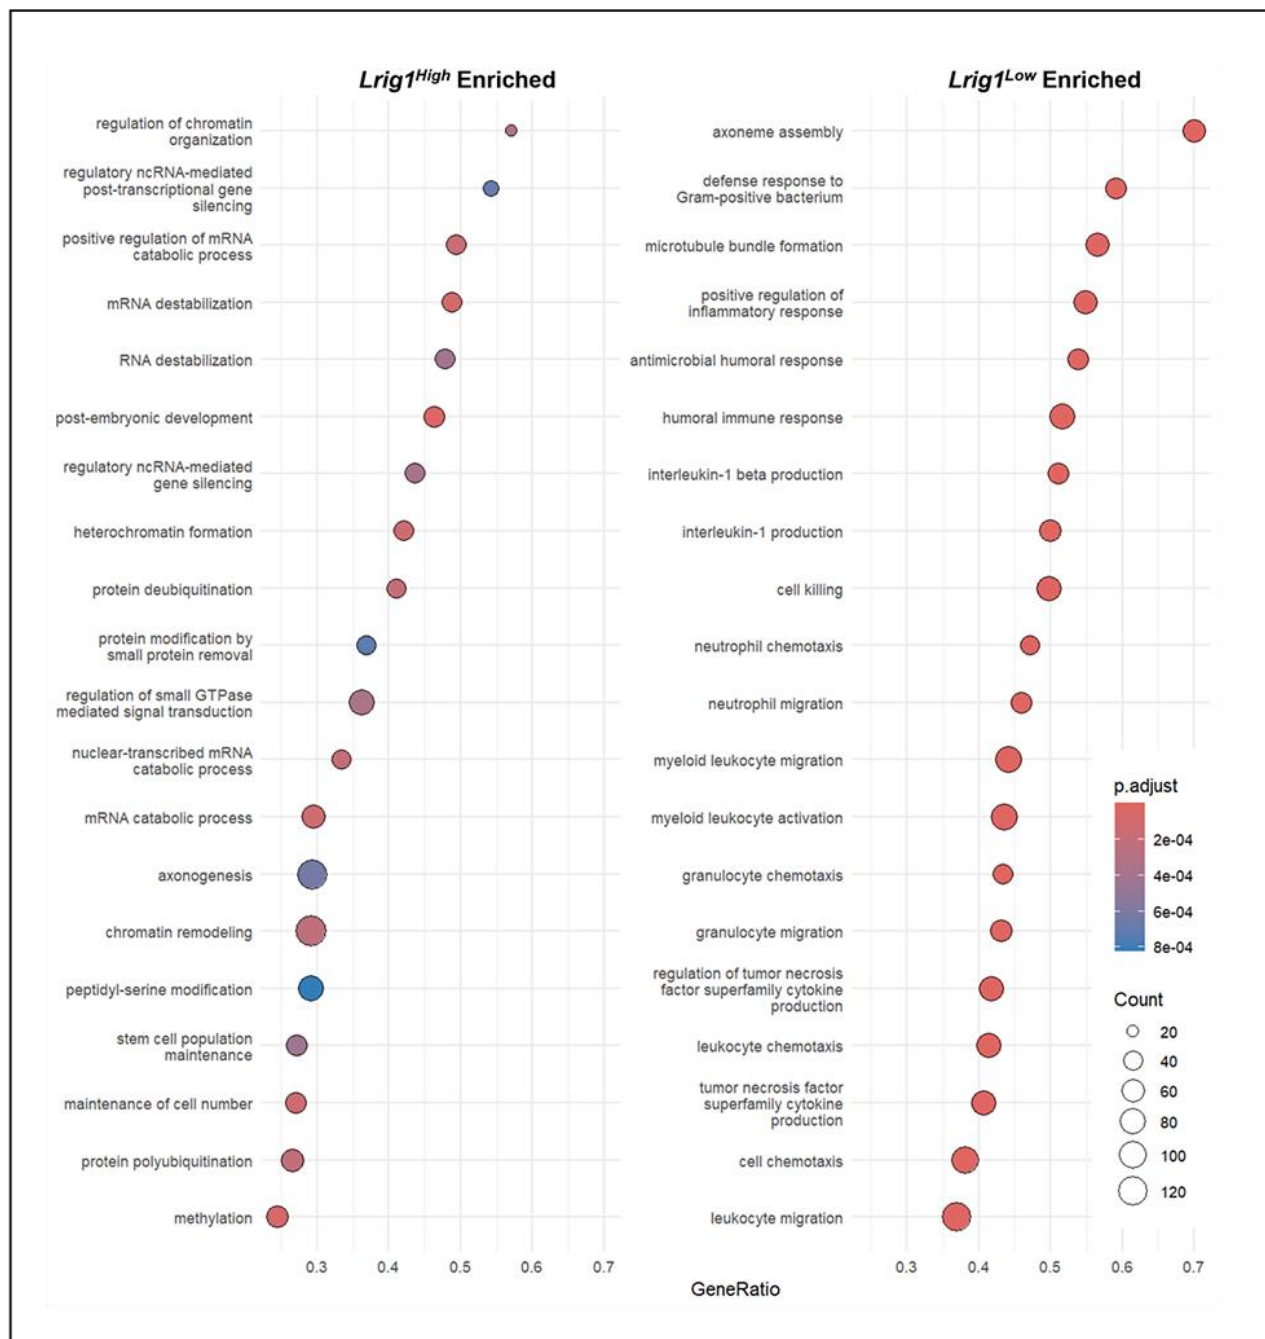

**Supplementary Figure 7: Gene set enrichment analysis of *Lrig1*<sup>High</sup> and *Lrig1*<sup>Low</sup> cell populations.** Dot plot showing the top enriched GO biological processes based on genes ranked by test statistic from the pseudobulk comparison. Pathways enriched toward *Lrig1*<sup>High</sup> (left) relate to RNA activity and protein modifications. Pathways enriched toward *Lrig1*<sup>Low</sup> (right) involve immune responses and chemotaxis. Dot size indicates gene set size, color reflects adjusted *P*-value, and the x-axis shows the gene ratio.

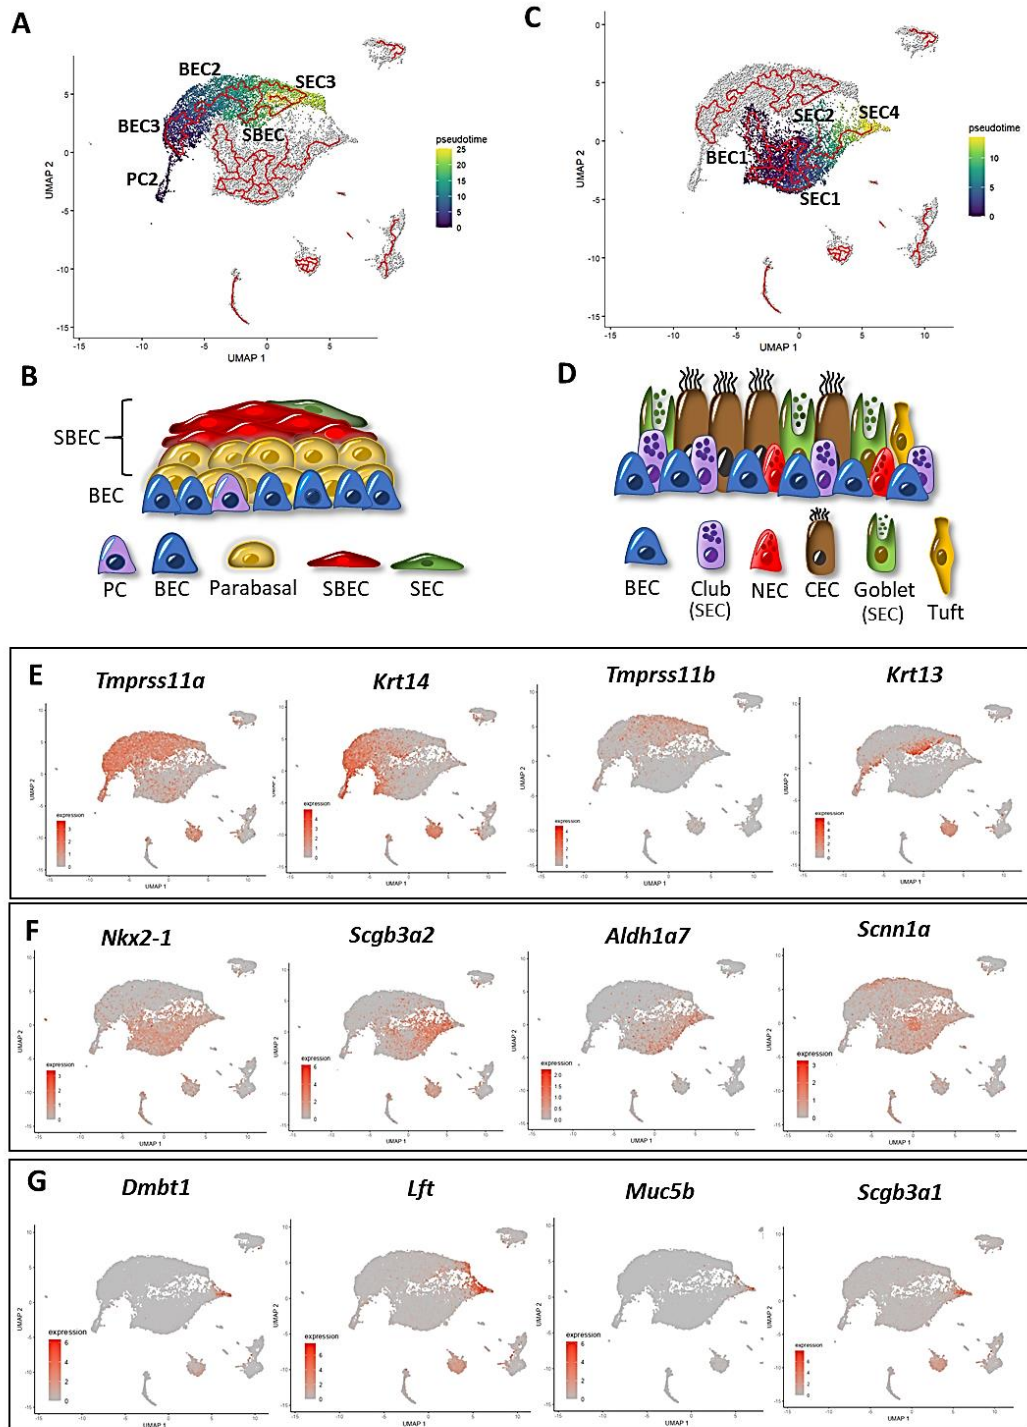

**Supplementary Figure 8: Developmental trajectories within *Lrig1*<sup>+</sup> epithelial cell populations. (A)** Developmental trajectory of the stratified squamous epithelial lineage. Trajectory illustrates the transition from the most undifferentiated cell type, represented by BEC3 (dark blue), through the intermediate stages of BEC2 (dark green), towards the SBEC (light green), and ultimately to the most differentiated SEC3 (yellow). **(B)** Schematic illustration showing all potential cell types in SSE. **(C)** Developmental

trajectories of the pseudostratified epithelial lineage. Trajectories illustrate the transition from the most undifferentiated cell type, represented by BEC1 (dark blue), through the intermediate stages of SEC1 (dark green), towards the SEC2 (light green), or from BEC1 (dark blue) through SEC1 (dark green) towards the most differentiated SEC4 (yellow). **(D)** Schematic illustration showing all potential cell types in the pseudostratified epithelial lineage. **(E)** Genes enriched in squamous epithelial cells. **(F)** Genes enriched in pseudostratified epithelial cells. **(G)** Genes enriched in submucosal glands. Abbreviations: BEC, basal epithelial cell; CEC, ciliated epithelial cell; NEC, neuroendocrine cell; PC, proliferating cell; SEC, secretory epithelial cell; SBEC, suprabasal epithelial cell.

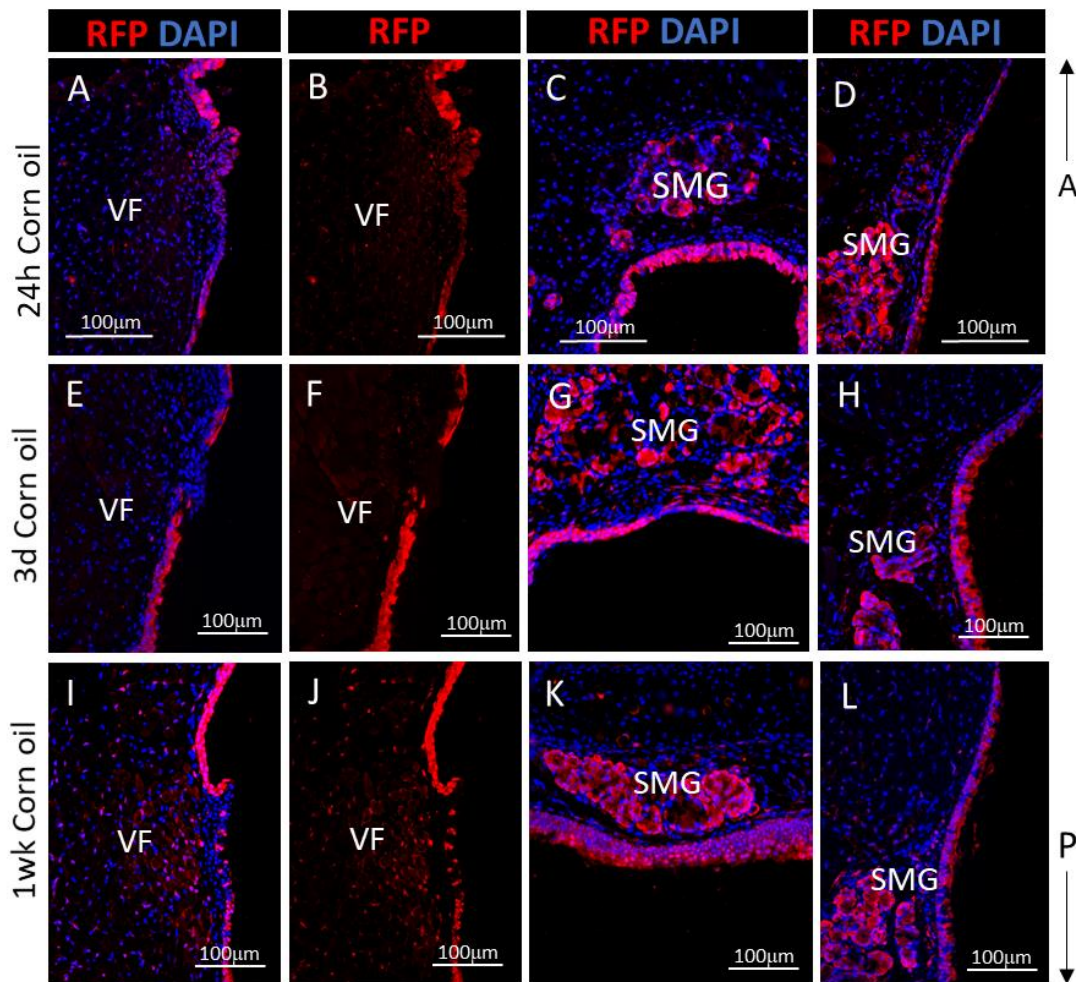

**Supplementary Figure 9: Lineage tracing in *Lrig1*<sup>CreERT2/+</sup>;*ROSA*<sup>LSL-tdTom/+</sup> control mice following corn oil injections. (A-D)** IF staining for anti-RFP (red) and DAPI in VFs (A, B), the supraglottis (C), and the subglottis (D) in control mice 24h post corn oil injection. **(E-H)** IF staining for anti-RFP (red) and DAPI in the VFs (E, F), the supraglottis (G) and the subglottis (H) in control mice 3d post corn oil injections. **(I-L)** IF staining for anti-RFP (red) and DAPI in VFs (I, J), the supraglottis (K), and the subglottis (L) in control mice 1wk post corn oil injections. All histological analyses were performed on three biological replicates (n=3). (Abbreviations: A, anterior; h, hour; d, day; P, posterior; RFP, red fluorescent protein; SE, surface epithelium; SMG, submucosal glands; VF, vocal fold; wk, week.

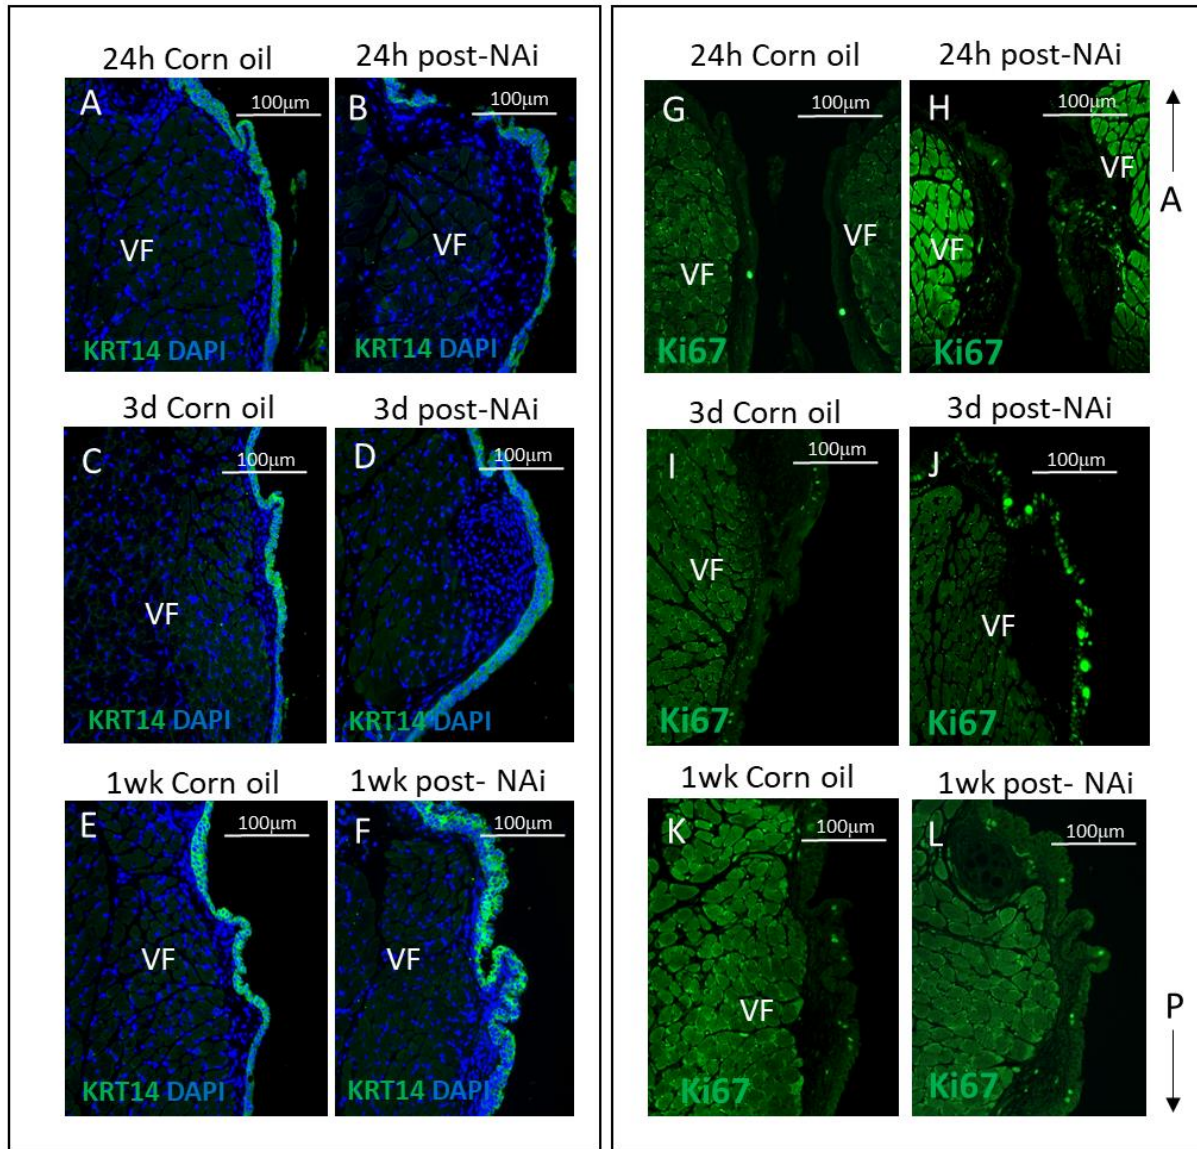

**Supplementary Figure 10: Assessment of epithelial layer expansion and cell proliferation in VF epithelium in response to NA injury. (A -F)** IF staining for anti-KRT14 (green) and DAPI in VFs VF mid-membranous region across timepoints in control and NA injured mice. **(G-L)** IF staining for anti-Ki67 (green) in VFs VF mid-membranous region across timepoints in control and NA injured mice. All histological analyses were performed on three biological replicates (n=3). Abbreviations: A, anterior; d, day; h, hour; mo, month; NAi, naphthalene injury; P, posterior; RFP, red fluorescent protein; VF, vocal fold; wk, week.

## Control

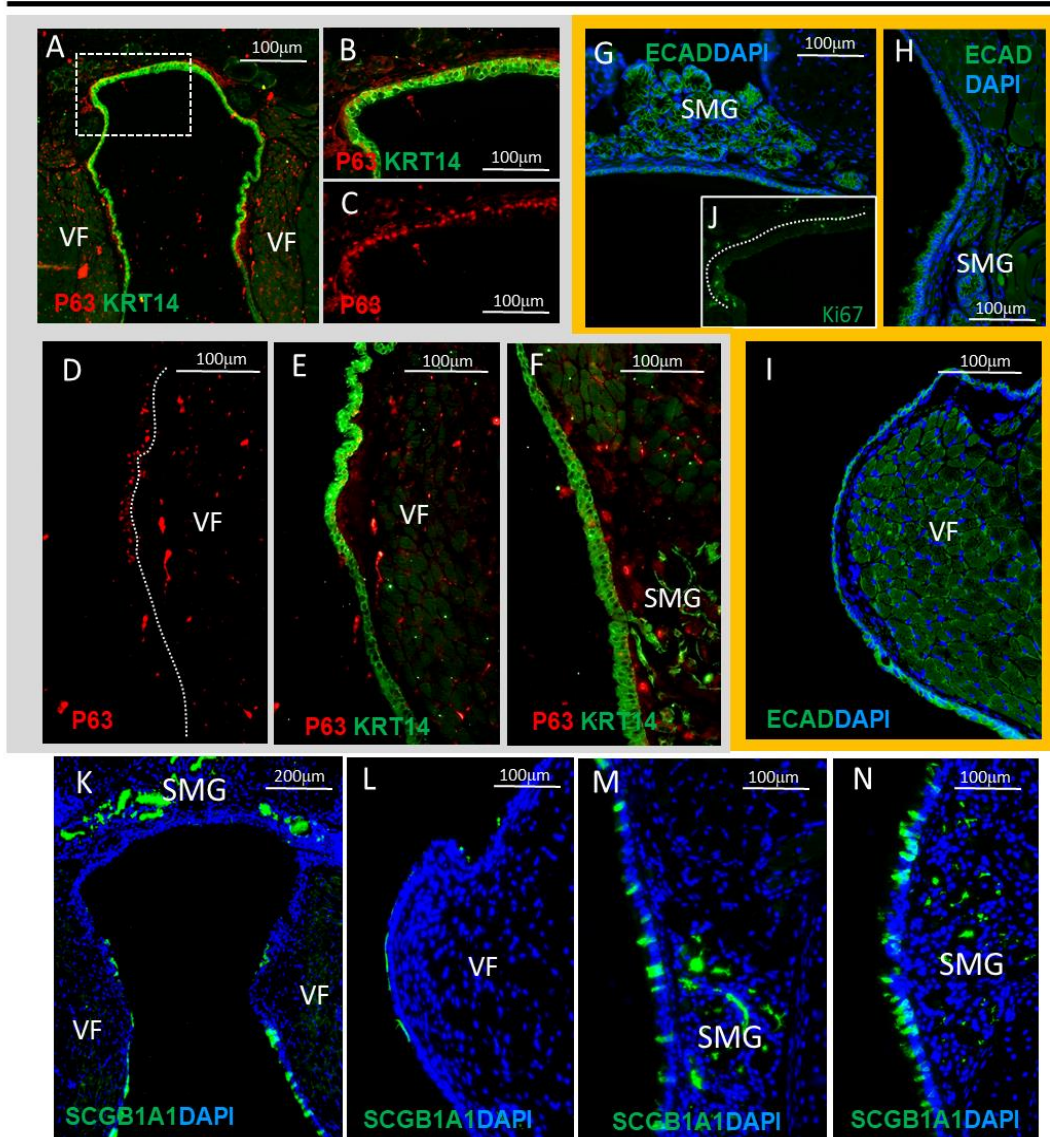

**Supplementary Figure 11: IF staining for assessment of epithelial integrity and cell type distribution in control *Lrig1<sup>CreERT2/+</sup>* mice.** (A–F) Double IF staining with anti-P63 (red) and anti-KRT14 (green) showing the morphology of the P63+ basal cell layer in the larynx (A), the supraglottis (B, C), VFs (D, E), and subglottis (F). Bracketed region in panel A is shown at higher magnification in panels B and C. A white dashed line in the panel D denotes epithelial boundary. (G–I) IF staining with anti-E-cadherin (ECAD; green) and DAPI (blue) illustrating epithelial compactness in the supraglottis (G), subglottis (H), and VFs (I). (J) Anti-Ki67 IF staining (green) in the supraglottis, with the dashed line marking the epithelial boundary. (K–N) Double IF staining with anti-SCGB1A1 (green) and DAPI (blue) showing the distribution of secretory cells within the SE and SMGs in the larynx (K), VF (L), and subglottis (M, N). All histological analyses were performed in three biological replicates (n = 3). Abbreviations: SE, surface epithelium; SMG, submucosal glands; VF, vocal fold.

1 week PR *Lrig1*<sup>Cre<sup>ERT2/+</sup></sup>; *Notch1*<sup>F/+</sup>

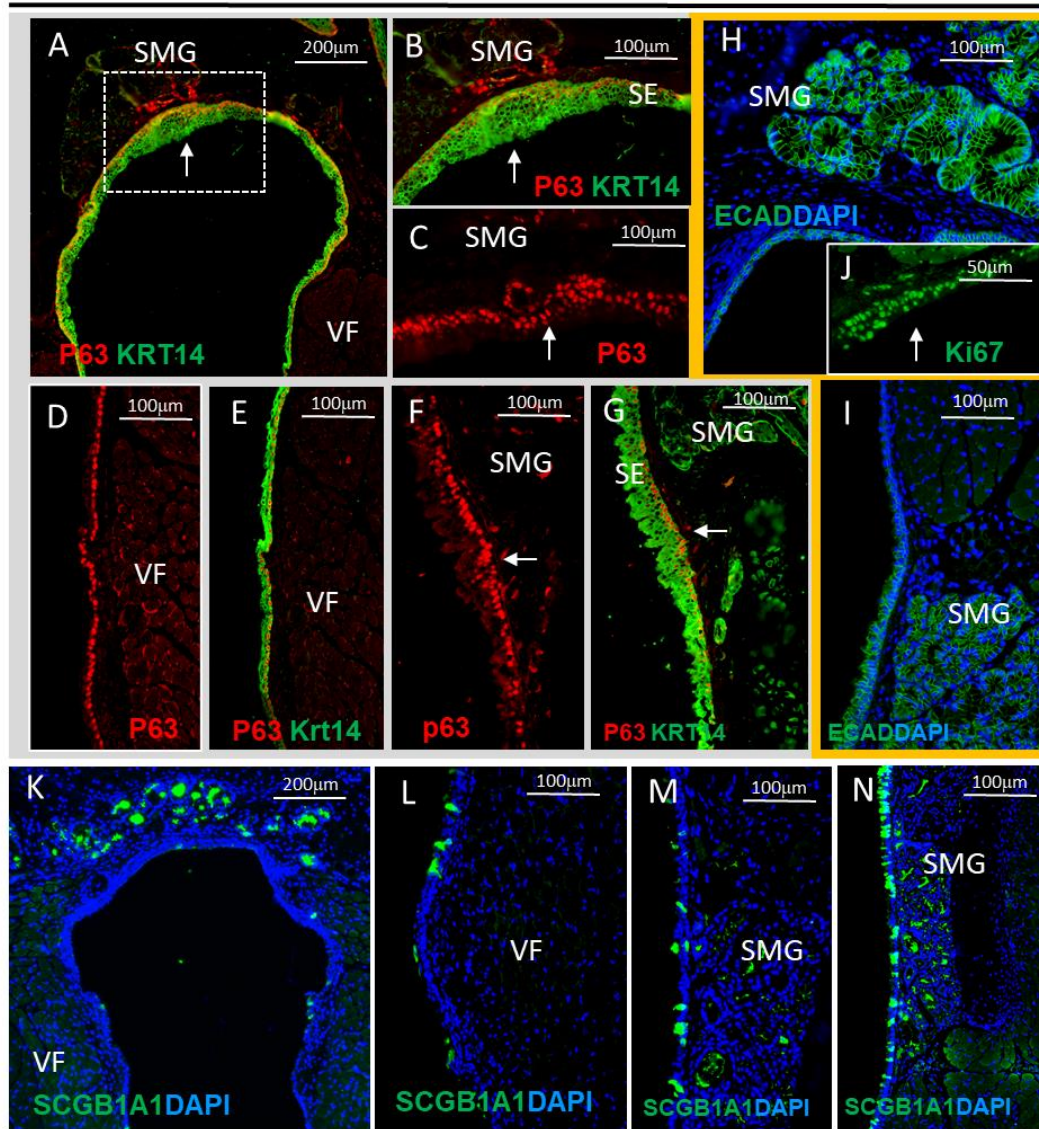

**Supplementary Figure 12: IF staining for assessment of epithelial integrity and cell type**

**distribution in heterozygous *Lrig1*<sup>Cre<sup>ERT2/+</sup></sup>; *Notch1*<sup>F/+</sup> mice 1 week PR. (A–F)** Double IF staining with anti-P63 (red) and anti-KRT14 (green) showing the morphology of the P63+ basal cell layer in the larynx (A), the supraglottis (B, C), VFs (D, E), and subglottic region (F). The bracketed region in panel A is shown at higher magnification in panels B and C. White solid arrows in the panels of A, B, C, F, G and J denote expansion of P63+ cells. **(H, I)** IF staining with anti-E-cadherin (ECAD; green) and DAPI (blue) illustrating disruption of epithelial adherens junctions in the supraglottis (H), and compact epithelium in the subglottis (I). **(J)** Anti-Ki67 IF staining (green) in the supraglottis. **(K–N)** IF staining with anti-SCGB1A1 (green) and DAPI (blue) showing distribution of secretory cells within the SE and SMGs in the larynx (K), VFs (L), and subglottic region (M, N). All histological analyses were performed in three biological replicates (n = 3). Abbreviations: SE, surface epithelium; SMG, submucosal glands; VF, vocal fold.

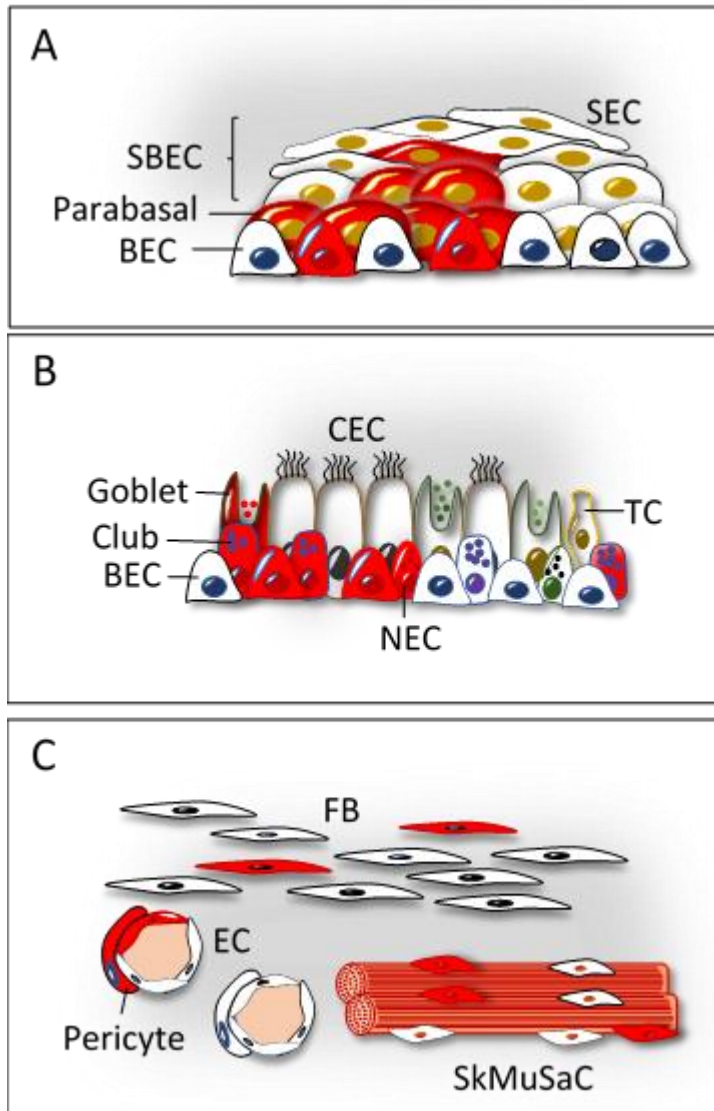

**Supplementary Figure 13:** Schematic illustration of *Lrig1*<sup>+</sup> (in red) and *Lrig1*<sup>-</sup> cells (in white) in SSE (A), pseudostratified mucociliary epithelium (B) and non-epithelial cell populations (C). Abbreviations: BEC, basal epithelial cell; CEC, ciliated epithelial cell; EC, endothelial cell; FB, fibroblast; NEC, neuroendocrine cell; SBEC, suprabasal epithelial cell; SEC, secretory epithelial cell; SkMuSaC, skeletal muscle satellite cell; TC, tuft cell.

| Primary Ab           | Species | Dilution                          | Cat#       | Vendor                            |
|----------------------|---------|-----------------------------------|------------|-----------------------------------|
| Ki67                 | Rb      | 1:150                             | Ab16667    | Abcam                             |
| SCGB1A1              | Rb      | 1:100                             | Ab213203   | Abcam                             |
| P63                  | Ms      | 1:100                             | CM163A     | Biocare Medical                   |
| KRT14                | Rb      | 1:150                             | 10143-1-AP | Proteintech                       |
| LRIG1                | Sheep   | 1:50                              | AF7498     | R&D Systems                       |
| RFP                  | Ms      | 1:100                             | Ab125244   | Abcam                             |
| RFP                  | Rb      | 1:100                             | Ab15481    | Abcam                             |
| MUC5B                | Rb      | 1:100                             | Ab87376    | Abcam                             |
| Alpha-SMA            | Ms      | 1:100                             | C6198      | Millilipore sigma                 |
| E-Cadherin           | Rb      | 1:100                             | 3195S      | Cell Signaling                    |
|                      |         |                                   |            |                                   |
| Secondary Ab         |         |                                   |            |                                   |
| Alexa Fluor 488      | Goat    | 1:500                             | A20000     | ThermoFisher                      |
| Cy3                  | Goat    | 1:200                             | AB_2338680 | JacksonImmuno Research            |
| Northern Lights      | Donkey  | 1:500                             | NL010      | R&D Systems                       |
|                      |         |                                   |            |                                   |
| Gene                 |         | Primer Forward Sequence 5' → 3'   |            | Reverse Sequence 5' → 3'          |
| Lrig1                |         | GCG GTC TGG CAG TAA<br>AAA CTA TC |            | GTG AAA CAG CAT TGC<br>TGT CAC TT |
| Notch1               |         | CAA CAT CCA GGA CAA<br>CAT GG     |            | GGA CTT GCC CAG GTC<br>ATC TA     |
| ROSA26TdTom - WT     |         | AAG GGA GCT GCA GTG<br>GAG TA     |            | CCG AAA ATC TGT GGG<br>AAG TC     |
| ROSA26TdTom - Mutant |         | GGC ATT AAA GCA GCG<br>TAT CC     |            | CTG TTC CTG TAC GGC<br>ATG G      |
|                      |         |                                   |            |                                   |

**Supplementary Table 1:** List of primary and secondary antibodies and primers used.

How the deposited data were processed for this re-analysis (not part of the article)

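Single-cell RNA sequencing was measured in 3 libraries of tdTomato-sorted cells from larynges of *Lrig1Cre ERT2/+; ROSA LSL-tdTom/+* mice, each a pool of 10 larynges, 1 day after recombination. All 3 libraries belong to a single condition, and the groups compared are groups of cells within them. Other experiments of the paper, such as the naphthalene injury, the lineage tracing and the human tissue, were not analysed here. The authors aligned the reads to GRCm39 with Cell Ranger and deposited the UMI count of each gene in each barcode called as a cell, as whole numbers without normalization. The limits on cells and the doublet removal that the paper describes are not applied in these counts. The genes were keyed by Ensembl identifier, since 52 of the 33696 features share their symbol with another feature, and 33185 were found in a GRCm39 annotation that gave the coordinates.

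From the counts, barcodes with 500 to 8000 detected genes, 1000 to 40000 UMIs and at most 8% mitochondrial UMIs were kept. Doublets were scored on 30 principal components by the share of simulated doublets among each barcode's nearest neighbours, and removed at 0.4% per 1000 barcodes of a library, 4851 in all, which left 44542 cells. The kept cells held 158511440, 110904852 and 293723561 UMIs in libraries 1, 2 and 3. A share of cells with a UMI rests on depth, so shares were repeated with each cell thinned to 5000 and to 2000 UMIs, shallower cells left out. Confidence intervals are 95% Wilson intervals, which cover counting error only.

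Cells were clustered with scanpy 1.11.5 (anndata 0.12.19, igraph 0.11.9) on 2000 variable genes without *Lrig1*, 15 principal components and 15 neighbours, by the Leiden method at resolution 1, with 0.5 and 2 as alternatives. The libraries were not integrated. Marker genes of each cell type were fixed in advance, and the rule that turns them into a name was set after seeing the clusters: at least 3 markers and 40% of them raised by a log2 fold of 0.5, each in at least 10% of the cells, and the class with the largest share of markers raised was taken. The cluster still stayed unnamed where another class had more markers among the cluster's 10 top genes, where over 50% of its cells came from the mixed cluster, or where the class had no marker among the top genes and either fewer than 4 markers or under 50% of them were raised or the cells had under 33.3% of the library's median UMIs. The share of cells in unnamed clusters is given per group. Levels by class are summed UMI counts as CPM, per library, over classes with at least 20 cells in a library. Diffusion pseudotime was run on 10 components.

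A cell was *Lrig1*+ with at least 1 *Lrig1* UMI. UMI counts were summed per library and group and tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest), without covariates, over 19672 genes for *Lrig1*+ against *Lrig1*- and 19313 genes for *Lrig1* High against *Lrig1* Low sums. *Lrig1* defines the groups and was left out of both tests. Adjusted p-values are Benjamini-Hochberg with a threshold of 0.05. DESeq2 1.42.0 was an alternative, as the paper names it without giving its design formula or threshold. Both sums of a library come from the same pool: over genes, the deviations of its 2 sums from their group means correlated by 0.673, 0.601 and 0.732 in libraries 1, 2 and 3 for *Lrig1*+ and *Lrig1*- sums, and by 0.609, 0.570 and 0.610 for the other comparison. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, and with fry. The 16 lists were angiogenesis, axon guidance families, axoneme, the G2 and M phases, the S phase, chromatin regulators, collagens, the response to dissociation, leukocyte chemotaxis, mitochondrially encoded genes, mRNA decay, ribosomal proteins, small RNA silencing, stem cell maintenance, tRNA modification and ubiquitin enzymes. Reactome pathways came with fgsea 1.28.0, and 6998 of its 7111 gene identifiers were matched to a symbol.

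The genes named in the text are every gene the paper names for this experiment and, by a rule set in advance, the 5 with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 10 CPM and the same direction in all 3 libraries. As no gene passed without the block, the latter were taken from the fit with the block. Genes of the mixed cluster, thyroid genes and *Krt5* were named after their values were seen. A further gene was taken out of the tests and is not reported here.

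To see what a split by any gene of like detection gives, the cells were also split by 50 other genes and the same tests were run. These genes were drawn with a fixed seed (7) among those detected within 5 percentage points of *Lrig1*. List medians of these splits and of the *Lrig1* split were compared less the median over all genes of the same split. The scripts were tested on simulated data, in which 200 genes were changed by known folds in counts drawn from the real means and library sizes. For *Lrig1*+ against *Lrig1*- sums, over 19673 genes, edgeR recovered 36 of the 200 without the block and 133 with it, with 0 and 20 false calls, and DESeq2 recovered 83 with 1 false call. For *Lrig1* High against *Lrig1* Low sums, over 19314 genes, these numbers were 38, 138 and 96, with 0, 14 and 0 false calls. The alternatives were other quality limits, no doublet removal, no filter on low counts, thinned cells, cells matched on library, cluster and UMI count, sums per cluster with library and cluster as blocks, at least 2 *Lrig1* UMIs, other clusterings, and each library left out in turn. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.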

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

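The tests in this part were chosen after the result was seen, and the list of thyroid genes was written after the data were first looked at. At least 3 of 7 genes of thyroid follicular cells were detected in 77 cells, 20, 39 and 18 of libraries 1, 2 and 3, and 52 of them were *Lrig1*+, or 67.5% (95% Wilson interval 56.5 to 76.9). They are a signal in genes that the paper does not discuss. Of the 7 genes, *Foxe1* was also detected in 29.8% of the other cells, *Tshr* in 6.45% and *Tg* in 3.75%, and each of the others in under 1%. At least 5 of the genes were detected in 29 cells.

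Of the 77 cells, 33 lay in the Neuroendocrine-like cluster, 26 of them from library 2. Free RNA is argued against for these, since *Tg* (ENSMUSG00000053469, chromosome 15, 66542602 to 66722570) stood at 33420 CPM in them, or 3.34% of their UMIs, against 1.64 CPM in the other 203 cells of the cluster. Doublets with airway cells are argued against by their *Krt5*, at 71.8 CPM, below the 140 CPM of the other cells of the cluster. *Pax8* stood at 632 CPM, and *Calca*, which marks the other endocrine cells of the thyroid, was not detected. A candidate explanation is thyroid tissue left on the larynx when it was dissected. No biological explanation was tested, since the design holds 1 condition.

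Another 44 cells lay in other clusters, with *Tg* at 884 CPM and *Krt5* at 1533 CPM, close to the 1589 CPM of *Krt5* in the other cells there. Only 3 of the 44 reached 50% of the *Tg* level that a doublet would have, 21902 CPM. What these 44 cells are stays open, free RNA included. A further 15 barcodes of the mixed cluster reached 3 of the genes and are not counted among the 77. The 52 *Lrig1*+ cells are a small part of the 21679.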

How the results depend on the processing

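The alternatives were set before the data were examined, apart from DESeq2 with the replicate block, the settings without the mixed cluster, those that join the replicate block to another change, the blocked splits by other genes, and the need for 5 tuft cell markers, which were chosen after seeing the data. Unless a sentence says otherwise, the cause was not tested.

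Between *Lrig1*+ and *Lrig1*- sums, edgeR called 0 genes in 12 of 12 settings without a block, with 92 to 3821 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0646. With the replicate block it called 4217, and DESeq2 called 601, or 565 without the mixed cluster and 4411 with the block. The block called 4406 genes without the mixed cluster, 894 in matched cells, 2430 in cells thinned to 5000 UMIs, 3609 in as many cells drawn at random as were matched, and 336 in cells matched on library and cluster alone. With library and cluster as blocks, edgeR called 568, over the 11117 genes that this sparser design leaves. With the block and without replicate 1, 2 or 3, it called 2960, 294 and 2191, in a design that also has fewer sums. Between *Lrig1* High and *Lrig1* Low sums it called 0 in 12 of 12 settings without a block (201 to 3477 genes unadjusted, smallest adjusted p 0.0848). The same settings called 4363 with the block, 366 in DESeq2, 562 in DESeq2 without the mixed cluster, 4642 in DESeq2 with the block, and, with the block, 5326 without the mixed cluster, 1765 in matched cells, 2558 in thinned cells, 4141 in cells drawn at random and 2218 in cells matched on library and cluster. Library and cluster blocks called 3176, and the block without replicate 1, 2 or 3 called 4221, 1623 and 2822. In simulated counts of these designs, edgeR without the block recovered 36 and 38 of 200 changed genes, so calls at 3 libraries are possible and many changes are missed.

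Of the 16 lists, camera called 12 between *Lrig1*+ and *Lrig1*- sums. It called 5 with all barcodes, 0 in matched cells, 2 with library and cluster blocks, 5 with the replicate block and matched cells, and 7 with the block and cells matched on library and cluster. Fry called 0 without the block and 2 with it. Between *Lrig1* High and *Lrig1* Low sums camera called 14, then 4 in matched cells, 6 with library and cluster blocks, 5 with the block and matched cells, and 9 with cells matched on library and cluster; fry called 0 either way. Over single lists, 221 of 300 planned settings kept direction and side of the threshold, 57 kept the direction alone, 7 passed the threshold newly and 15 reversed. Of 225 added ones, 168, 28, 15 and 14 did. DESeq2 gives no list test, so it has no value here.

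Reversed medians between *Lrig1*+ and *Lrig1*- sums were as follows. Under the SI's wording of the limits, axon guidance went to 0.0341, axoneme to -0.45 and ribosomal proteins to -0.0976. With all barcodes, mitochondrial genes went to -0.18. In thinned cells axoneme went to -0.35, with the block too, and with a replicate left out it lay between -0.23 and 0.24, at -0.23 with the block and without replicate 1. In matched cells, with the block or without it, ribosomal proteins went to -0.0361 and tRNA modification to -0.0156, and with the block mRNA decay to -0.00712. With library and cluster blocks, the median of axon guidance was -0.0514, with a test that pointed up, and that of ribosomal proteins -0.0740. In cells matched on library and cluster, the G2 and M phases went to 0.32, mRNA decay to -0.0183, ribosomal proteins to -0.0442, stem cell maintenance to -0.00303 and tRNA modification to -0.00856. For *Lrig1* High cells, axoneme went to 0.0528, the G2 and M phases to 0.0202 and collagens to 0.0180 in matched cells, with the block or without it. In cells matched on library and cluster the G2 and M phases went to 0.11. With library and cluster blocks the medians of axoneme and collagens stayed below 0, at -0.22 and -0.21, while the test pointed up.

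Only part of the named genes was tallied between *Lrig1*+ and *Lrig1*- sums. Of 119 planned settings, 103 kept direction and side of the threshold, 11 passed it newly and 5 reversed. Of 108 added ones, 56, 44 and 8 did. Genes outside the tally changed sign over the settings too. Among these were *Dapl1* (-0.24 to 0.41), *Scnn1a* (-0.11 to 0.44) and *Aldh1a7* (-0.06 to 0.45). Others were *Nkx2-1* (-0.27 to 0.16), *Scg2* (-1.62 to 1.33) and *Chga* (-1.32 to 0.73). *S100a9* went to 0.0495 in matched cells, 0.32 in cells matched on library and cluster and 0.28 with the block without replicate 1; with a replicate left out it lay between -6.26 and 0.25, the latter without replicate 1, which alone has high counts. *Notch1* went to -0.0406 in matched cells (-0.0413 with the block), to -0.0327 with library and cluster blocks and to -0.0344 in cells matched on library and cluster. In the latter cells *Trp63* went to -0.0230, *Scgb1a1* to 0.37 and *Mki67* to 0.60. *Mki67* went to 0.0607 in matched cells and 0.0155 with the block. With library and cluster blocks, none of *Acta2*, *Myh1*, *S100a9*, *Tagln*, *Dcpp2* and *Il1b* has enough counts to be tested.

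Of 50 other genes, 25 called as many genes as *Lrig1* with the block, and 4 did in matched cells with the block; without it all 50 did, since the *Lrig1* split calls 0. Within classes, edgeR called 10 genes, 3971 with the block and 1356 with the block in thinned cells. The mean *Lrig1*+ share, 49.6%, went to 27.7% under the SI's wording, 26.2% with at least 2 UMIs, 30.8% at 5000 UMIs and 14.3% at 2000, which is what fewer UMIs per cell give. The ratio of median UMIs went to 1.25 under the SI's wording, whose upper limit removes deep cells, to 3.06 with all barcodes and to 2.35 with at least 2 UMIs. The excess of cells without a *Lrig1* UMI over Poisson went to 1.98 points under the SI's wording. For cells with fewer than 2 *Lrig1* UMIs, which is another quantity, the excess was 2.55 points. The *Lrig1*+ share of Basal-like less that of Fibroblast-like cells, 28.0 points ± 6.92 (SD, n = 3), was 13.1 under the SI's wording, 13.0 at 5000 UMIs and 6.03 at 2000. The log2 ratio of *Trp63* in Secretory-like over Basal-like cells went to -0.59 at resolution 2 and -0.68 with each group clustered on its own, from -0.31, and to -0.15 without replicate 3. The *Lrig1*+ share of cells with tuft cell markers went from 64.4% to 35.7% with at least 5 markers. The share of proliferating *Lrig1*- cells less that of *Lrig1*+ cells, 0.498 points, was 0.294 without replicate 3. The difference between the groups in Fibroblast-like share, that in Proliferating-like share, the difference between sexes and the difference in the share of genes named Gm or Rik moved by less than 1 SD under each alternative run. The shares themselves moved more. Basal-like cells went from 22.1% ± 7.85 (SD, n = 3) of *Lrig1*+ cells to 13.5% at resolution 0.5 and 11.1% at resolution 2, and from 14.7% ± 4.59 of *Lrig1*- cells to 6.10% with each group clustered on its own and 21.7% at 5000 UMIs, where the order of the groups was lost (21.5% of *Lrig1*+ cells). Suprabasal squamous-like cells went from 1.24% ± 1.09 of *Lrig1*+ cells to 3.42% with each group clustered on its own and 3.67% without doublet removal, and Proliferating-like cells from 0.499% ± 0.258 to 1.11% without doublet removal. Genes named Gm or Rik went from 9.97% and 8.32% of the top 100 of *Lrig1*+ and *Lrig1*- clusters by fold to 1.53% and 1.32% by Wilcoxon score. The order of the groups in cells with a *Mki67* UMI, 3.95% of *Lrig1*+ and 4.30% of *Lrig1*- cells, turned without the mixed cluster, to 3.44% and 3.21%.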

Differences from the paper's values

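Which tests were chosen after the values were seen is said at each. The paper's number of proliferating *Lrig1*- cells is 2434, and 271 were found here; the paper's share is 11.06%, against 0.997% here, a mean over 3 libraries. Under all the alternatives set before the data were examined, both still differ: no doublet removal gave 467 cells and 1.49%, thinning to 5000 UMIs 243 cells and 0.818%, thinning to 2000 UMIs 315 cells and 0.718%, and the other clusterings 255 to 271 cells and 0.946% to 0.997%. The mixed cluster, chosen after seeing the values, holds 2653 *Lrig1*- barcodes, 11.6% of all *Lrig1*- cells. Class names were rebuilt here, so the borders of the paper's populations are not known.

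The paper states that *Acta2*, *Myh1*, *S100a9*, *Tagln*, *Dcpp2* and *Il1b* are significantly lower in *Lrig1*+ cells. All 6 were lower here, and 0 of 6 passed in edgeR without the replicate block (2318 genes at an unadjusted p under 0.05). Adjusted over the list alone, 6 of 6 passed there. With the block 5 passed over all genes, all but *S100a9*, and in DESeq2 4 of the 5 tested passed. Of settings chosen after seeing the values, DESeq2 with the block called 5, the block without the mixed cluster 5, the block in cells drawn at random 5, DESeq2 without the mixed cluster 3, the block in thinned cells 3, the block without replicate 1, 2 or 3 called 4, 1 and 3, and the block in matched cells and in cells matched on library and cluster 1 each.

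The paper finds tuft cells in *Lrig1*- cells alone. Here 29 of 45 cells with at least 3 tuft cell markers were *Lrig1*+, and 5 of 14 with at least 5 markers, a setting chosen after seeing the values; no setting run found only *Lrig1*- ones.

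The paper reports axonogenesis programs raised in *Lrig1*+ and *Lrig1* High cells. The list of axon guidance families, which is not the paper's gene set, had medians of -0.17 and -0.04, with adjusted p-values of 0.116 and 0.603. Under the SI's wording of the limits, set before the data were examined, the first median was 0.03. The paper reports microtubule bundle programs raised in *Lrig1*- and *Lrig1* Low cells; the axoneme list was lower in *Lrig1* High cells, at -0.72, and not called in *Lrig1*+ cells, at 0.01.

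The paper describes its PC1 and PC2 populations as likely a mixture of dividing cells. The cluster in which most of the genes it shows for PC1 rank 1 or 2, as do some of those shown for PC2, had cell cycle genes at a median of 2.61% of their level in Proliferating-like cells. The paper describes batch effects as well controlled; this cluster of 3895 barcodes came from library 3 alone.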

Other observations

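The tests of the mixed cluster and of tuft cells, and those that use the replicate block with thinned cells, with cells matched on library and cluster or with other genes, were chosen after the result was seen; the others were planned.

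*Lrig1*+ cells had about the depth that a split by detection gives. For 43 of 50 other genes of like detection, the cells with a UMI exceeded the others in UMI counts by at least as large a ratio, which is consistent with detection of a low-count gene rising with the depth of a cell. Cell size and metabolic state, which the paper names as a biological explanation, were not tested. Sampling zeros do not account for all cells without a *Lrig1* UMI, since 78 of 86 pairs of cluster and library had more of them than Poisson sampling gives. A spread of *Lrig1* between cells of a cluster, or of capture between droplets, stays open.

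Genes called between *Lrig1*+ and *Lrig1*- sums with the replicate block were not due to depth alone, since 2430 passed with every cell at 5000 UMIs. Cluster composition may account for most of them: 568 passed with library and cluster as blocks, and 336 in cells matched on library and cluster, against 4217. Splits by other genes of like detection often gave as many: 25 of 50 called at least as many genes with the block, and the others fewer, down to 294. In matched cells with the block 4 of 50 did, where the *Lrig1* split called 894 genes and the median of the others was 111.5. *Notch1* was among the 50, and its split called 8674 genes with the block and 953 without it. Splits of the sums cannot decide whether chance is excluded. Of 10 splits of the 6 sums, 10 called as many genes as the real one in edgeR, which had to be so since the real one called 0. Of the 4 splits that part each library's sums, with the block, 1, the real one, called as many, and a share of 4 splits cannot fall under 0.05. For *Lrig1* High and *Lrig1* Low sums the splits gave the same numbers, 10 of 10 and 1 of 4. The other 3 splits with the block called 0 genes in both comparisons.

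Lower *Acta2* in *Lrig1*+ cells was not due to the composition of these clusters alone, since its log2 fold change was -0.64 (standard error 0.0982) with the block in cells matched on library and cluster, where its adjusted p passed. Over all settings it ranged from -2.56 to -0.0102, the latter under the SI's wording of the limits, and its adjusted p from 2.8e-29 to 1.00. The fall was not seen in every class: with the block the log2 fold change was -3.15 in Basal-like cells (adjusted p = 3.5e-06) and -0.39 in Muscle satellite-like cells (adjusted p = 0.0131), but 0.21 in Fibroblast-like and -0.00677 in Secretory-like cells, neither called. Differences in cell type inside a cluster stay open. For *Myh1*, *S100a9*, *Tagln*, *Dcpp2* and *Il1b*, 4 of 5 were lower there and 0 passed (336 genes passed in all). That test thus cannot tell cluster composition from a change within clusters for them. Adjusted over the list alone, 4 of the 6 genes passed there, *Acta2* included, which decides little since the study chose the list on the same libraries. *Il1b* was lower in all 21 settings that tested it, from -6.11 to -2.23, but stood at 0.0397 to 0.172 CPM in *Lrig1*+ sums, near the floor. *Dcpp2* stood at 13731 CPM in the Serous gland-like cluster, and at 80.8 CPM in the mixed cluster, which ranked 2. Serous gland-like cells were 13 *Lrig1*+ and 151 *Lrig1*- cells, so cluster composition may account for the fall of *Dcpp2*. Of the 50 splits by other genes, 18 had all 6 genes lower.

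Higher RNA metabolism lists were also seen under other splits. Of 50 other genes, 3 gave a median of small RNA silencing at least as high, 13 of mRNA decay and 17 of tRNA modification, which is in line with a split by another gene of like detection for mRNA decay and tRNA modification and leaves small RNA silencing near the edge of what such splits give. No test of a quiescent state itself was run.

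A cluster of 3895 barcodes from library 3 held genes of basal, squamous, secretory and gland epithelium, with *Krt5* in 99.3% and *Krt13* in 96.7% of them, together with the fibroblast genes *Dcn*, at 638 CPM and in most of them, and *Col1a1*, in 48.6%; genes of other lineages were not looked up. Doublets of 2 cells are argued against by its variance, 1.01 times the Poisson variance, and by *Xist* and Y-linked genes in 57.9% of its barcodes, where 58.0% would hold both if they were independent. Proliferating cells are argued against by cell cycle genes at 2.61% of their highest level, although 8 of the 9 markers used to name such cells were raised over the other cells. Its profile correlated with all other cells of the library by 0.969 across genes, which are not independent replicates, and its *Lrig1*+ share, 31.9%, was the one Poisson sampling gives. These values suggest barcodes that drew from one common RNA pool, as a hypothesis found and tested on the same data. Of library 3 barcodes that failed the quality limits, 12.8% were as close to that mixture. No biological explanation was tested.

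The lower bound of the *Lrig1*+ share of cells with tuft cell markers, 49.8%, lay above the share in Macrophage-like cells, 4.88%. Macrophage-like cells numbered 118, 44 and 2 in libraries 1, 2 and 3, and cells with tuft cell markers 18, 3 and 24. Free RNA in library 3 was thus hardly measured, and free RNA stays open as a cause of these *Lrig1* UMIs. With at least 5 markers the lower bound was 16.3%. The deeper sequencing of these cells, or doublets among them, could raise the share and stays open.

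The *Lrig1*+ share of cells with *Xist* alone less that of cells with Y-linked genes alone was -0.85 points ± 3.88 (SD, n = 3), and its sign differed between libraries, with 0.65 points without replicate 3. Genes of the response to dissociation (30 genes) had a median log2 fold change of -0.14 in *Lrig1*+ cells (camera, adjusted p = 0.113; with the replicate block 0.0175) and -0.16 in *Lrig1* High cells (adjusted p = 0.0236). The Reactome pathway of transcription regulated by the NOTCH1 intracellular domain (36 genes) had a median of 0.11 in *Lrig1* High cells (camera, adjusted p = 0.0120), and of 0.03 in *Lrig1*+ cells, where it was not called.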
